# Integrated metabolome and transcriptome profiling demonstrates dynamic regulatory roles of hormones in direct-seeding rice

**DOI:** 10.3389/fpls.2026.1767519

**Published:** 2026-03-10

**Authors:** Hang Yang, Zejun Hu, Yong Chen, Xiao Gu, Junhua Ye, Lixia Zhang, Kai Wang, Jianjiang Bai, Liming Cao, Zhenying Shi, Shujun Wu, Ying Yan

**Keywords:** CS2022, direct seeding, HXR450, metabolomic, rice, seedling emergence vigor, transcriptomic

## Abstract

**Introduction:**

Direct-seeding rice faces the prominent challenge of low seedling emergence vigor, particularly under deep-sowing mechanical resistance and hypoxic conditions. Although some physiological traits are known, the systemic molecular networks determining superior emergence remain elusive.

**Methods:**

Here, we integrated metabolomic and transcriptomic analyses to compare the elite direct-seeding variety ChongShang2022 (CS2022) with the control Huxiangruan450 (HXR450).

**Results and discussion:**

Weighted gene co-expression network analysis (WGCNA) identified germination-associated metabolic modules. Hub metabolite analysis revealed that the accelerated germination of CS2022 correlates with a higher accumulation of cytokinins (zeatin and *cis*-zeatin-9-N-glucoside), known for antagonizing abscisic acid (ABA)-induced dormancy, alongside key amino acids (e.g., L-lysine) and structural sphingolipids. Physiological validation confirmed the functional significance of these hubs, demonstrating that exogenous *trans*-zeatin and L-lysine significantly promoted seed germination in a dose-dependent manner. Notably, CS2022 exhibited heightened sensitivity, achieving maximal promotion at concentrations approximately 10-fold lower than HXR450. Targeted LC-MS/MS assays further demonstrated that CS2022 maintains a significantly higher GA20/ABA ratio during germination by accumulating the key precursor GA_20_ and deactivating free ABA into ABA-glucosyl ester. This hormonal homeostasis couples with elevated α-amylase activity, accelerating energy mobilization. At the seedling stage, multi-omics integration suggests an optimized growth-defense trade-off in CS2022. Auxin signaling supports rapid elongation, while the upregulation of jasmonic acid (JA) precursor transcripts contrasts with restricted accumulation of bioactive signals (e.g., JA-Ile). This potential signal buffering mechanism likely mitigates growth arrest. Additionally, lipid remodeling involving sphingolipids and waxes may contribute to hypoxia tolerance. Altogether, this study delineates a correlative regulatory network where dynamic hormone buffering, redirected metabolic flux, and adaptive lipid remodeling synergistically maximize direct-seeding rice emergence vigor, providing mechanistic insights and candidate modules for breeding.

## Background

Rice is an important food crop that feeds more than half of the world’s population (Liu et al., 2022). Due to labor shortage and increased agricultural mechanization, direct seeding of rice has been widely adopted in the world (Farooq et al., 2011; Zhou et al., 2019), although problems such as a low whole seedling rate, serious weeds, and easy lodging of rice are still needed to be addressed (Li et al., 2023). Therefore, varieties with high emergence vigor and uniform seedling emergence are better suited to direct seeding. The ability of seedlings to break through deep soil after germination and become established is known as emergence vigor (Mahender et al., 2015). The first priority in choosing direct seeding rice is a high emergence vigor. However, most modern cultivars have poor emergence vigor, resulting in a slow seedling emergence rate and low yields after direct seeding (Li et al., 2023). Deciphering the molecular mechanisms and metabolic basis of emergence vigor could provide theoretical guidance for breeding superior rice varieties with a rapid emergence rate that are suit for direct seeding.

Emergence vigor is mainly determined by seed vigor and seedling vigor (Li et al., 2023). Seed vigor refers primarily to the ability to germinate. This process is regulated by the intricate interplay of amino acid metabolism, hormonal signaling and the metabolism of energy substances, such as starch and sucrose (Rajjou et al., 2012; Zhao et al., 2021). Classically, Gibberellin (GA) and Abscisic Acid (ABA) act antagonistically: germination initiates only when GA signaling overcomes ABA-mediated dormancy. Beyond the classic GA-ABA antagonism, cytokinins also play a pivotal role in seed vigor by promoting cell division and antagonizing ABA-mediated dormancy (Wang et al., 2011). Various internal and external factors regulate the germinating process by affecting the metabolism and signaling of these hormones. For instance, mutations in key genes involved in ABA biosynthesis, such as *OsABA1* and *OsNCED*, which encode zeaxanthin epoxidase and 9-*cis*-epoxycarotenoid dioxygenase respectively, result in pre-harvest sprouting (PHS) (Agrawal et al., 2001). Isopropylmalate synthase (IPMS) is a key enzyme in leucine synthesis. *ipms* mutant exhibits significant reductions in multiple amino acids, GA and the tricarboxylic acid (TCA) cycle, resulting in diminished seed vigor (He et al., 2019). In addition, some other hormones, such as salicylic acid (SA) and brassinosteroid (BR), as well as other factors, such as reactive oxygen species (ROS) also regulate seed vigor by affecting GA metabolism and signaling (He et al., 2024).

High seedling vigor could ensure rapid emergence and early seedling growth to compete with weeds (Rao et al., 2007; Chauhan et al., 2015). To date, many seedling vigor-related QTLs have been genetically identified, but few have been cloned (Zhang et al., 2017). OsGA20 oxidase1 (OsGA20ox1), a key enzyme for gibberellin synthesis, is the first seedling vigor-related factor identified. Variation in its promoter region results in increased GA content as well as elevated seedling vigor (Abe et al., 2012). Recently, Huang et al. discovered that transcription factors OsDREB1A and OsNAC3 form a positive feedback loop through mutual activation, jointly regulating the expression of *OsGA20ox1*, thereby regulating GA biosynthesis and significantly promoting post-germination growth vigor in rice (Huang et al., 2025). Mutation in ent-copalyl diphosphate synthase1 (CPS1), which is also a key enzyme in GA synthesis, results in decreased GA content and reduced seedling vigor (Ma et al., 2022). Mesocotyl length is another important indicator for evaluating seedling vigor. Most genes identified to control mesocotyl length are also related to hormone metabolism (Xiong et al., 2017; Sun et al., 2018; Zhao et al., 2018; Lv et al., 2021; Lyu et al., 2024). Mutation in GAOYAO1 (GY1), the phospholipase for jasmonic acid (JA) synthesis, leads to shorter mesocotyls (Lyu et al., 2024). POLYAMINE OXIDASE 5 (PAO5) is responsible for the synthesis of hydrogen peroxide. Knockdown of *PAO5* results in longer mesocotyls and faster seedling emergence, together with reduced hydrogen peroxide content and increased ethylene content (Lv et al., 2021). Although some of the molecular mechanisms of emergence vigor have been elucidated, the overall transcriptional and metabolic properties of seeds and seedlings during emergence after direct seeding remain poorly understood. Exploring the transcriptional and metabolic profiling of suitable direct-seeding rice varieties would be informative for the corresponding molecular breeding.

Here, we integrated metabolomic and transcriptomic analyses to decipher the superior emergence vigor of the elite direct-seeding variety CS2022 compared to the control HXR450. We identified a coordinated regulatory network where CS2022 exhibits heightened physiological sensitivity to key metabolic hubs (*trans*-zeatin and L-lysine) and maintains a high GA_20_/ABA ratio to accelerate germination. Furthermore, at the seedling stage, we revealed an optimized growth-defense trade-off strategy: CS2022 employs a “signal buffering” mechanism, uncoupling high defense gene transcription from bioactive hormone accumulation, to avoid growth arrest, while simultaneously remodeling lipid metabolism to adapt to hypoxic deep-sowing conditions. This study provides mechanistic insights into the dynamic regulation of emergence vigor and offers potential targets for breeding robust direct-seeding rice.

## Materials and methods

### Plant materials and growth condition

Two *Japonica* rice varieties CS2022 and HXR450 were used in this study. CS2022 exhibited a faster seedling emergence rate, while HXR450 had a relatively slow emergence rate. Both varieties were bred by the Shanghai Academy of Agricultural Sciences. All the rice plants for test were grown in the paddy fields at the experimental station of the Shanghai Academy of Agricultural Sciences in Zhuanghang in summer with routine management.

### Measurement of seed germination rate

Select plump rice seeds and disinfect them in a solution of 15% sodium hypochlorite for 15 minutes. Soak them separately in deionized water or L-lysine solutions at concentrations of 2.5 μM, 25 μM, 250 μM, and 2500 μM, or *trans*-zeatin solution at concentrations of 0.1 mg/L, 0.5 mg/L, 1 mg/L, 5 mg/L and 25 mg/L as required. Then treating them at 35 °C for 36 hours. Subsequently, transfer the seeds to a petri dish lined with two layers of moist filter paper and incubate in a 30 °C constant-temperature incubator. The seeds were considered germinated when either the shoot or the root exceeded half of the length of the seed.

### Measurement of seedling emergence rate, mesocotyl length and plant height

The seeds are dried at 45 °C for three days to break dormancy. Healthy and plump seeds are selected to soak for germination at 35 °C. The uniformly germinated seeds with ~2 mm of coleoptile were evenly sown on the paddy and covered with a layer of 2 cm-thick soil. Then, the planting pots were incubated at 30 °C with 75% humidity for eight days under a 14-h light/10-h dark cycle.

Length of the mesocotyl was measured four days after sowing (DAS). Seedling height was measured continuously from 4 to 8 DAS. Three biological replicates were carried out in each experiment, which contained at least 10 seedlings.

### Untargeted metabonomic profiling

The mature seeds used for the metabolite analysis in this study were harvested in 2024 at maturity. Seeds that had germinated with a coleoptile of approximately 2 mm, as well as seedlings at 5 days after sowing, were collected for metabolite analysis, and six biological repeats were adopted. Metabolite extraction and LC-MS/MS analysis of mature and germinated seeds, as well as seedlings, of CS2022 and HXR450 were performed by Majorbio (China) according to standard procedures. Briefly, 100 mg of the sample was ground into powder using liquid nitrogen. Then, 800 μL of extraction solution (methanol: water = 4:1 (v: v)) containing four internal standards (L-2-chlorophenylalanine (0.02 mg/mL)) was added for metabolite extraction. Samples were ground at 50 Hz for 6 min at -10°C using a frozen tissue grinder. The sample was then extracted by sonication (40 kHz) at 5 °C for 30 minutes, after which it was incubated for a further 30 minutes at -20 °C. The sample was then centrifuged at 4 °C/13,000 g for 15 min, after which the supernatant was transferred to the injection vial for LC-MS/MS analysis. An equal volume of metabolites from all samples was taken and mixed to prepare a quality control (QC) sample. The LC-MS/MS analysis of samples was conducted on a UHPLC-Q Exactive system (Thermo) equipped with an ACQUITY BEH C18 column (100 mm × 2.1 mm i.d., 1.7 μm; Waters, USA). The LC-MS raw data were imported into the metabolomics processing software Progenesis QI (Waters Corporation, Milford, USA) for processing. The processed data were analyzed using the free online majorbio choud platform (cloud.majorbio.com). To identify differentially accumulated metabolites, OPLS-DA was applied. Metabolites with a VIP value greater than 1, indicating an above-average contribution to group discrimination and robustness to a moderate sample size, were retained. These were then filtered using a student’s t-test (*p* < 0.05) to balance statistical power and control for false positives in discovery-oriented profiling. Only metabolites that met both criteria were considered significant.

### Weighted gene co-expression network analysis of the metabolites

To further investigate the accumulation patterns of metabolites during seedling emergence, we constructed co-accumulation network modules using WGCNA (Langfelder and Horvath, 2008). First, the obtained non-targeted metabolomics data underwent rigorous preprocessing. Missing values were handled according to the following rules: if the missing rate of a metabolite exceeded 50% in any experimental group, it was excluded; for other random missing values, the metabolite’s minimum abundance within the same group was used to fill in half of the missing values. Subsequently, data underwent sum normalization to correct for loading variations between samples and were log2-transformed to approximate a normal distribution. Finally, each metabolite underwent unit variance scaling to achieve a mean of 0 and standard deviation of 1, eliminating dimensionality effects. Based on the preprocessed metabolite abundance matrix, we constructed a co-accumulation network using the WGCNA R package. By analyzing network topology under different soft threshold powers, we selected power *β* = 7 to ensure the constructed network exhibited scale-free distribution characteristics (scale-free topological fit R² > 0.85). Based on this, we computed the topological overlap matrix among metabolites and employed the dynamic mixed-tree cutting algorithm for hierarchical clustering to identify co-accumulation modules. The minimum module size was set to 30 metabolites, and highly similar modules (feature vector correlation > 0.75) were merged.

To identify metabolic modules associated with seedling emergence, samples from both varieties were separately categorized into three stages: mature seed, germinating seed, and seedling stage. Pearson correlations between each module’s eigenvector and the trait were calculated, yielding statistically significant *P* values. Modules significantly correlated with the trait (*P* value < 0.05) were selected for subsequent analysis. For key modules, we extracted their module membership (MM) and gene significance (GS) values, and further identified hub metabolites within each module (i.e., metabolites with the highest connectivity within the module). The hub metabolites network is displayed by Cytoscape (Shannon et al., 2003).

### Phytohormone detection

The contents of phytohormones were detected by MetWare (http://www.metware.cn/) using the AB Sciex QTRAP 6500 LC-MS/MS platform. Phytohormones were extracted from rice seeds that were germinating and flash-frozen in liquid nitrogen, three biological repeats were adopted for detection. Approximately 50 mg of the resulting powder was then homogenized in 1 ml of a methanol/water/formic acid solution (15:4:1, v/v/v), to which internal standards were added. Following vertexing and centrifugation, the resulting supernatant was dried under nitrogen, reconstituted in 80% methanol and filtered through a 0.22 µm membrane. Analysis was performed on a UPLC-ESI-MS/MS system. Separation was achieved using a Waters ACQUITY UPLC HSS T3 C18 column with a gradient of water and acetonitrile, both of which contained 0.04% acetic acid. Mass spectrometry detection was conducted in scheduled MRM mode under optimized positive/negative electrospray ionization conditions. Compounds were quantified using internal standard methods by comparing their MRM transitions and retention times to those of authentic standards.

### Determination of amylase and *α*-amylase activities

The activities of amylase and *α*-amylase were determined by measuring reducing sugars released from soluble starch using the 3,5-Dinitrosalicylic acid (DNS) method. Frozen germinating seeds (0.5 g) were homogenized in ice-cold 20 mM phosphate buffer (pH 6.9, containing 100 mM NaCl and 1 mM CaCl_2_) and centrifuged at 12,000 × g for 20 min at 4 °C to obtain the crude enzyme extract. For total amylase activity, 100 µL of extract was incubated with 900 µL of 1% soluble starch at 37 °C for 10 min. For *α*-amylase activity, an aliquot of the extract was first incubated at 70 °C for 15 min to inactivate *β*-amylase before the assay. The reaction was terminated by adding DNS reagent, followed by boiling for 5 min. After cooling, the absorbance was measured at 540 nm. Enzyme activity was calculated using a maltose standard curve.

### RNA extraction, library preparation, sequencing and data analysis

Total RNA was extracted from seedlings using TRIzol^®^ Reagent, following the manufacturer’s instructions. The quality of the RNA was determined using a 5300 Bioanalyser (Agilent), and the concentration was determined using an ND-2000 (NanoDrop Technologies). High-quality RNA (OD260/280 = 1.8–2.2, OD260/230 ≥ 2.0, RQN ≥ 6.5, 28S:18S ≥ 1.0, >1 μg) was then used for library construction, after which high-throughput sequencing was performed on the NovaSeq X Plus platform. Three biological repeats were used. After filtering, about 6.5 Gb of clean data was obtained for each sample. These clean data were then compared with the reference genome (IRGSP-1.0) to obtain mapped data for subsequent transcript assembly, expression calculation, etc. Differential expression analysis was performed using DESeq2. Genes with FDR < 0.05 (Benjamini-Hochberg) were deemed statistically significant, controlling for multiple testing. An additional filter of |log_2_ FC| ≥ 1 was applied to capture physiologically relevant expression shifts, a threshold widely adopted in rice seed transcriptome studies. Genes satisfying both criteria were defined as differentially expressed. DEGs were annotated according to Gene Ontology (GO) (http://geneontology.org/) for their participation in Biological Process (BP), Cellular Component (CC) and Molecular Function (MF). The KEGG database was used to categorize genes according to the pathways they participate in or the functions they perform (https://www.genome.jp/kegg/).

### Quantitative real-time PCR

Eight DEGs were selected for validation of the RNA-seq data using qRT-PCR. Total RNA was extracted from seedlings 5 DAS and reverse-transcribed according to the manufacturer’s instruction. The primers used for qRT-PCR were designed using the NCBI Primer BLAST program (https://www.ncbi.nlm.nih.gov/tools/primer-blast/index.cgi?LINK_LOC=BlastHome) (**Supplementary Table 11**). qRT-PCR was performed using an ABI 7500 Real-Time PCR System, with *UBQUTIN* used as the internal reference gene. Each sample contained three biological replicates and technical replicates. The relative expression of the target genes was calculated using the 2^-ΔCt^ formula.

## Results

### The CS2022 variety exhibits higher seed vigor and seedling vigor compared to HXR450

CS2022 and HXR450 are *Japonica* rice varieties cultivated by ourselves, which are distinguished in their high-quality, especially excellent eating and cooking quality (ECQ). However, they differ significantly in terms of direct-seeding properties. Specifically, the CS2022 seeds germinated faster and exhibited more uniform germination than HXR450 seeds (**Figures 1A, B**). Two days after germination induction, the germination rate of CS2022 seeds reached ~80%, while that of HXR450 seeds was only around 45%. This trend of higher germinating rate kept well along with the germinating process (**Figure 1B**). Meanwhile, CS2022 seeds showed significantly faster shoot and root growth compared to HXR450 seeds (**Supplementary Figure 1A**). Moreover, the two varieties also showed significant differences in early post-germination growth. When uniformly germinating seeds were sown 2 cm below the soil, the seedlings of CS2022 emerged much faster than those of HXR450 (**Figure 1C**). Five days after sowing (DAS), more than 65% of CS2022 seedlings emerged from the soil, while less than 40% of HXR450 seedlings emerged. During the whole germinating process, the seedling emergence rate of HXR450 was consistently lower than that of CS2022 (**Figure 1D**). Mesocotyl elongation is an important characteristic of suitable direct-seeding rice varieties (Li et al., 2023). However, there is no significant difference in mesocotyl length (the distance from cotyledon to coleoptile) between CS2022 and HXR450 (**Supplementary Figures 1B, C**). Further continuous observation revealed that CS2022 grew much faster than HXR450 (**Figure 1E**), with higher plant height at early seedling growth stage (**Figure 1F**). But little difference in plant height was observed between the two varieties at 8 DAS (**Figure 1F**). The above results suggested that the faster and more uniform germination, as well as quicker emergence and growth of CS2022 at early seedling stage makes it more suitable for direct seeding.

**Figure 1:**
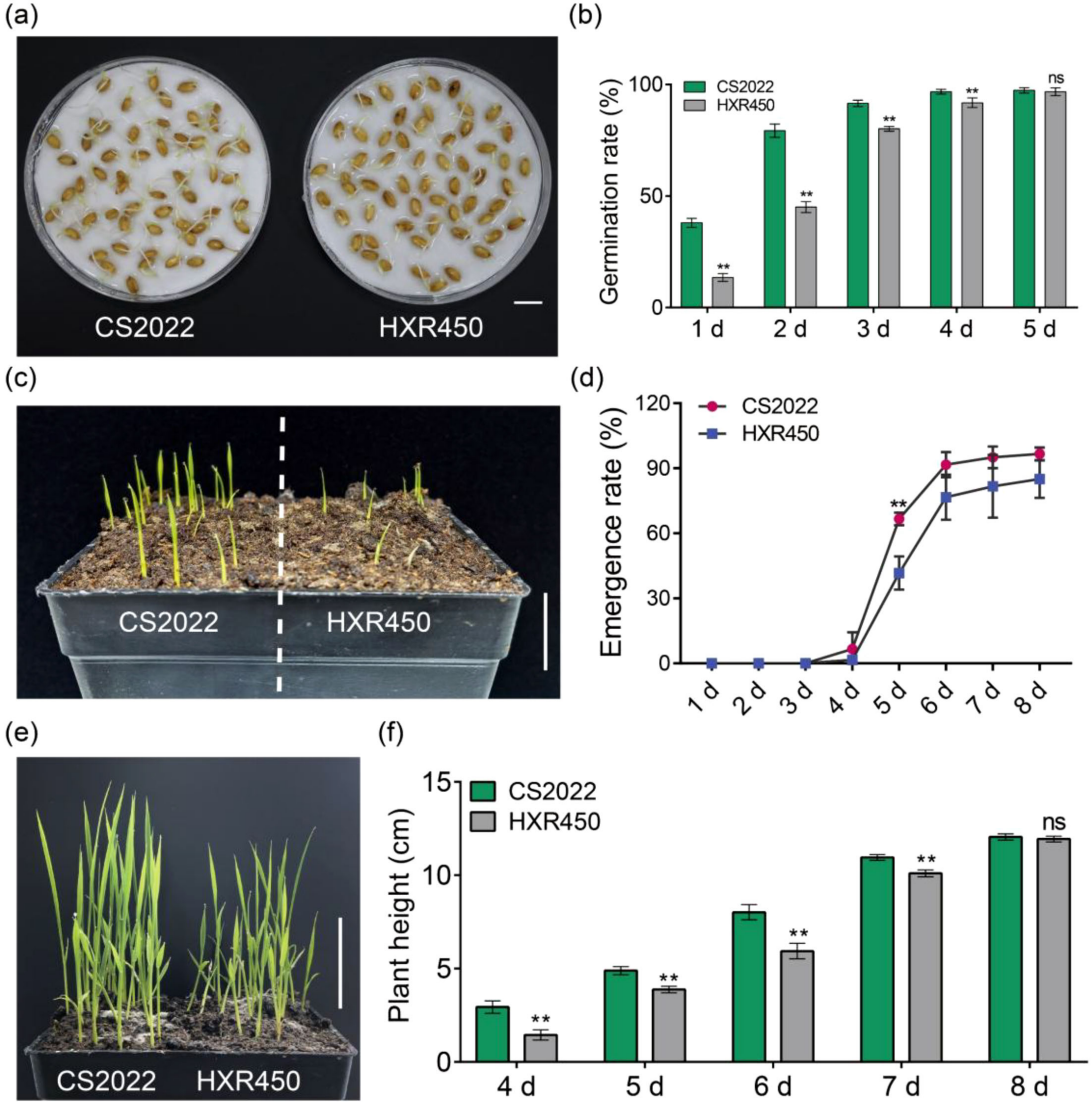
Germination, seedling emergence rate and seedling vigor of CS2022 and HXR450. **(A)** Germination performance of CS2022 and HXR450 seeds two days after germination induction. Scale bar = 1 cm. **(B)** The statistics of germination rates of CS2022 and HXR450 seeds 1 to 5 days after germination induction. Each sample comprised three biological replicates, with 50 seeds per replicate. Data are mean ± SD. Student’s *t*-test was carried out (**P < 0.01). **(C)** The status of seedling emergence of CS2022 and HXR450–5 DAS at 2 cm below the soil. Scale bar = 2.5 cm. **(D)** The statistics of emergence rate of CS2022 and HXR450 within 8 DAS. Data are mean ± SD (n = 3). Student’s *t*-test was carried out (**P < 0.01). **(E)** The status of CS2022 and HXR450 seedling 6 DAS. Scale bar = 3 cm. **(F)** The statistics of seedling height 4–8 DAS. Data are mean ± SD (n = 10). Student’s *t*-test was carried out (**P < 0.01).

### Metabolite profiles of seeds and seedlings during rice seedling emergence

To identify the active metabolic pathways during different stages, as well as the metabolomic differences that may account for the variation in germination and emergence rates between CS2022 and HXR450, we measured the content of metabolites in mature seeds (MS), germinating seeds (GS) and seedlings (S) of these two varieties. As demonstrated, 912 metabolites were identified in positive ion mode (POS), and 522 metabolites in negative ion mode (NEG). Among them, 1,324 metabolites were found in all samples (**Figure 2A**, **Supplementary Table 1**). Principal component analysis (PCA) showed that the samples were highly repeatable and significantly separated at different stages, suggesting that they could be used for further metabolomic analysis. Meanwhile, the PCA score plot showed that the separation between the different stages is much greater than the separation between varieties (**Figure 2B**). Therefore, metabolic variation at different stages is much more than that between varieties at the same stage. Also, heatmap analysis of metabolites in CS2022 and HXR450 at different stages confirmed such a tendency (**Figure 2C**). For example, germinating seeds and seedlings had significantly higher amino acids and derivatives abundance relative to mature seeds. In addition, the metabolite profiles between the two varieties at the same stage were also significantly different. Some amino acids and derivatives were more abundant in CS2022 than in HXR450 seedlings (**Figure 2C**, **Supplementary Table 1**). Such as O-Acetylserine, an intermediate in the synthesis of cysteine. In conclusion, the metabolite profiles of mature seeds, germinating seeds and newly emerged seedlings varied considerably, indicating that distinct key metabolites might be motivated to exert significant influence at different stages of direct-seeding. In addition, the abundance of certain metabolites varied significantly between the CS2022 and HXR450 cultivars, which might be the underlying reason for the advantageous properties of CS2022 in the direct-seeding process.

**Figure 2:**
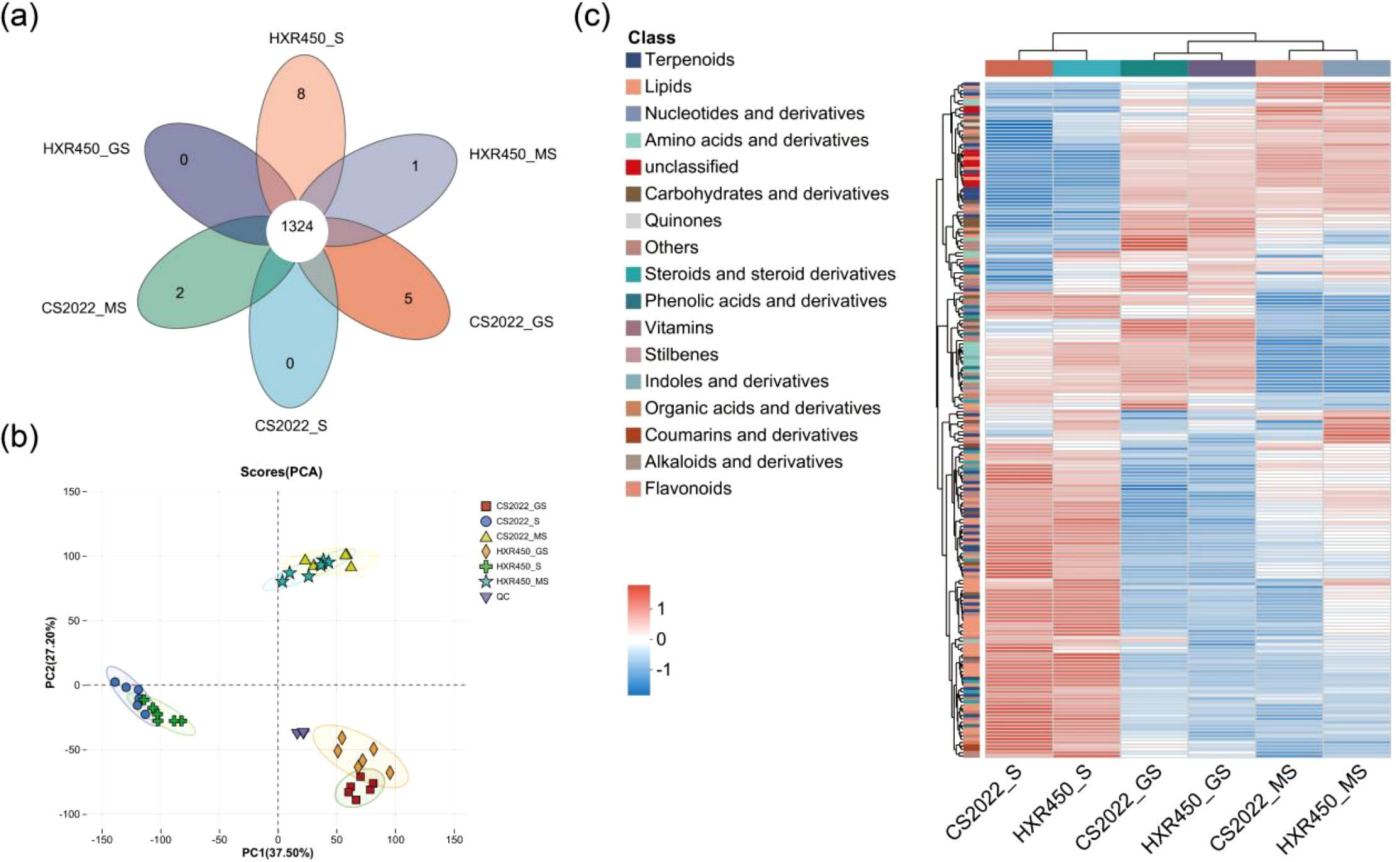
Metabolic variation in CS2022 and HXR450 seeds and seedlings at different stages. **(A)** Venn diagram of metabolites detected in the three stages of CS2022 and HXR450. **(B)** Principal component analysis (PCA) of metabolites profiling of CS2022 and HXR450 mature seeds (MS), germinating seeds (GS) and seedlings (S). Six replicates were used per sample. **(C)** The heatmap of metabolites in the three stages of CS2022 and HXR450 during seedling emergence. Hierarchical cluster of metabolite species was also performed. Six replicates were used per sample. Columns represent samples and rows represent metabolites. Red indicates higher metabolite abundance, while blue indicates lower metabolite abundance as indicated by the scalebar.

### Identifying metabolic modules correlated with germination and post-germination growth by WGCNA

We further conducted WGCNA to systematically decipher the pattern of metabolite accumulation and identify the difference in metabolic regulation between the control variety HXR450 and the direct-seeding variety CS2022. A total of 6 distinct modules were identified according to the similar co-accumulation trends of three stages (**Figure 3A**). The number of metabolisms per module ranged from 31 (grey) to 671 (turquoise). Pearson correlation analysis between modules and the three stages of direct-seeding (mature seeds, germinating seeds and seedlings) indicated that the green and blue modules exhibited a significantly positive correlation with germinating seeds (*P* < 0.05), the turquoise module showed a positive correlation with the seedling stage (*P* < 0.01), and the yellow and brown modules are positively correlated with mature seeds (*P* < 0.05) (**Figure 3B**). We intended to investigate the specific accumulation of metabolites during the germination and seedling stages and their potential roles in rapid seedling emergence. Therefore, we conducted an in-depth analysis of the green, blue, and turquoise modules.

**Figure 3:**
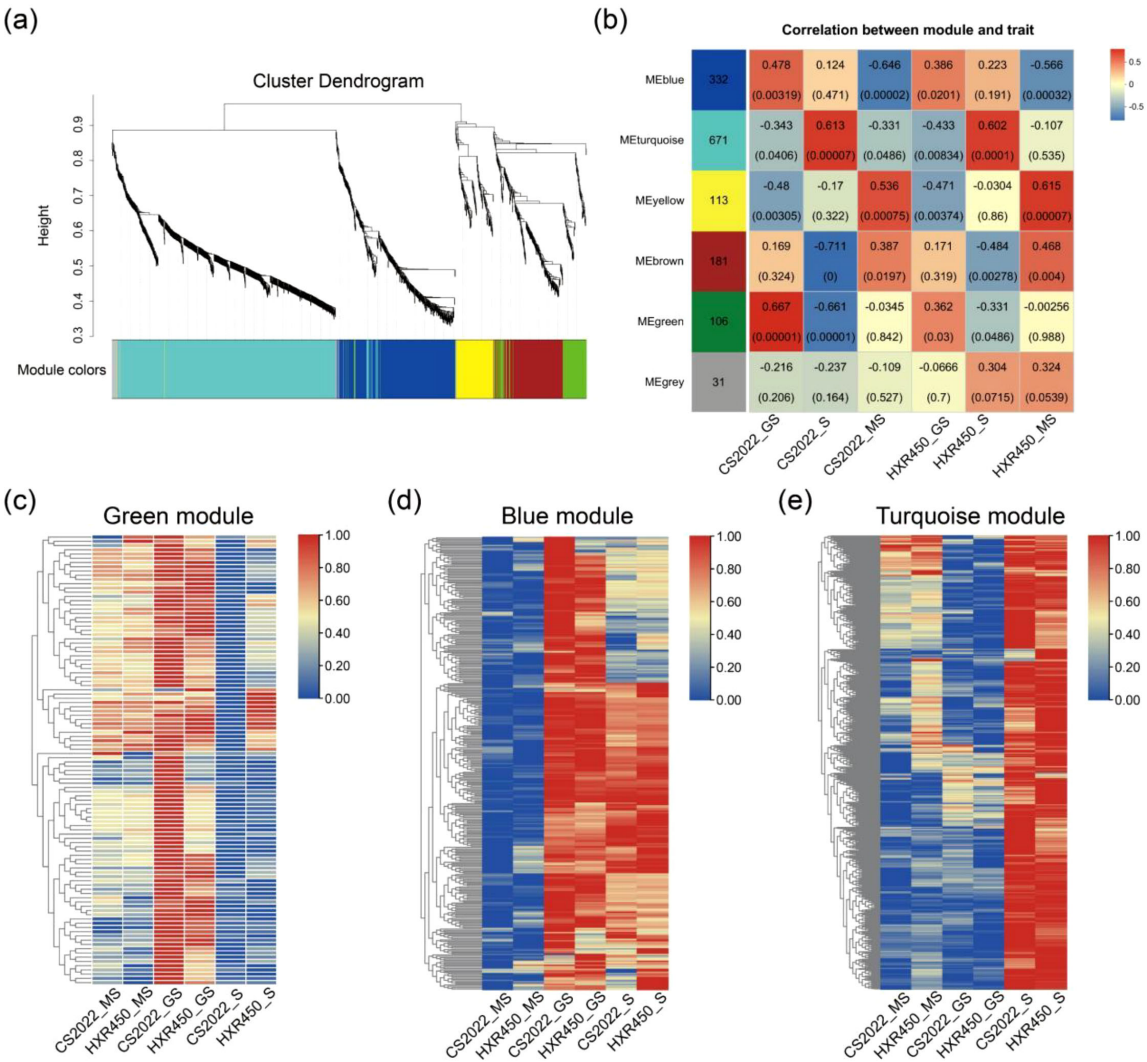
Key metabolomic modules associated with seedling emergence obtained by WGCNA. **(A)** Cluster dendrogram showing 5 modules of co-accumulation metabolites identified by WGCNA. The major tree branches constitute 5 modules, labeled with different colors. **(B)** Relationship between modules and different developmental stages of direct seeding. The horizontal axis represents different stages, while the vertical axis represents different modules. The left column of numbers indicates the number of metabolites for each module, and the right column shows the correlation coefficient between the modules and stages along with the significance *P* value in parentheses. Higher absolute values indicate stronger correlations, with red denoting positive correlations and blue indicating negative correlations. **(C–E)** Heatmap of metabolites within three modules. Data has been normalized. Red color indicates higher abundance, while blue indicates relatively lower abundance.

### Identification of germination related metabolic modules

The green and blue modules contain 106 and 332 metabolites, respectively (**Figure 3B**, **Supplementary Table 2**). In both CS2022 and HXR450, the two modules exhibited high metabolite abundance in germinating seeds (**Figures 3C, D**). Some metabolites in the blue module also showed high accumulation at the seedling stage (**Figure 3D**). Metabolites in the green module were significantly enriched in pathways including arachidonic acid metabolism, starch and sucrose metabolism, sphingolipid metabolism, ABC transporters, diterpene biosynthesis, and plant hormone signal transduction (**Figure 4A**, **Supplementary Table 3**). Metabolites in the blue module were significantly enriched in various amino acid metabolic pathways, including key amino acids such as lysine, tryptophan, phenylalanine and D-amino acids (**Figure 4B**, **Supplementary Table 3**). Blue module was also significantly enriched in pathways related to translation, substance transport, lipid metabolism, and carbohydrate metabolism, including aminoacyl-tRNA biosynthesis, nucleotide metabolism, ABC transporters, glyoxylate and dicarboxylate metabolism, and sphingolipid metabolism. The roles of hormones and carbohydrate metabolism in rice seed germination have been extensively studied (Rajjou et al., 2012; Xiong et al., 2022). Our findings indicated that lipids such as sphingolipids and arachidonic acid, along with fundamental substances like nucleotide and amino acids, also exhibited high abundance during rice germination, suggesting that these metabolisms might play a positive role in the germination process.

**Figure 4:**
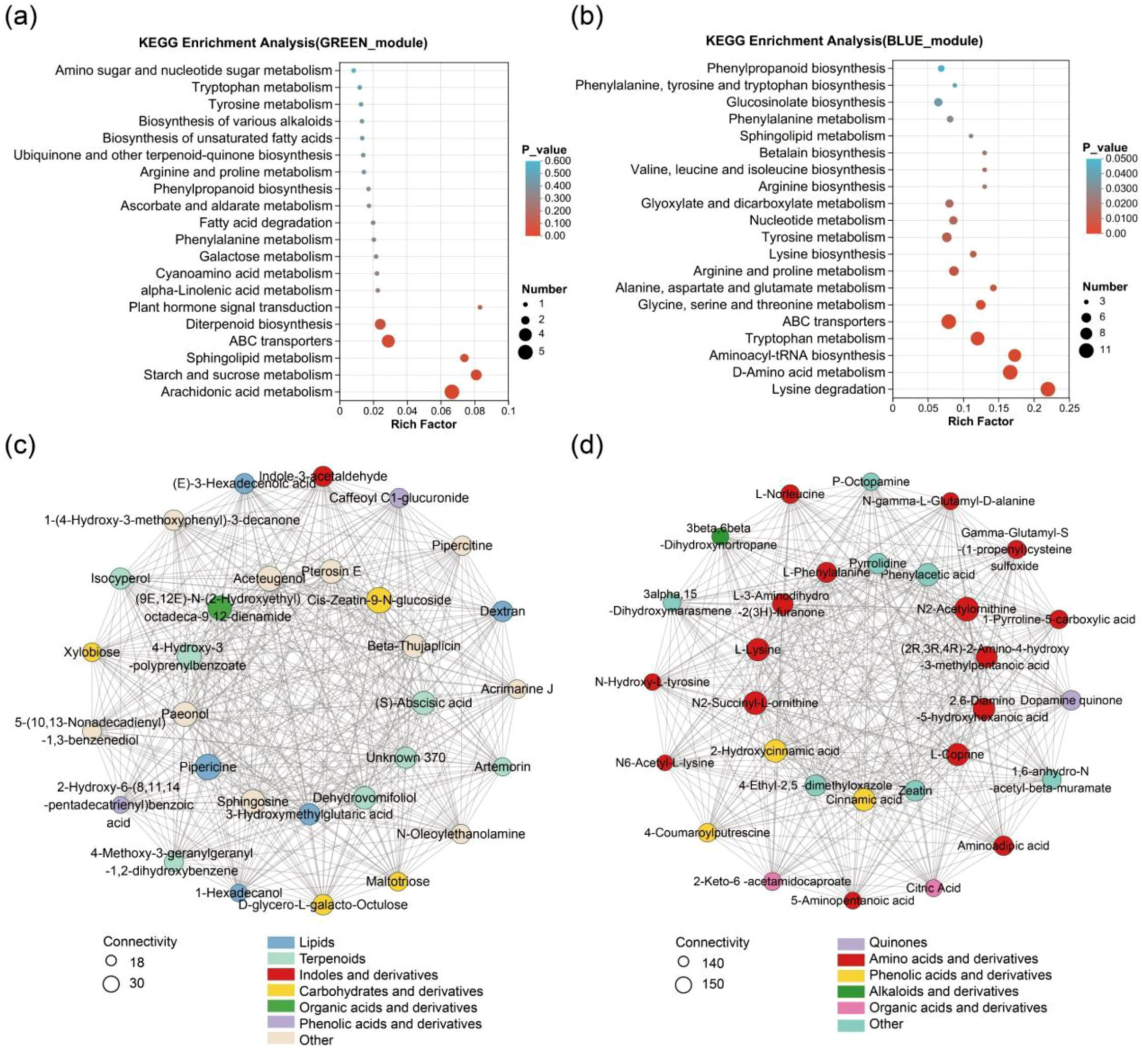
KEGG enrichment analysis, and hub metabolites correlation network diagram of green and blue modules. **(A, B)** The KEGG enrichment analysis of the green **(A)** and blue **(B)** modules. A larger rich factor indicates a greater degree of enrichment. The size of the dots indicates the number of metabolites in the pathway, and the color of the dots corresponds to different *P* value ranges. **(C, D)** The correlation network of hub metabolites identified from the green **(C)** and blue **(D)** modules. Larger nodes indicate greater connectivity of metabolites. Node colors denote different compound categories.

To obtain key metabolic factors within the aforementioned pathways, the top 30 metabolites with the highest connectivity in the green and blue modules were screened to construct a hub metabolites correlation network respectively (**Figures 4C, D**, **Supplementary Table 4**). It is found that certain carbohydrates, such as Dextran, D-glycero-L-galacto-Octulose, Xylobiose, Maltotriose and *Cis*-Zeatin-9-N-glucoside, the Indole acetic acid (IAA) precursor indole-3-acetaldehyde, (S)-abscisic acid and sphingosine exhibited high connectivity within the green module (**Figure 4C**). In the blue module, 17 of the top 30 metabolites with highest connectivity were amino acids and their derivatives, including L-lysine, L-phenylalanine, and the cytokinin zeatin. Additionally, other highly correlated metabolites in the blue module were also associated with amino acid metabolism. For example, the organic acid L-norleucine is a degradation product of lysine (**Figure 4D**). Therefore, it is highly possible that metabolites in amino acid metabolism play a critical role in rice germination.

### The difference in the accumulation of germination-related hub metabolites between CS2022 and HXR450

To further investigate the mechanism underlying the faster germination rate of CS2022, we compared the abundance of these hub metabolites between CS2022 and HXR450 (**Figures 5A, B**, **Supplementary Table 4**). In the green module, there was no significant difference between the two varieties in terms of starch and sucrose metabolites (maltotriose, dextran, xylobiose, D-glycero-L-galacto-octulose). However, germinating seeds of the two varieties exhibited distinct difference in the levels of certain plant hormones. Compared to HXR450, CS2022 germinating seeds contained higher levels of *Cis*-Zeatin-9-N-glucoside, a storage form of cytokinin. At the same time, CS2022 germinated seeds contained slightly higher levels of abscisic acid than HXR450. Additionally, certain lipids and membrane-related metabolites, such as Sphingosine, N-Oleoylethanolamine, 1-Hexadecanol, along with phenylpropanoids and phenolic compounds, such as Aceteugenol, Paeonol, 4-Methoxy-3-geranylgeranyl-1,2-dihydroxybenzene and 4-Hydroxy-3-polyprenylbenzoate exhibited relatively high abundance in CS2022 germinating seeds (**Figure 5A**). These metabolites, respectively implicated in lipid signaling (Berkey et al., 2012; Zhou and Ye, 2022), membrane stability (Teaster et al., 2007), and antioxidant activity (Dixon and Paiva, 1995), may contribute to the enhanced seed vigor of CS2022.

**Figure 5:**
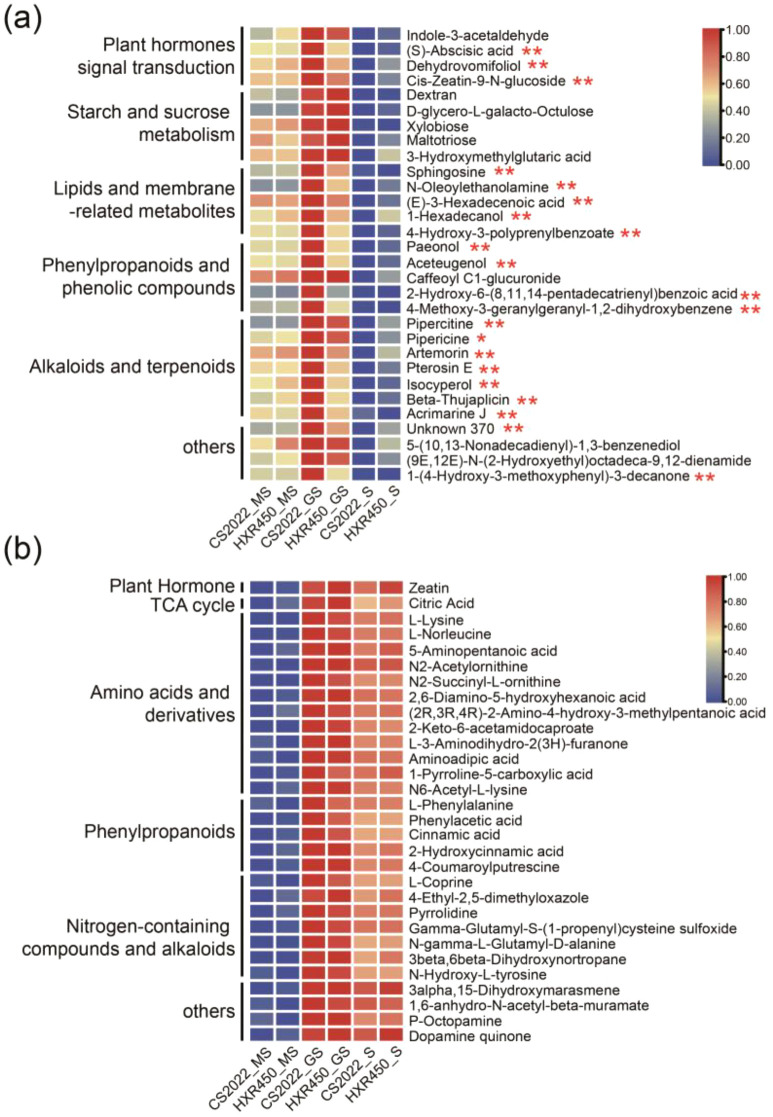
Heatmap of hub metabolites in the green and blue modules of CS2022 and HXR450. **(A, B)** Heatmap of the 30 hub metabolites identified in the green **(A)** and blue **(B)** modules. Metabolites are annotated according to their pathways. Data has been normalized. Student’s t-test was carried out (*P < 0.05, **P < 0.01).

Meanwhile, in the blue module, the 30 filtered metabolites with high connectivity showed significantly higher accumulation in germinating seeds and seedlings compared to in mature seeds (**Figure 5B**). These hub metabolites include zeatin, citric acid, certain amino acids and their derivatives, phenylpropanoid metabolites, and others. The cytokinin zeatin and the TCA cycle both promote germination and growth (Yuan et al., 2008; Sweetlove et al., 2010; Farooq et al., 2021), while phenylpropanoid compounds have been reported to play a crucial role in defense against diseases and pests (Dixon and Paiva, 1995). However, no significant differences were observed between CS2022 and HXR450 (**Figure 5B**, **Supplementary Table 4**), indicating these metabolites are generally needed for germination and preliminary growth.

Simultaneously, we performed differential accumulation analysis and KEGG analysis on metabolites in germinating seeds of CS2022 and HXR450 (**Supplementary Table 5**, **6**). The levels of 303 and 87 metabolites were respectively increased and decreased in the germinating seeds of CS2022 as compared to HXR450 (**Supplementary Figure 2A**). The altered metabolites were primarily enriched in lipid metabolism, amino acid metabolism, and plant hormone signal transduction pathways. Moreover, most of the metabolites were up-regulated (**Supplementary Figure 2B**). These DAM-enriched pathways largely overlap with those enriched by green and blue modules, with significant overlap in the involved metabolites (**Supplementary Figures 2C, D**). Notably, over half of the metabolites in the green module represented DAMs between CS2022 and HXR450 germinating seeds, with the vast majority being enhanced (**Supplementary Figure 2C**).

In summary, CS2022 seeds exhibited higher levels of hormones such as zeatin, lipids like sphingolipids, certain phenylpropanoid compounds, and key amino acids like L-lysine during the germinating process, which might account for its enhanced seed vigor.

### Elevated GA precursors and decreased ABA contribute to rapid germination in CS2022

To validate the physiological mechanisms underlying the superior vigor of CS2022 seeds, we quantified key phytohormones using targeted LC-MS/MS analysis and measured amylase activities (**Figure 6**, **Supplementary Table 7**). This targeted approach revealed distinct profiles for gibberellins (GAs), abscisic acid (ABA), cytokinins, and auxin between the two varieties.

**Figure 6:**
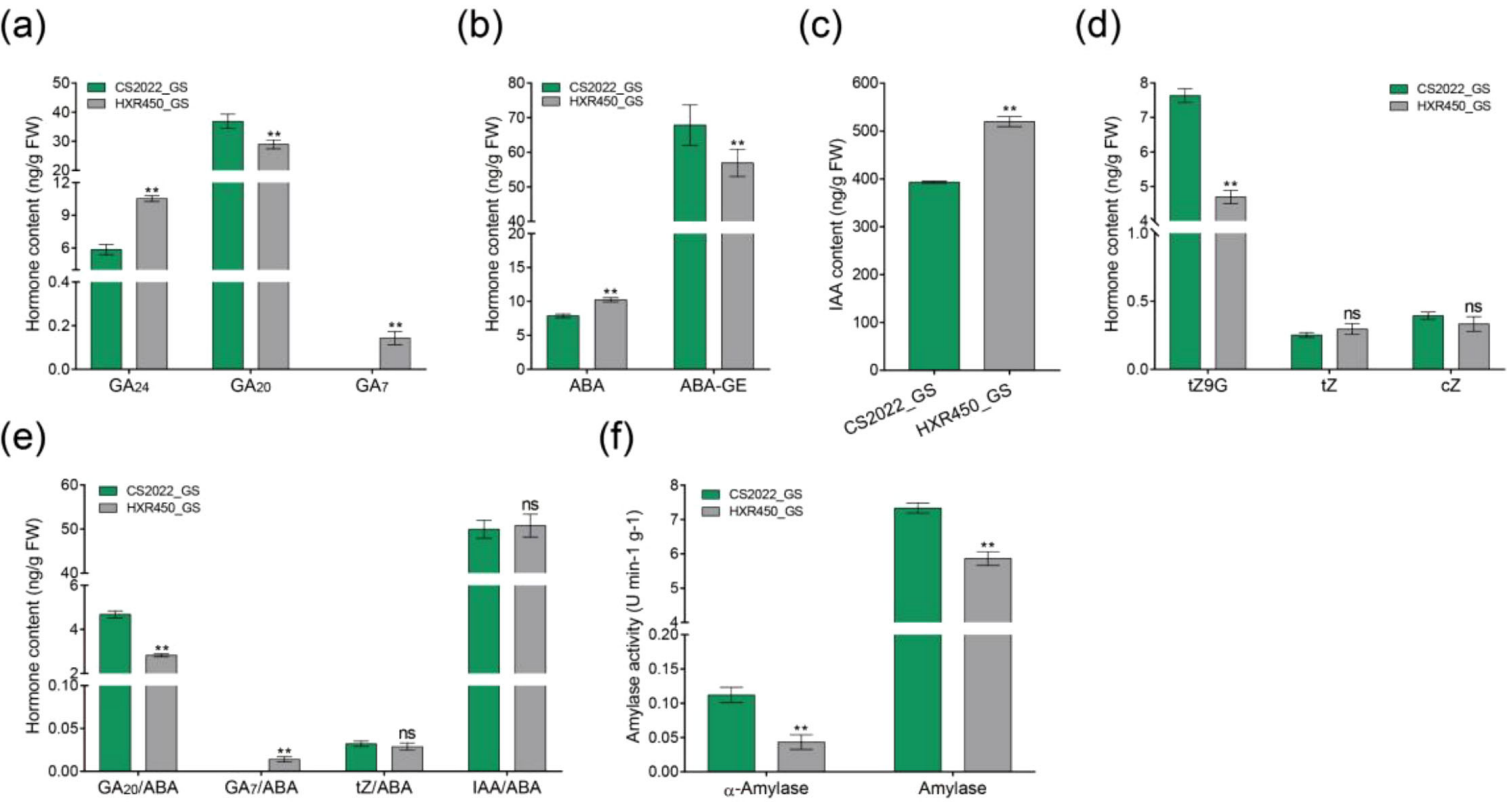
Endogenous hormone levels and amylase activities in CS2022 and HXR450 germinating seeds. **(A)** Gibberellins (GA_24_, GA_20_, and GA_7_) content in CS2022 and HXR450. **(B)** Content of abscisic acid (ABA) and its inactivated conjugate ABA-glucosyl ester (ABA-GE) in CS2022 and HXR450. **(C)** Indole-3-acetic acid (IAA) content in CS2022 and HXR450. **(D)** Content of cytokinin metabolites: *trans*-Zeatin-9-glucoside (tZ9G), *trans*-Zeatin (tZ), and *cis*-Zeatin (cZ) in CS2022 and HXR450. **(E)** Ratios of key hormones (GA_20_/ABA, GA_7_/ABA, tZ/ABA, and IAA/ABA) in CS2022 and HXR450. **(F)** Activities of *α*-amylase and total amylase in CS2022 and HXR450. All data were got through measuring in germinating seeds (GS) of CS2022 and HXR450. Data represent mean ± SD (n = 3). Asterisks indicate significant differences between the two varieties determined by Student’s t-test (** *P* < 0.01; ns, not significant).

Regarding gibberellin metabolism, three primary forms were detected: the bioactive GA_7_, the key precursor GA_20_, and the upstream precursor GA_24_ (Huang et al., 2025). While the content of GA_7_ and GA_24_ was significantly higher in HXR450 germinating seeds, CS2022 exhibited a substantial accumulation of GA_20_ (**Figure 6A**). Crucially, the targeted analysis clarified the ABA profile: CS2022 maintained significantly lower levels of free ABA and higher levels of the inactive conjugate ABA-glucosyl ester (ABA-GE) compared to HXR450 (**Figure 6B**). This resolves the ambiguity from our previous untargeted metabolomics, which could not distinguish between active and inactive forms, previously suggesting slightly higher total ABA pools in CS2022. The balance between GA and ABA is a critical determinant of germination. In CS2022, the GA_20_/ABA ratio was nearly double that of HXR450, although the GA_7_/ABA ratio remained lower (**Figure 6E**). GA_20_ is the immediate precursor of the bioactive GA_1_/GA _3_ (Huang et al., 2025). CS2022 accumulated significantly higher levels of GA_20_, indicating a robust biosynthetic flux ready to drive germination. The HXR450 control variety exhibits a bottleneck at the GA_24_ conversion step, whereas the CS2022 variety efficiently converts it into GA_20_. We propose that the elevated pool of GA_20_, coupled with effective ABA deactivation, facilitates the accelerated germination observed in CS2022. Regarding other hormones, CS2022 displayed lower auxin levels, though the IAA/ABA ratio showed no significant difference (**Figure 6C**). Furthermore, while the active cytokinin *trans*-Zeatin showed no variation, significant differences were observed in its storage form, *trans*-Zeatin-9-glucoside, between the varieties (**Figure 6D**).

Consistently, CS2022 exhibited significantly enhanced *α*-amylase and total amylase activities (**Figure 6F**), indicating a more efficient mobilization of starch reserves to fuel rapid growth.

### Exogenous *trans*-Zeatin and L-Lysine differentially regulate seed germination

Our previous WGCNA analysis identified zeatin and L-lysine as central hub metabolites within the germination-associated blue module (**Figures 4**, **5**), and targeted LC-MS/MS assays confirmed significant variances in cytokinin metabolites (e.g., *trans*-Zeatin-9-glucoside) between the two varieties (**Figure 6D**). To verify the biological functions of these hubs and explore varietal sensitivity, we performed exogenous priming experiments on CS2022 and HXR450 seeds (**Figure 7**). Guided by established roles of cytokinin in dormancy release (Wang et al., 2011; Guan et al., 2014) and amino acid signaling (Galili, 2002; Galili and Amir, 2013; He and Yang, 2013), we applied concentration gradients of *trans*-zeatin (tZ) (0.1–25 mg/L) and L-lysine (2.5-2500 µM).

**Figure 7:**
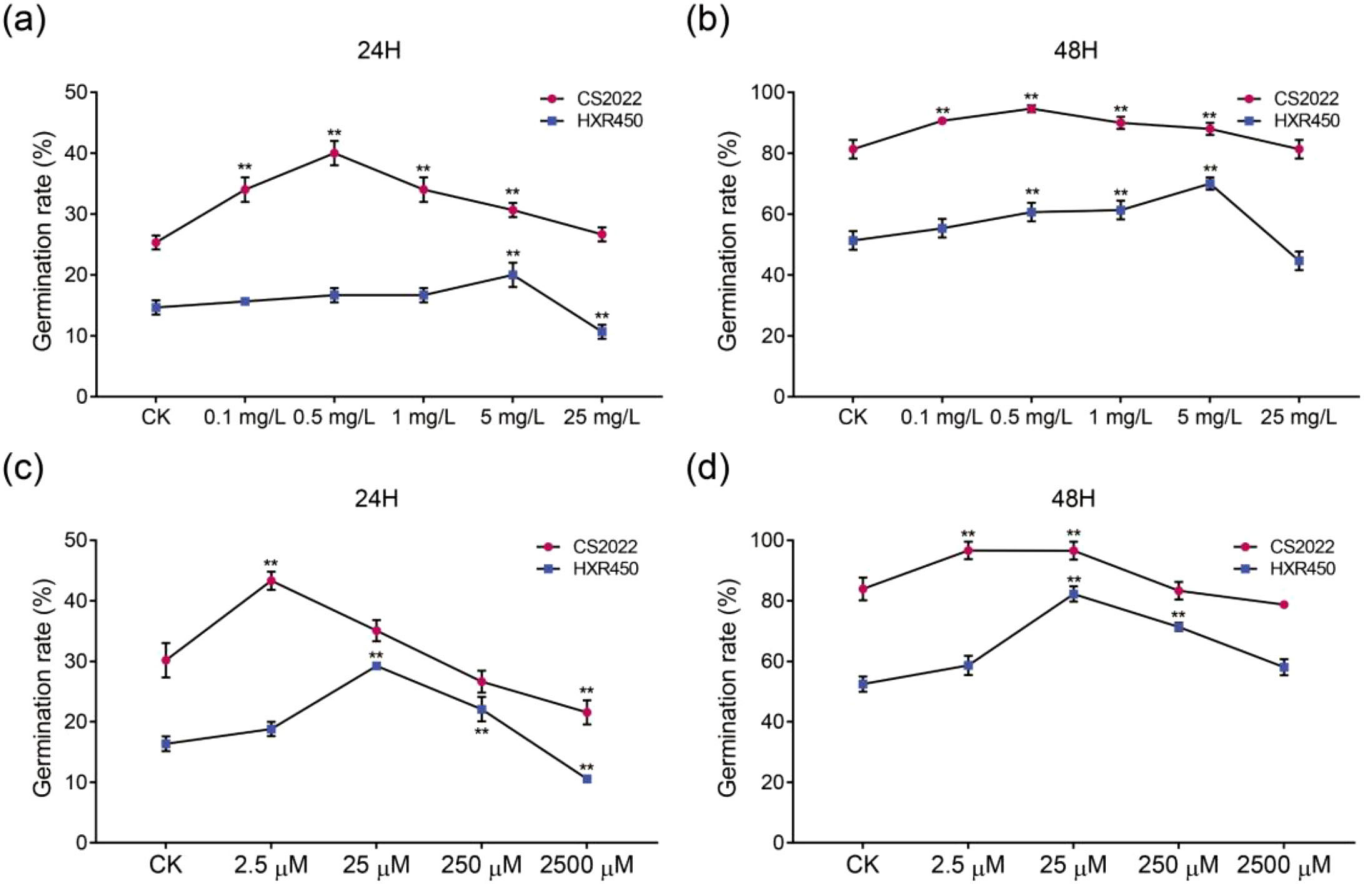
Effects of exogenous *trans*-zeatin and L-lysine treatments on seed germination of CS2022 and HXR450. **(A, B)** Germination rates of CS2022 and HXR450 seeds treated with different concentrations of *trans*-zeatin (0, 0.1, 0.5, 1, 5, and 25 mg/L) at 24 h **(A)** and 48 h **(B)**. **(C, D)** Germination rates of CS2022 and HXR450 seeds treated with different concentrations of L-lysine (0, 2.5, 25, 250, and 2500 µM) at 24 h **(C)** and 48 h **(D)**. Data represent mean ± SD (n = 3). Asterisks indicate significant differences compared to the control (CK) for each variety (** *P* < 0.01).

Exogenous *trans*-zeatin significantly promoted germination in both varieties, yet they displayed distinct sensitivity thresholds (**Figures 7A, B**). The high-vigor variety CS2022 exhibited a hypersensitive response, with germination rates peaking at a concentration of 0.5 mg/L. At this dosage, germination at 24 hours increased from ~25% (Control) to ~40%, reaching ~95% by 48 hours. Notably, higher concentrations (25 mg/L) inhibited germination in CS2022, consistent with a hormetic dose-response. In contrast, the low-vigor variety HXR450 displayed a “hyposensitive” response, requiring a ten-fold higher concentration (5 mg/L) to achieve maximum promotion at both 24h and 48h. These results suggest that CS2022 operates with a lower, more active physiological threshold for cytokinin signaling, whereas HXR450 requires higher exogenous supplementation to overcome internal inhibition, potentially imposed by ABA.

The other identified metabolic hub, L-lysine, exhibited a similar hormetic dose-response: low concentrations promoted germination while high concentrations proved inhibitory (**Figures 7C, D**). In Parallel, the hormone trials, CS2022 was more sensitive, achieving optimal germination promotion at 2.5 µM (rising to ~43% germination at 24h). Conversely, HXR450 required 25 µM L-lysine to reach its peak rate (~30% at 24h). Excessive L-lysine (2500 µM) significantly inhibited germination in both varieties. Collectively, these findings validate that the hub metabolites identified by WGCNA are functionally active regulators of germination, and the superior vigor of CS2022 is intrinsically linked to its higher physiological sensitivity to these metabolic cues.

### Identification of seedling-establishment related metabolic module

The turquoise module, which was related with the seedling stage comprised 671 metabolites, whose abundance is significantly higher during the seedling stage than in mature seeds and germinating seeds (**Figures 3B, E**, **Supplementary Table 2**). KEGG pathway enrichment analysis of metabolites from this module revealed significant enrichment in multiple pathways associated with lipid metabolism, plant hormone signaling, and secondary metabolite biosynthesis (*P* adjust < 0.05) (**Figure 8A**, **Supplementary Table 3**). Specifically, the metabolites were involved in linoleic acid metabolism, alpha-linolenic acid metabolism, cutin, suberine and wax biosynthesis, plant hormone signal transduction, biosynthesis of unsaturated fatty acids, flavone and flavonol biosynthesis, arachidonic acid metabolism and monoterpenoid biosynthesis.

**Figure 8:**
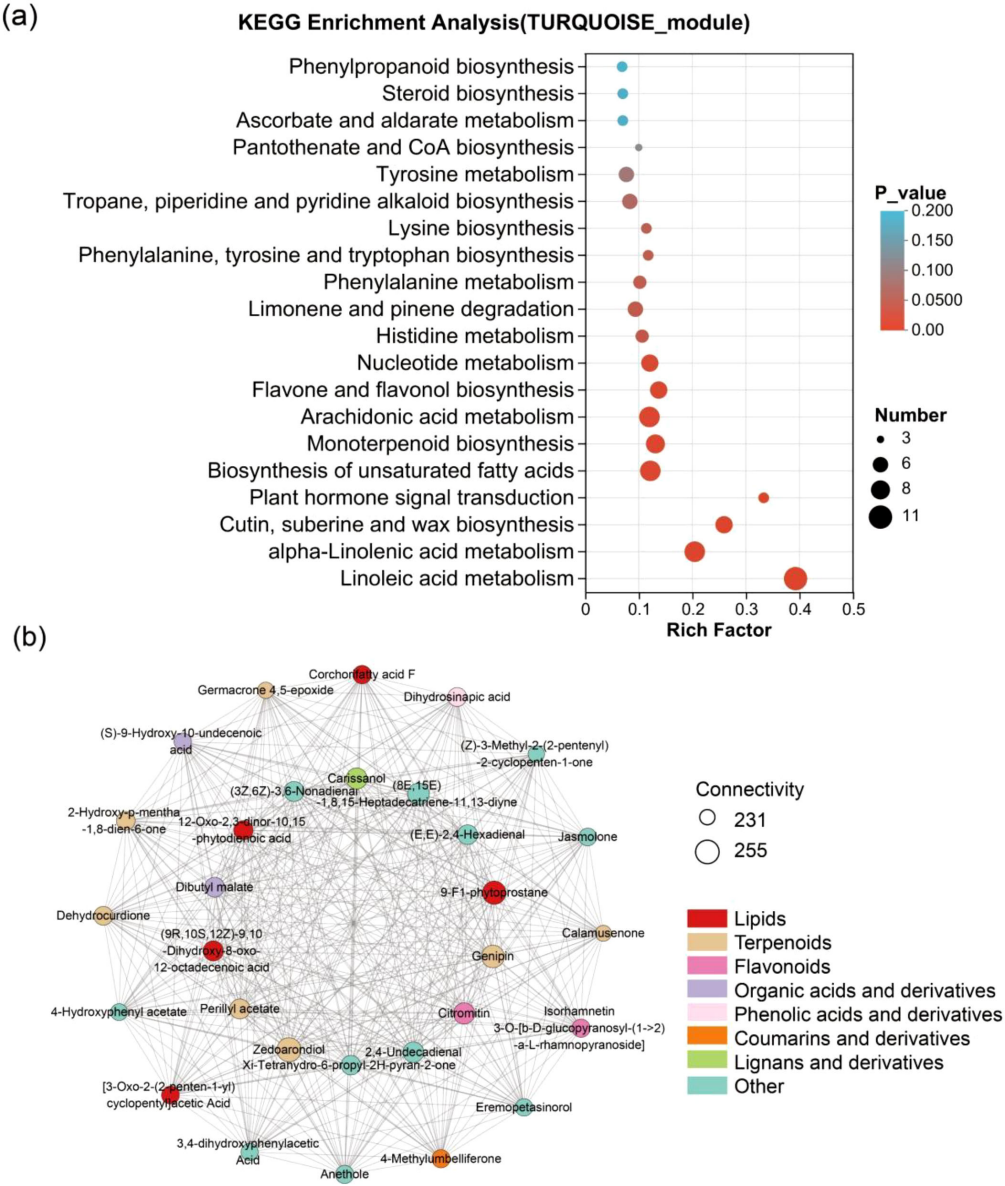
KEGG enrichment analysis and hub metabolites correlation network diagram of the turquoise module. **(A)** The KEGG enrichment analysis of the turquoise module. A larger rich factor indicates a greater degree of enrichment. The size of the dots indicates the number of metabolites in the pathway, and the color of the dots corresponds to different *P* value ranges. **(B)** The correlation network of hub metabolites identified in the turquoise module. Larger nodes indicate greater connectivity of metabolites. Node colors denote different compound categories.

Further analysis of the module’s internal connectivity identified the top 30 hub metabolites, which constitute the probable regulatory core of this network (**Figure 8B**, **Supplementary Table 4**). These hub metabolites included pivotal JA precursors and oxylipins, such as 9-F1-phytoprostane and 12-oxo-2,3-dinor-10,15-phytodienoic acid, which are known to connect lipid peroxidation to defense gene expression (Wasternack and Song, 2017). We also identified a suite of direct antimicrobial compounds, including sesquiterpenes like zedoarondiol and dehydrocurdione (Tholl, 2015), alongside with protective antioxidants such as the flavonoid glycoside isorhamnetin 3-O-[β-D-glucopyranosyl-(1→2)-α-L-rhamnopyranoside] (Falcone Ferreyra et al., 2012). The hub metabolites also included volatile aldehydes like 2,4-undecadienal that may function in plant-environment interactions (Dudareva et al., 2013). Therefore, these metabolites that exhibited high connectivity within the turquoise module, might play a central regulatory role in seedling development; furthermore, considering that these metabolites are involved in defense responses, oxidative stress responses, and plant hormone signal transduction, these pathways may contribute extensively in rice seedling development.

### Integrated metabolome and transcriptome analysis of CS2022 and HXR450 in seedling development following direct seeding

To further investigate the mechanism underlying the difference in seedling vigor between the two varieties, we first compared the accumulation levels of the 30 key metabolites in the turquoise module between CS2022 and HXR450. However, no significant difference was observed (**Supplementary Figure 3**). 

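RNA from 5 DAS seedlings of CS2022 and HXR450, sown at a depth of 2 cm, was analysed in 3 libraries of CS2022 and 2 of HXR450. The paper describes 3 biological repeats, and the remaining HXR450 library was not analysed here. Polyadenylated RNA was selected from total RNA, made into stranded libraries and sequenced on the NovaSeq X Plus platform. The authors compared the clean reads with the IRGSP-1.0 reference genome of rice, and the deposited level of each gene is its FPKM from RSEM, which divides the fragments of a gene by its length and by the total of the library, rounded to 2 decimals. Each gene carries a LOC_Os identifier, whose first digits name its chromosome, and a short description of its protein. Of the 55986 genes listed, 34296 were above 0 in at least 1 library. A level of at least 1 FPKM was reached by 21544, 21417 and 21676 genes in CS2022 replicates 1 to 3 and by 21207 and 21278 genes in HXR450 replicates 1 and 2. The 10 genes of highest mean FPKM over all libraries held between 5.02% and 8.2% of the FPKM of each library. FPKM do not hold the number of fragments: their sums (738664 to 781151 per library) are not depths, and the amount of clean data per sample that the methods of the paper give is not in these values. The 22240 genes with at least 1 FPKM in at least 2 libraries were tested with limma on log2(FPKM + 1). A gene was taken as a DEG at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds the methods give, and every fold change is CS2022 relative to HXR450. With 3 libraries against 2, an exact permutation test of a single gene (two-sided) cannot give a p below 0.10, so the test draws on the spread of all genes. The paper does not say how many plants made up a repeat.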

We then performed transcriptome sequencing on 5 DAS seedlings following direct seeding of both varieties and conducted a multi-omics integrated analysis. 

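CS2022 and HXR450 seedlings lay apart on the first principal component of log2(FPKM + 1) over the genes tested, which held 48.6% of the variance. The CS2022 libraries scored -37.1, -27.8 and -30.6 on it, and the HXR450 libraries 45.2 and 50.3. The second component held 25.4% and did not part the varieties. It set replicate 2 of CS2022 (-39.0) and replicate 2 of HXR450 (-28.3) apart from the other CS2022 libraries (17.3 and 16.9) and from HXR450 replicate 1 (33.1). The spread within each variety on the second component was thus wider than on the first. No test was run on the scores.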

The PCA results showed that PC1 and PC2 explained 41.06% and 23.08% expression variation of the two samples, respectively (**Supplementary Figure 4A**). 

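Libraries of the same variety resembled each other more than libraries of different varieties. Between CS2022 replicates, the squared Pearson correlation of log2(FPKM + 1) over the genes tested was 0.946 for replicates 1 and 3, and 0.925 and 0.921 for replicate 2 with each of these. Between the HXR450 replicates it was 0.921. The 6 pairs of a CS2022 and an HXR450 library gave values from 0.861 to 0.888, all below the lowest pair of the same variety. These correlations are across genes, which are not independent replicates, so no p is given for them.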

Hierarchical clustering heatmaps showed high correlation (R^2^>0.858) between the biological replicates of the two varietal samples (**Supplementary Figure 4B**). This indicated that the data are reliable and can be used for further analysis. 

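In CS2022 seedlings 159 genes were higher and 127 were lower than in HXR450, of 22240 genes tested with limma. The 3 CS2022 libraries lay on one side of both HXR450 libraries for all 286 of these DEGs. Genes selected for such a difference would mostly lie so, while chance alone gives this order for 20% of genes not selected. A description of function is attached to 126 of them, 73 higher and 53 lower, and the others are described only as expressed, hypothetical or transposon-related proteins. Near-absence in one variety was common: 44 of the higher genes had a mean under 0.1 FPKM in HXR450 and a median of 5.89 FPKM in CS2022, while 53 of the lower genes had a mean under 0.1 FPKM in CS2022 and a median of 6.71 FPKM in HXR450. The number of DEGs was 23 without HXR450 replicate 2, 54 without HXR450 replicate 1, 126 without CS2022 replicate 1 and 110 without CS2022 replicate 3. Without either HXR450 replicate, 70 of the 127 lower DEGs were not tested, since genes near 0 in CS2022 then reach 1 FPKM in only 1 library. With the genes of all libraries kept, an alternative chosen after seeing the data, there were 61 DEGs without HXR450 replicate 2 and 75 without HXR450 replicate 1.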

A total of 1077 DEGs were identified (|log_2_(FC)| ≥ 1, FDR < 0.05). Among them, 448 and 629 genes were respectively up-regulated and down-regulated in CS2022 seedlings (**Supplementary Figure 5A**, **Supplementary Table 8**).

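The largest rise on log2(FPKM + 1) among DEGs with a described function was that of LOC_Os01g63890, a G10 protein of a family that takes part in pre-mRNA splicing, at 64.1 ± 8.12 FPKM (SD, n = 3) in CS2022 and 0.21 ± 0.127 FPKM (n = 2) in HXR450 (log2 fold change 5.75, SE 0.17, adjusted p = 9.3e-05 from limma). An O-methyltransferase gene, LOC_Os04g09654, rose by 4.94 on the log2 scale and exceeded it with pseudocounts of 0.1 (8.00 against 7.75) and 0.01 (10.4 against 8.31), so the order rests on the pseudocount. In addition, the neighbouring nmrA-like genes LOC_Os12g16240 and LOC_Os12g16250, which encode NAD(P)-binding proteins, rose by 4.53 and 3.76. LOC_Os09g35030, a dehydration-responsive element-binding protein that activates genes of drought and cold responses, was at 109.8 ± 52.5 FPKM in CS2022 and 15.8 ± 4.91 in HXR450 (log2 fold change 2.65, SE 0.40, adjusted p = 0.0416). The stress-induced protein gene LOC_Os03g56220 rose by 2.45, the short-chain dehydrogenase gene LOC_Os03g18740 by 2.61, and LOC_Os11g40009, a patatin phospholipase that frees fatty acids from lipids, by 2.35.

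Among the lower genes, LOC_Os11g25330, described as a nucleoside-triphosphatase, had a log2 fold change of -4.15 (SE 0.29, adjusted p = 0.00199 from limma), with 0.253 ± 0.179 FPKM (SD, n = 3) in CS2022 and 15.60 and 28.41 FPKM in the HXR450 libraries. The similarly described LOC_Os11g25260 was listed at 0 in all 3 CS2022 libraries and at 27.18 and 49.09 FPKM in HXR450. LOC_Os04g32080, a steroid dehydrogenase homologue, and the F-box gene LOC_Os11g33310, of a family that marks proteins for degradation, were also listed at 0 in CS2022, against 7.13 and 12.14 FPKM and 5.39 and 5.40 FPKM in HXR450. The flavonol sulfotransferase gene LOC_Os08g14180 had a log2 fold change of -3.69, the C2H2 zinc finger gene LOC_Os11g38330 one of -3.49, the leucine-rich repeat gene LOC_Os08g15590 one of -2.84, the short-chain dehydrogenase gene LOC_Os04g02620 one of -2.80, the LYR motif gene LOC_Os08g14070 one of -2.51 and LOC_Os12g18560, an inhibitor of invertase or pectin methylesterase, one of -2.45.

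Of 118 NB-ARC genes, homologues of the intracellular receptors that recognise pathogens, 3 fell and 1 rose (7 lower and 2 higher when adjusted over the list alone). LOC_Os12g17430 was at 3.77 ± 0.663 FPKM in CS2022 and 43.6 ± 14.4 in HXR450 (log2 fold change -3.19, SE 0.24, adjusted p = 0.00291). LOC_Os06g17970 and LOC_Os08g10430 had log2 fold changes of -2.54 and -2.08, and LOC_Os08g10440, next to the latter, one of 1.37. As a group the NB-ARC genes did not pass a test of a shift relative to other genes (camera from limma, downward, adjusted p = 0.148, p = 0.428 with an estimated correlation). They passed it with a filter of 5 FPKM, with quantile normalization and without CS2022 replicate 3. Without CS2022 replicate 2 they were over-represented among the lower genes. The calls of LOC_Os03g56220, LOC_Os03g18740, LOC_Os09g35030, LOC_Os04g02620 and LOC_Os06g17970 ended without either HXR450 replicate, that of LOC_Os11g40009 without HXR450 replicate 2, those of LOC_Os03g18740, LOC_Os09g35030 and LOC_Os08g10430 without CS2022 replicate 3, that of LOC_Os12g18560 without any CS2022 replicate and that of LOC_Os08g10440 whichever library was left out, with highest adjusted p values over the alternatives from 0.0618 for LOC_Os11g40009 to 0.198 for LOC_Os09g35030. Changes of processing with all libraries kept also ended calls: 6 changes that of LOC_Os12g18560, 5 each those of LOC_Os08g10440 and LOC_Os09g35030, 2 each those of LOC_Os08g10430 and LOC_Os08g14070, and 1 each those of LOC_Os03g18740 and LOC_Os11g33310. Genes near 0 in CS2022 were tested without an HXR450 replicate only when the genes of all libraries were kept, an alternative chosen after seeing the data: the calls of LOC_Os08g15590, LOC_Os11g33310, LOC_Os08g14070 and LOC_Os08g10430 then ended without either HXR450 replicate (highest adjusted p = 0.100, 0.0525, 0.151 and 0.124) and that of LOC_Os12g18560 without HXR450 replicate 1 (0.124). With TMM factors computed on the FPKM, which move the median log2 fold change of all genes from 0.08 to -0.01, 130 genes were higher and 169 lower, so the larger direction depends on the scaling.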

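Heat shock and protein-folding genes were over-represented among the genes that rose in CS2022 seedlings. Of 193 such genes, which encode chaperones and the transcription factors that induce them, 6 rose and none fell, against 1.38 risen genes by chance (Fisher's exact test, two-sided, adjusted p = 0.0449 over 50 combinations of list and direction; 13 higher when adjusted over the list alone). As a group they did not pass the test of a shift (camera from limma, upward, adjusted p = 0.365, and p = 0.506 with an estimated correlation). At an unadjusted p under 0.05, 20 of the list were higher and 9 lower (19 and 15 with TMM factors). The median log2 fold change of the list was 0.12, against 0.08 for all genes tested. LOC_Os09g30418, a heat shock protein, was at 272 ± 31.4 FPKM (SD, n = 3) in CS2022 and 88.9 ± 3.80 (n = 2) in HXR450, a log2 fold change of 1.60 (SE 0.17, adjusted p = 0.0126 from limma). The DnaJ co-chaperone gene LOC_Os03g19200 rose by 1.52 on the log2 scale, the heat shock factor genes LOC_Os09g35790 and LOC_Os08g43334 by 1.54 and 1.48, and the small heat shock protein genes LOC_Os06g14240 and LOC_Os01g08860 by 1.54 and 1.48.

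Of 254 genes of antioxidant enzymes, which remove peroxides and other reactive oxygen species, 1 rose and 1 fell, and none passed when adjusted over the list alone, while 30 were higher and 19 lower at an unadjusted p under 0.05 from limma. Both shares were near those of all 22240 genes tested, of which 2368 were higher and 1682 lower. With TMM factors 22 antioxidant genes were higher and 32 lower, with median-of-ratios factors 22 and 31 and with quantile normalization 26 and 27, so the larger direction depends on the scaling. The peroxidase gene LOC_Os02g14440 was at 69.1 ± 8.72 FPKM in CS2022 and 33.5 ± 0.792 in HXR450 (log2 fold change 1.01, adjusted p = 0.0483), and the peroxidase gene LOC_Os01g28030 at 11.0 ± 3.07 and 38.8 ± 4.62 (log2 fold change -1.75, adjusted p = 0.0281). In terpenoid biosynthesis, the terpene synthase gene LOC_Os08g04500 was at 22.8 ± 6.85 FPKM in CS2022 and 2.42 ± 2.33 in HXR450 (log2 fold change 2.95, SE 0.47, adjusted p = 0.0488). Over the alternatives the adjusted p ran from 0.0406 to 0.198 for LOC_Os02g14440, from 0.0180 to 0.189 for LOC_Os01g28030 and from 0.0438 to 0.173 for LOC_Os08g04500, and each call ended without CS2022 replicate 1 or 3 or HXR450 replicate 2. Most alternatives ended the calls of LOC_Os02g14440 and LOC_Os08g04500 (12 of 16 each, TMM factors, median-of-ratios factors and quantile normalization among them), and 5 of 16 that of LOC_Os01g28030. Those of LOC_Os09g35790, LOC_Os08g43334, LOC_Os09g30418 and LOC_Os03g19200 ended under 6, 5, 4 and 3 of 16, mainly when a library was left out. The over-representation of heat shock genes ended without CS2022 replicate 1, without CS2022 replicate 3 and without either HXR450 replicate, with 0 or 1 gene called and an adjusted p of 1. It also ended with replicate number as a block (3 genes, 0.826), pseudocounts of 0.1 (0.0572) and 0.01 (0.112), quantile normalization (0.0573) and no filter (1), and over all alternatives its adjusted p ran from 0.00140 to 1.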

GO enrichment analysis of DEGs between the two varieties revealed that up-regulated DEGs were significantly enriched in biological processes such as stress responses (e.g., responses to heat and oxidative stress), terpenoid biosynthesis, redox enzyme activity, and protein processing in the endoplasmic reticulum (**Supplementary Figures 5B, C**, **Supplementary Table 9**). 

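Enzymes known as 9-cis-epoxycarotenoid dioxygenases cleave carotenoids in the first committed step of ABA synthesis. LOC_Os02g47510, a gene with this description whose role was not tested, rose in CS2022 seedlings. It was at 14.3 ± 2.31 FPKM (SD, n = 3) against 4.18 ± 0.523 (n = 2) in HXR450, a log2 fold change of 1.56 (SE 0.19, adjusted p = 0.0202 from limma). As a group, however, the 14 genes of carotenoid and ABA metabolism fell relative to other genes (camera from limma, adjusted p = 0.0130), with a median log2 fold change of -0.47, and p = 0.206 with an estimated correlation. Only LOC_Os02g47510 was past the threshold (1 higher and 1 lower when adjusted over the list alone). At an unadjusted p under 0.05, 7 were lower (3 without CS2022 replicate 1, 4 without CS2022 replicate 2 and 8 with TMM factors). Among these 7, the carotenoid cleavage dioxygenase LOC_Os12g44310 had a log2 fold change of -0.71 (adjusted p = 0.0859), the lycopene beta cyclase LOC_Os02g09750 one of -0.56 and a second 9-cis-epoxycarotenoid dioxygenase, LOC_Os03g44380, one of -1.57 (adjusted p = 0.187).

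Of 4 genes of diterpenoid phytoalexins, a class of defence compounds, none was a DEG by limma and 1 was higher when adjusted over the list alone, the same gene that reached an unadjusted p under 0.05. This was LOC_Os04g09900, described as an ent-kaurene synthase, at 6.29 ± 1.39 FPKM in CS2022 and 1.28 ± 1.47 in HXR450 (log2 fold change 1.83, SE 0.42, adjusted p = 0.104). Among 92 genes of pathogenesis-related proteins, which include chitinases and glucanases that attack fungal walls, none passed limma's threshold, over all genes or adjusted over the list alone, while 21 were higher and 2 lower at an unadjusted p under 0.05. Leaving out CS2022 replicate 3 or HXR450 replicate 1 gave 1 higher DEG. The glucanase gene LOC_Os01g53750 had 19.8 ± 0.146 FPKM in CS2022 and 12.0 ± 0.530 in HXR450 (log2 fold change 0.67, adjusted p = 0.0769). The group had a camera adjusted p of 0.0554, upward, and p = 0.335 with an estimated correlation. Its adjusted p was 0.00193 without CS2022 replicate 3 and 0.0118 without HXR450 replicate 1, and ran from 0.00193 to 0.370 over the alternatives.

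The 94 genes of WRKY transcription factors and MAP kinases, which relay stress and pathogen signals, held no DEG by limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 2 were higher and 8 lower, among them WRKY4 (LOC_Os03g55164, log2 fold change -0.69, adjusted p = 0.0970). This balance rests on single libraries, with 7 higher and 7 lower without CS2022 replicate 2 and 4 higher and 2 lower without HXR450 replicate 1. Of 19 genes of JA biosynthesis, which covers the lipoxygenases of linoleic and α-linolenic acid metabolism, 1 rose and none fell (2 higher when adjusted over the list alone). The median log2 fold change of the 19 was -0.18, but 0.19 without HXR450 replicate 1 and -0.37 without HXR450 replicate 2. Another lipoxygenase gene of this group, LOC_Os03g52860, was at 1.05 ± 0.690 FPKM in CS2022 and 2.43 ± 0.679 in HXR450 (adjusted p = 0.274). The camera call of the carotenoid group ended without HXR450 replicate 2 (adjusted p = 0.0512), within a range of 0.00302 to 0.0512 over the alternatives. The call of LOC_Os02g47510 ended without CS2022 replicate 1 or 3 and without either HXR450 replicate, as it did with no filter (adjusted p = 0.0614) and with the block (0.0653), and its adjusted p ran from 0.0173 to 0.143 over the alternatives.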

KEGG pathway analysis indicated that the up-regulated DEGs were enriched in pathways including diterpene biosynthesis, carotenoid biosynthesis, plant-pathogen interactions, MAPK signaling, plant hormone signaling transduction, linoleic acid metabolism and α-linolenic acid metabolism (**Figure 9A**, **Supplementary Table 10**). These pathways overlapped well with those enriched in metabolites within the turquoise module (**Figure 8A**). 

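Genes of the phenylpropanoid pathway, which supplies lignin, fell as a group in CS2022 seedlings relative to other genes (58 genes, median log2 fold change -0.16, camera from limma, adjusted p = 0.0160; p = 0.0848 with an estimated correlation). The CS2022 libraries did not agree: the median level of the group, centred per gene, was -0.236 and -0.088 in replicates 1 and 3 but 0.087 in replicate 2. CS2022 replicate 2 was thus above HXR450 replicate 1 (-0.059), while HXR450 replicate 2 was at 0.114. Of the 58 genes, 1 was a DEG and 4 were lower when adjusted over the list alone. All 4 encode laccases, the oxidases that polymerise lignin precursors. LOC_Os01g62490 was at 9.36 ± 0.155 FPKM (SD, n = 3) in CS2022 and 19.9 ± 1.92 (n = 2) in HXR450, a log2 fold change of -1.01 (SE 0.14, adjusted p = 0.0361), and LOC_Os05g38420, LOC_Os05g38410 and LOC_Os11g42220 had log2 fold changes of -1.06, -1.31 and -1.18 with adjusted p values of 0.0575, 0.0616 and 0.0711.

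The 156 cell wall genes also fell as a group (median log2 fold change -0.07, camera adjusted p = 0.0186; p = 0.383 with an estimated correlation), with 16 higher and 27 lower at an unadjusted p under 0.05, but 17 and 14 without HXR450 replicate 2 and 16 and 16 without CS2022 replicate 3. Here too CS2022 replicate 2 (0.068) was above HXR450 replicate 1 (-0.020). The only DEG among them rose (2 higher when adjusted over the list alone): LOC_Os03g14140, a pollen Ole e I and extensin family protein, with a log2 fold change of 1.47 (adjusted p = 0.0292). Its neighbour LOC_Os03g14130 was at 56.6 ± 11.9 FPKM in CS2022 and 6.17 ± 5.95 in HXR450 (adjusted p = 0.0514, called with array weights and without HXR450 replicate 2, from 0.0229 to 0.143 over the alternatives), and the COBRA gene LOC_Os10g35460, of a family that orients cellulose, at 30.1 ± 6.07 and 79.0 ± 25.1 (adjusted p = 0.0690).

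Of 263 genes listed as cytosolic ribosomal proteins none was a DEG by limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 8 were higher and 24 lower (4 and 24 with TMM factors). The share of lower genes was near that of all 22240 genes tested, of which 2368 were higher and 1682 lower. Among the 126 of the list described as 40S or 60S, 1 was higher and 1 lower, against 7 and 23 of the other 137, a split chosen after the values were seen. The median log2 fold change of the list was 0.14. It was 0.33 without HXR450 replicate 2 and -0.04 without HXR450 replicate 1. LOC_Os03g54040, described as ribosomal protein L6, was at 65.6 ± 12.0 FPKM in CS2022 and 147 ± 19.0 in HXR450 (log2 fold change -1.16, adjusted p = 0.0598, called with TMM and median-of-ratios factors, from 0.0443 to 0.230 over the alternatives). Of 39 genes of plastid and other organelle ribosomes none was a DEG (0 higher and 1 lower when adjusted over the list alone). At an unadjusted p under 0.05, 5 were higher and 10 lower (2 and 10 with TMM or median-of-ratios factors, 4 and 10 without CS2022 replicate 1). The median log2 fold change of this group was 0.14 (-0.055 without HXR450 replicate 2 and -0.031 without HXR450 replicate 1). Its mean was -0.12 and its camera test pointed downward (adjusted p = 0.148). The plastid ribosomal gene LOC_Os11g34940 had 189.7 ± 29.1 FPKM in CS2022 and 386 ± 56.8 in HXR450 (adjusted p = 0.0773).

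Among 59 flavonoid genes 1 rose and none fell (2 higher when adjusted over the list alone), with 10 higher and 9 lower at an unadjusted p under 0.05 (8 and 14 with TMM factors). LOC_Os06g18790, an anthocyanidin glucosyltransferase that adds sugar to the pigment, was at 12.9 ± 5.07 FPKM in CS2022 and 0.29 ± 0.410 in HXR450 (log2 fold change 3.41, adjusted p = 0.00958), and the leucoanthocyanidin dioxygenase gene LOC_Os02g17940 had a log2 fold change of -0.87 (adjusted p = 0.104). Among 52 genes of cutin, suberin and wax 1 rose and none fell (1 higher and 1 lower when adjusted over the list alone), with 7 higher and 7 lower at an unadjusted p under 0.05. Of the 3 genes that Figure 9D assigns to this pathway, which this list does not hold and which the study chose on these samples, 2 fell: LOC_Os04g28520 and LOC_Os10g34480. LOC_Os04g02640, a 3-ketoacyl-CoA synthase that lengthens fatty acids for wax, was at 6.21 ± 0.853 FPKM in CS2022 and 0.51 ± 0.438 in HXR450 (adjusted p = 0.0128), and the wax gene LOC_Os09g25850 (WAX2) at 40.8 ± 10.2 and 95.8 ± 9.77 (adjusted p = 0.0621, called as lower with TMM factors, with array weights and without CS2022 replicate 2, from 0.0379 to 0.235 over the alternatives). The camera call of the phenylpropanoid group ended without CS2022 replicate 1 (adjusted p = 0.0618) or HXR450 replicate 1 (0.0559), that of the cell wall group without CS2022 replicate 1 (0.0500), CS2022 replicate 3 (0.111) or HXR450 replicate 2 (0.0512), and without HXR450 replicate 1 the lower genes held 6 cell wall genes (Fisher's exact test, adjusted p = 4.3e-08). With replicate number as a block the adjusted p of both groups was 0.0721, which also ended both calls. Leaving out either HXR450 replicate ended the calls of LOC_Os01g62490, LOC_Os03g14140, LOC_Os06g18790 and LOC_Os04g02640, as did leaving out any CS2022 replicate for LOC_Os01g62490 and LOC_Os03g14140 and CS2022 replicate 3 for LOC_Os04g02640, with highest adjusted p values over the alternatives of 0.161, 0.146, 0.103 and 0.0745. No filter also ended these 4 calls, the block those of LOC_Os01g62490 and LOC_Os03g14140, and a pseudocount of 0.01 the other 2.

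**Figure D1:**
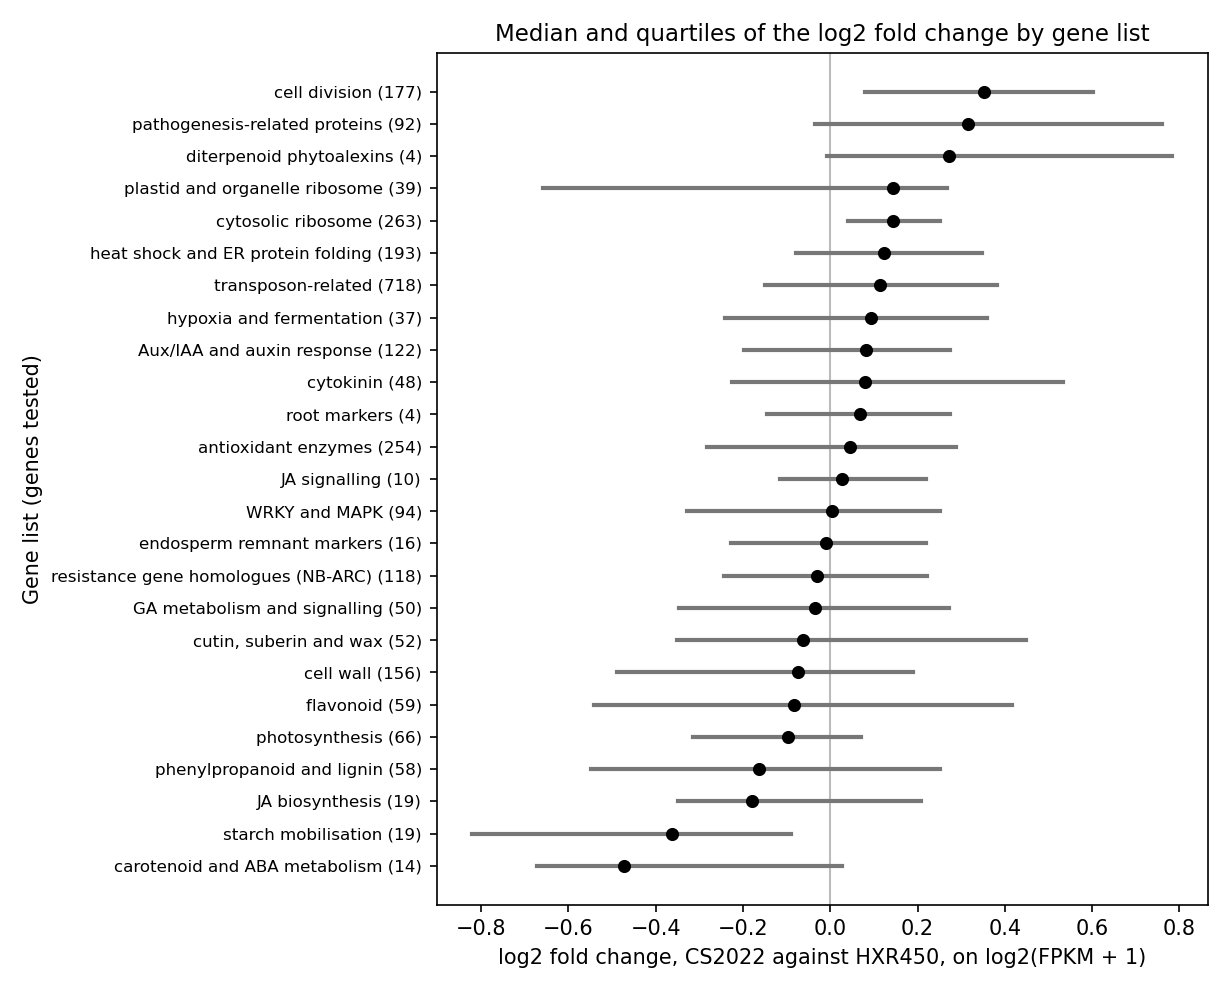
Median (dot) and quartiles (line) of the log2 fold change, CS2022 relative to HXR450, of the tested genes of 25 lists, with the number of genes of each. The phenylpropanoid list has a median of -0.16 and the cell wall list one of -0.07, and the medians of the JA signalling, Aux/IAA, antioxidant, cytokinin, WRKY and MAPK, and root lists change sign under another scaling of the libraries.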

Meanwhile, down-regulated DEGs were significantly enriched in pathways including cell wall organization, ribosome function, phenylpropanoid biosynthesis, flavonoid and flavanol biosynthesis, as well as cutin, suberine, and wax biosynthesis (**Figure 9B**). Notably, the flavonoid and flavanol biosynthesis pathways, along with the cutin, suberine, and wax biosynthesis pathways, were also enriched in the metabolome turquoise module (**Figure 8A**).Therefore, the multi-omics integrated analysis indicated that although the hub metabolites levels are similar between the two cultivars, CS2022 may keep its superior seedling vigor by modulating gene expression in related pathways, thus to optimize resource allocation while maintaining metabolite homeostasis in these pathways.

**Figure 9:**
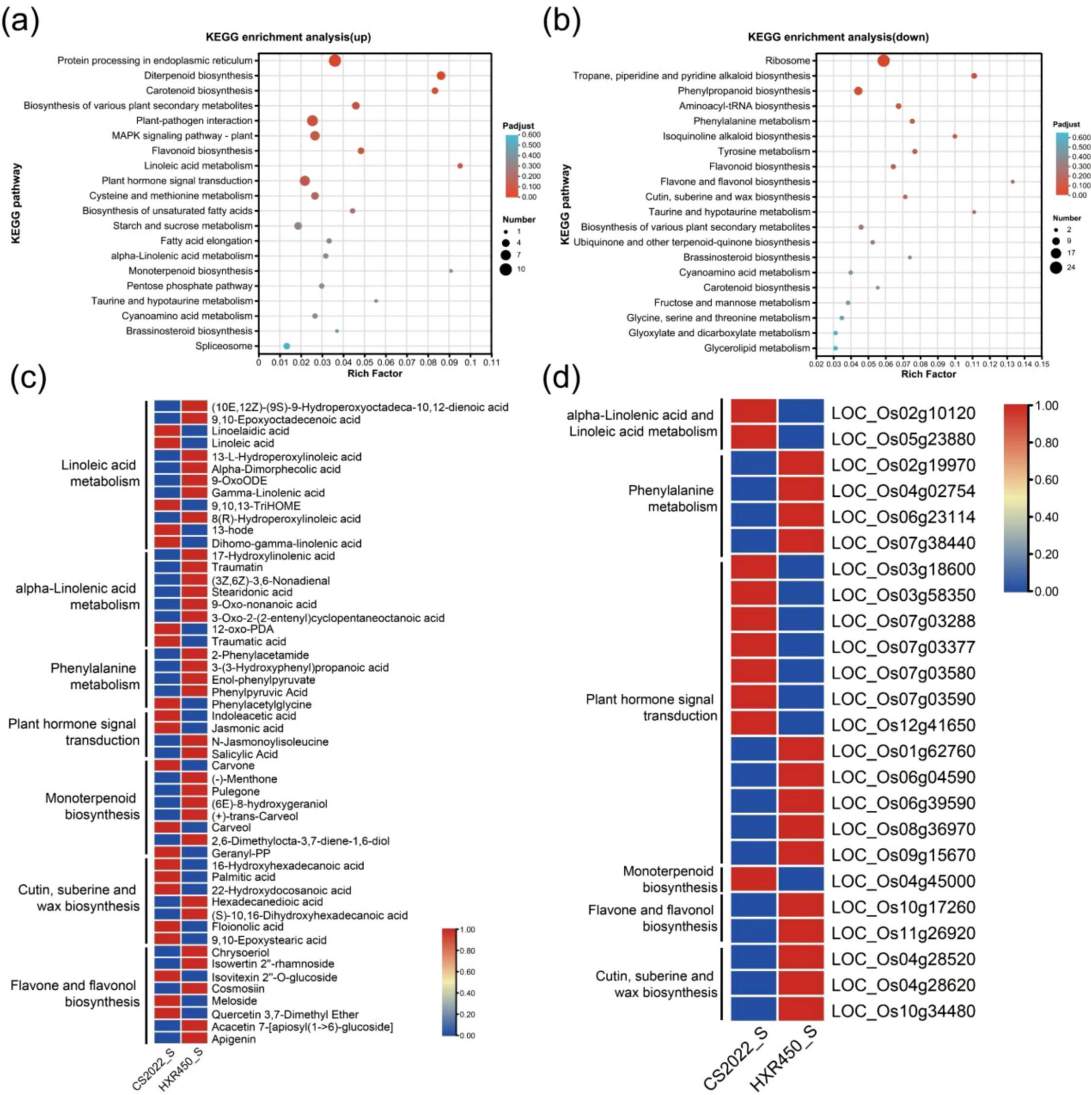
Identification of differentially regulated pathways between CS2022 and HXR450 seedlings by transcriptome-metabolome integrated analysis. **(A, B)** The KEGG enrichment analysis of up-regulated DEGs **(A)** and down-regulated DEGs **(B)**. **(C, D)** Metabolite abundance **(C)** and gene expression **(D)** in pathways enriched by both turquoise module and DEGs. The left column displays the pathway names. Data has been normalized. Red color indicates higher abundance, while blue indicates relatively lower abundance.

### Potential mechanism underlying difference in seedling vigor between CS2022 and HXR450

The above analysis makes it clear that plant hormone signaling, linoleic acid metabolism, α-linolenic acid metabolism, phenylalanine metabolism, monoterpenoid metabolism, flavonoid and flavanol biosynthesis, cuticle, suberin, and wax biosynthesis were significantly enriched in both the turquoise module and DEGs (**Figures 8A**, **9A, B**). 

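The 24 genes that Figure 9D and the text name in these pathways all differed between CS2022 and HXR450 in the direction the paper gives, 10 higher and 14 lower. The study chose them on these samples, so they are not independent evidence of direction. At the thresholds used over all genes, 5 were DEGs, 17 passed when adjusted over the list alone and 22 had an unadjusted p under 0.05 from limma. LOC_Os07g03288 and LOC_Os07g03377, which share all their values, are counted as 2 in these numbers. Both varieties were apart without overlap for 22 of them. Genes chosen for a difference on these samples would mostly lie so, while chance gives this order for 20% of genes not chosen.

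LOC_Os04g28520, a male sterility protein of the kind that reduces fatty acyl chains to alcohols for cutin and wax, was at 23.1 ± 7.96 FPKM (SD, n = 3) in CS2022 and 85.9 ± 1.61 (n = 2) in HXR450, a log2 fold change of -1.90 (SE 0.28, adjusted p = 0.0396). In the same pathway, the cytochrome P450 gene LOC_Os10g34480 was at 14.3 ± 2.17 and 33.2 ± 0.502 FPKM (log2 fold change -1.17, SE 0.17, adjusted p = 0.0393), and LOC_Os04g28620, also a male sterility protein, had a log2 fold change of -0.86 (adjusted p = 0.191). The short-chain dehydrogenase gene LOC_Os04g45000 of monoterpenoid biosynthesis was at 35.4 ± 4.38 and 15.4 ± 2.39 FPKM (log2 fold change 1.15, SE 0.18, adjusted p = 0.0444). None of the 4 genes of phenylalanine metabolism was a DEG by limma, with log2 fold changes from -1.34 to -0.76, 3 past the threshold when adjusted over the list alone and all 4 at an unadjusted p under 0.05. They include the copper amine oxidase LOC_Os06g23114 (log2 fold change -1.18, adjusted p = 0.105), the amidase LOC_Os04g02754 (adjusted p = 0.174) and the aminotransferase LOC_Os02g19970 (adjusted p = 0.209). Of the 2 genes of flavone and flavonol biosynthesis none was a DEG, 1 passed when adjusted over the list alone and 1 had an unadjusted p under 0.05, the cytochrome P450 LOC_Os10g17260 (log2 fold change -1.24, adjusted p = 0.108). No more than 2 of the 24 were called when any 1 library was left out, and those calls, of LOC_Os04g28520 and of a lipoxygenase, were made without CS2022 replicate 2. Over the alternatives the adjusted p ran up to 0.196 for LOC_Os04g28520, 0.190 for LOC_Os10g34480 and 0.197 for LOC_Os04g45000. The call of LOC_Os04g45000 ended under 13 of 16 alternatives, with TMM factors (adjusted p = 0.0589), median-of-ratios factors (0.0592), quantile normalization (0.0533) and the block (0.0578) among them, and those of LOC_Os04g28520 and LOC_Os10g34480 under 7 each.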

We further specified the metabolites (**Figure 9C**) and genes (**Figure 9D**) enriched in these pathways, it was revealed that most of these pathways are associated with hormone synthesis and signaling transduction. For example, linoleic acid and α-linolenic acid metabolism are key sources of JA synthesis, and phenylalanine metabolism is linked to auxin synthesis. Given the central role of phytohormonal regulation, we therefore prioritized an integrated mapping of these metabolites and genes onto the hormone biosynthesis and signaling pathways (**Supplementary Figure 6**). 

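OsLOX1 (LOC_Os02g10120), a lipoxygenase that oxidises linoleic and α-linolenic acids, was higher in CS2022 seedlings, at 83.1 ± 12.3 FPKM (SD, n = 3) against 32.6 ± 1.41 (n = 2) in HXR450. This is a log2 fold change of 1.32 (SE 0.17, adjusted p = 0.0248 from limma). OsLOX7 (LOC_Os05g23880), a lipoxygenase as well, was at 26.8 ± 4.08 FPKM in CS2022 and 12.5 ± 2.02 in HXR450, a log2 fold change of 1.04 (SE 0.19, adjusted p = 0.0619). Each CS2022 library was above both HXR450 libraries for both genes. When adjusted over the list alone of 24 genes that the study chose on these samples, and which are therefore not independent evidence, both passed. The call of OsLOX1 (LOC_Os02g10120) ended without CS2022 replicate 1 or 3, without either HXR450 replicate, with no filter (adjusted p = 0.0539) and with replicate number as a block (0.0557), and its adjusted p ran from 0.0259 to 0.172 over the alternatives.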

In the JA related pathway, biosynthesis was enhanced, as evidenced by the up-regulation of two lipoxygenase genes *OsLOX7* (*LOC_Os05g23880*) and *OsLOX1* (*LOC_Os02g10120*) (**Figure 9D**), and by elevated levels of the intermediate 12-oxo-PDA and JA (**Figure 9C**). However, there was a marked decrease in N-Jasmonoylisoleucine (JA-Ile), the bioactive form of JA (**Figure 9C**). To assess whether reduced JA-Ile in CS2022 reflects suppressed signaling, we examined the expression of key JA pathway genes, including *OsCOI1a*, *OsCOI1b*, *OsJAZ1*, *OsMYC2*, and primary JA-Ile synthase *OsJAR1*. 

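None of the 10 genes of JA signalling tested was a DEG by limma, over all genes or adjusted over the list alone, and none had an unadjusted p under 0.05. They were found by their descriptions as coronatine-insensitive receptors of JA-Ile or as ZIM proteins, a family that includes the JAZ repressors removed through these receptors. The coronatine-insensitive gene LOC_Os02g52230 was at 36.0 ± 1.94 FPKM (SD, n = 3) in CS2022 and 30.5 ± 5.57 (n = 2) in HXR450, a log2 fold change of 0.24 (SE 0.16, adjusted p = 0.479). Among the ZIM genes, LOC_Os03g08330 was at 462 ± 39.5 and 345 ± 121 FPKM (log2 fold change 0.46, adjusted p = 0.398), and LOC_Os08g33160 at 42.0 ± 18.6 and 56.3 ± 15.7 (adjusted p = 0.533). The descriptions pair none of the names OsCOI1a, OsCOI1b, OsJAZ1, OsMYC2 and OsJAR1 with an identifier, so the receptor and repressor genes are given by identifier alone. With 2 HXR450 libraries these values do not show that the levels were equal.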

No significant differential expression was detected for any of these genes (**Supplementary Table 8**). This indicates that the JA signaling machinery remains transcriptionally intact, and the reduced JA-Ile level is unlikely attributable to suppressed expression of its biosynthetic components. 

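OsIAA14 (LOC_Os03g58350), an Aux/IAA repressor of auxin response, was at 52.5 ± 14.6 FPKM (SD, n = 3) in CS2022 seedlings and 25.8 ± 0.544 (n = 2) in HXR450, a log2 fold change of 0.96 (SE 0.26, adjusted p = 0.133 from limma). OsIAA23 (LOC_Os06g39590), of the same family, was at 7.44 ± 0.699 FPKM in CS2022 and 13.0 ± 3.12 in HXR450, a log2 fold change of -0.72 (SE 0.19, adjusted p = 0.133). Each CS2022 library was above both HXR450 libraries for OsIAA14 and below both for OsIAA23. Of 122 genes of Aux/IAA proteins and other auxin responses none was a DEG by limma, over all genes or adjusted over the list alone, while 12 were higher and 12 lower at an unadjusted p under 0.05. The split was less even with other scalings, with 5 higher and 15 lower with TMM factors, 5 and 14 with median-of-ratios factors and 6 and 13 with quantile normalization. On unscaled FPKM it was 7 and 8 without CS2022 replicate 1, 11 and 15 without CS2022 replicate 2, and 8 and 9 without CS2022 replicate 3. OsIAA12 (LOC_Os03g43410) was at 15.6 ± 1.54 FPKM in CS2022 and 30.0 ± 0.247 in HXR450 (log2 fold change -0.91, adjusted p = 0.0504). The SAUR genes OsSAUR55 (LOC_Os09g37500) and OsSAUR54 (LOC_Os09g37490), of a family that promotes cell expansion, had log2 fold changes of -1.19 and -1.55 (adjusted p = 0.0644 and 0.0830). TMM factors called OsIAA12 and OsSAUR55 as lower DEGs (adjusted p = 0.0364 and 0.0464, up to 0.197 and 0.234 over the alternatives), and median-of-ratios factors OsSAUR55 (0.0488).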

Concurrently, auxin signaling was activated, characterized by increased auxin abundance and diffe3zrential regulation of Aux/IAA genes, for example, *OsIAA23* (*LOC_Os06g39590*) was down-regulated, while *OsIAA14* (*LOC_Os03g58350*) was up-regulated (**Figure 9D**). 

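The 4 PR genes, which encode SCP-like secreted proteins of the PR1 kind, had higher mean levels in CS2022 than in HXR450 seedlings, and none was a DEG by limma. LOC_Os07g03288 was at 4.43, 11.87 and 3.13 FPKM in CS2022 replicates 1 to 3 and at 0.40 and 0.24 FPKM in HXR450 (log2 fold change 2.33, SE 0.48, adjusted p = 0.0805). LOC_Os07g03377 has the same value in every library, so both count as 1 measurement. LOC_Os07g03580 was at 2.80, 7.26 and 0.58 FPKM in CS2022 and at 0.17 and 0 FPKM in HXR450 (log2 fold change 1.76, SE 0.65, adjusted p = 0.229). LOC_Os07g03590 was at 1.28, 3.81 and 0.18 FPKM in CS2022 and at 0.22 and 0 FPKM in HXR450, with overlap between the varieties (log2 fold change 1.09, SE 0.57, adjusted p = 0.369). Near 0 these fold changes are set by the pseudocount: with 0.1 and 0.01 in place of 1 they were 3.76 and 4.10 for LOC_Os07g03288, 3.89 and 5.76 for LOC_Os07g03580, and 2.68 and 4.35 for LOC_Os07g03590. In all 4 genes the highest level was that of CS2022 replicate 2 and the lowest of CS2022 that of replicate 3. At an unadjusted p under 0.05 there were 3 of the 4 genes, that is 2 of 3 distinct measurements, and the same genes were past the threshold when adjusted over the list alone of genes the study chose on these samples, which is not independent evidence. Another gene of the kind in the same cluster, LOC_Os07g03600, was at 3.24 ± 1.06 FPKM (SD, n = 3) in CS2022 and 0.545 ± 0.332 (n = 2) in HXR450 (adjusted p = 0.0769).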

Despite the decreased content of SA, downstream defense was primed as evidenced by the concerted up-regulation of four pathogenesis-related (PR) genes (*LOC_Os07g03288*, *LOC_Os07g03580*, *LOC_Os07g03377*, *LOC_Os07g03590*). 

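The sequenced levels of the 8 genes chosen for qRT-PCR, the lipoxygenase, Aux/IAA and PR genes, were on average higher in CS2022 for 7 and lower for 1, OsIAA23. For 7 of them the CS2022 libraries lay on one side of both HXR450 libraries, as genes chosen for a difference mostly would. Chance gives such an order for 20% of genes not chosen. Only 1 of the 8 was a DEG by limma, the lipoxygenase gene OsLOX1, and 5 passed when adjusted over the list alone of genes the study chose on these samples, while 7 had an unadjusted p under 0.05. These counts take LOC_Os07g03288 and LOC_Os07g03377 as 2 genes, although their values are the same. Relative to the mean, the spread between CS2022 replicates was widest for the PR genes, as the plot of FPKM by library shows on its log axis.

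**Figure D2:**
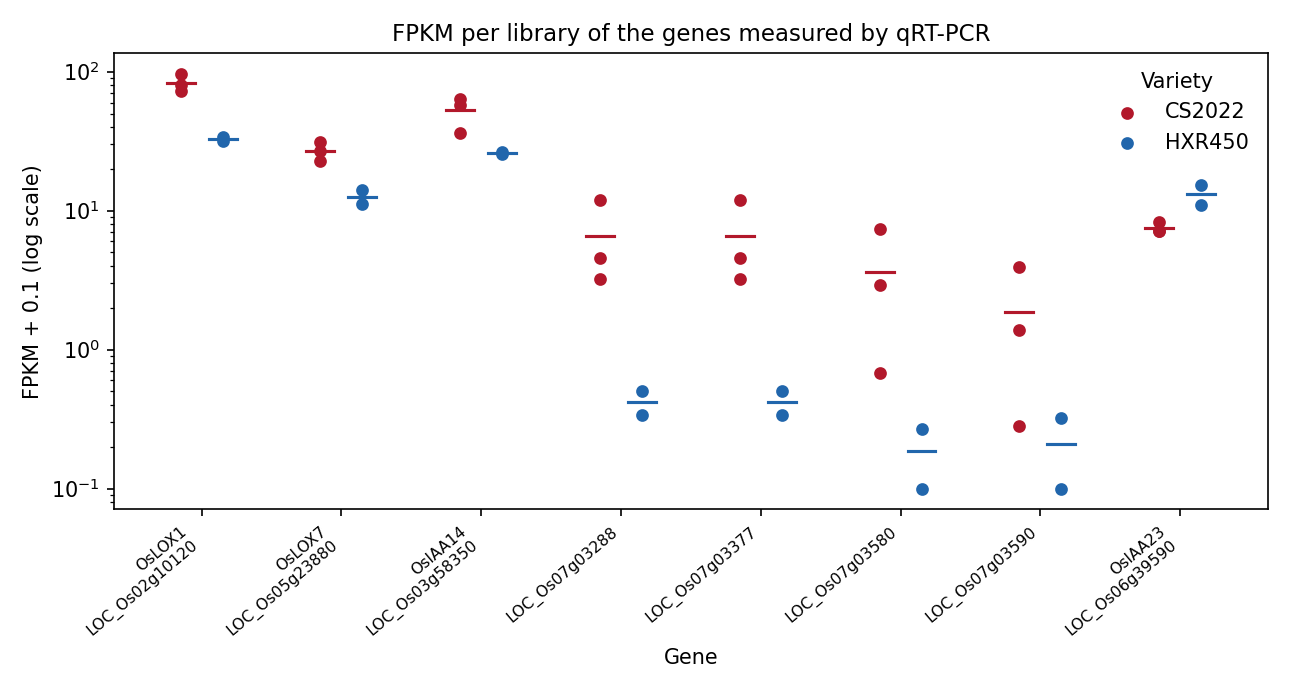
FPKM of 8 genes in each library (dots; 3 CS2022 and 2 HXR450) with the mean of each variety (bars), on a log axis with 0.1 added to each value. The CS2022 dots lie above the HXR450 dots for the lipoxygenases, OsIAA14 and 3 of the 4 PR genes, below them for OsIAA23, and overlap with them for LOC_Os07g03590.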

We validated the expression levels of these eight genes via qRT-PCR, and the results showed consistency with the trends observed in the transcriptome (**Supplementary Figure 7**). This hormonal configuration demonstrates an optimized balance between growth and defense, promoting rapid seedling establishment in CS2022.

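Genes of other growth hormones were measured in the same seedlings. Of 50 genes of GA metabolism and signalling, 1 fell and none rose (1 higher and 1 lower when adjusted over the list alone), with 7 higher and 6 lower at an unadjusted p under 0.05 (7 and 10 without HXR450 replicate 1). LOC_Os02g41954, a gibberellin 2-beta-dioxygenase of the class that inactivates GA, was at 7.19 ± 2.78 FPKM (SD, n = 3) in CS2022 and 32.2 ± 10.8 (n = 2) in HXR450, a log2 fold change of -2.03 (SE 0.32, adjusted p = 0.0480 from limma). The gibberellin receptor gene LOC_Os09g28650 had a log2 fold change of 1.15 (adjusted p = 0.0702). Of 48 cytokinin genes, 1 rose and none fell (1 higher when adjusted over the list alone), with 10 higher and 3 lower at an unadjusted p under 0.05 (7 and 7 without HXR450 replicate 1). The DEG was LOC_Os10g09990, which conjugates cytokinins with glucose, at 6.56 ± 1.35 FPKM in CS2022 and 0.535 ± 0.516 in HXR450 (log2 fold change 2.33, SE 0.28, adjusted p = 0.0190). Without CS2022 replicate 1 or 3, or either HXR450 replicate, both calls ended. In all, that of LOC_Os02g41954 ended under 12 of 16 alternatives, with TMM factors, median-of-ratios factors, quantile normalization and the block among them, and that of LOC_Os10g09990 under 6. Over the alternatives the adjusted p ran from 0.0342 to 0.185 for LOC_Os02g41954 and from 0.0168 to 0.131 for LOC_Os10g09990. The paper concludes that growth and defense are balanced in a way that speeds the establishment of CS2022 seedlings. It draws on higher lipoxygenase expression with more 12-oxo-PDA and JA but less JA-Ile, and on JA pathway genes without differential expression. Its other grounds are differing Aux/IAA genes with more auxin, and PR genes that were higher despite less SA. The paper also measured the lipoxygenase, Aux/IAA and PR genes by qRT-PCR, with trends like those of the sequencing.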

## Discussion

High emergence vigor is an important characteristic of suitable direct seeding rice varieties (Mahender et al., 2015; Li et al., 2023). Previous studies have demonstrated that long mesocotyls enable seedlings to emerge quickly from deep soil and have primarily deciphered the genetic mechanisms underlying the superior emergence vigor (Lv et al., 2021; Lyu et al., 2024). However, there remains a lack of understanding regarding the dynamic changes in metabolites during rice direct seeding. In this study, we employed an integrated metabolomic and transcriptomic approach to dissect the molecular basis of the high emergence vigor observed in the elite direct-seeding variety CS2022, in comparison to the control variety HXR450 (**Figures 1A–F**, **Supplementary Figures 1A–C**). Our study reveals that the superior performance of CS2022 in germination is not driven by a single gene, but rather by a systemic optimization of hormonal homeostasis, metabolic sensitivity, and growth-defense trade-offs.

### Physiological validation of hub metabolites: cytokinins and amino acids as drivers of germination

WGCNA positioned cytokinins (specifically zeatin and *cis*-zeatin-9-N-glucoside) and amino acids (e.g., L-lysine) as central “hub” metabolites in the germination module of CS2022 (**Figures 4C, D**, **5**). The high accumulation of these compounds is tightly correlated with the germinating vigor, moreover, our physiological validation using *trans*-zeatin, the primary active form of zeatin, and L-lysine provided causal evidence further support their role in germination vigor. Crucially, CS2022 displayed a “heightened sensitivity” phenotype: it achieved maximal germination promotion at concentrations 10-fold lower than HXR450. Thus, CS2022 might possesses a more responsive signaling machinery. Cytokinins are known to antagonize ABA by down-regulating *ABI5* expression (Wang et al., 2011). A lower threshold for cytokinin response allows CS2022 to break dormancy and initiate cell division more efficiently. Similarly, the sensitivity to L-lysine supports the hypothesis that specific amino acids may act not just as nutrients, but as signaling cues to trigger metabolic reactivation (Xiao et al., 2025). This high-sensitivity strategy likely enables CS2022 to rapidly initiate germination upon imbibition, providing a vital competitive advantage.

### Hormonal homeostasis: the GA_20_ reservoir and ABA deactivation

This superior performance of CS2022 is also underpinned by a GA/ABA regulatory backbone (Hazman et al., 2019). While bioactive GA_1_ levels were below the detection threshold, likely due to rapid turnover during the early imbibition phase, we observed a striking accumulation of its immediate precursor, GA_20_, in CS2022 germinating seeds (**Figure 6A**). In rice, the synthesis of GA_1_ by GA20-oxidase (encoded by *SD1*) is a critical rate-limiting checkpoint for vigor and elongation (Sasaki et al., 2002; Spielmeyer et al., 2002). At the same time, our targeted LC-MS/MS assays revealed that CS2022 converts more free ABA into the inactive ABA-glucosyl ester (ABA-GE) form. The significantly elevated GA_20_/ABA ratio in CS2022 (**Figure 6E**) suggests that this variety maintains a larger substrate pool poised for rapid conversion to bioactive GAs upon imbibition. This mechanism aligns with findings by Du et al (Du et al., 2015), who demonstrated that upregulation of the GA_20_/ABA ratio is a hallmark of dormancy release in rice. Thus, CS2022 overcomes the ABA-imposed inhibition not just by lowering ABA, but by maintaining a higher biosynthetic pressure (GA_20_ flux) to activate downstream α-amylase activity (**Figure 6F**) (Shu et al., 2016).

### Optimizing the growth-defense trade-off during emergence

At the seedling establishment stage, a key challenge is balancing rapid elongation with defense against soil pathogens (Ma et al., 2020). Our multi-omics integration reveals a distinct pattern in CS2022, whereby the upregulation of JA biosynthesis transcripts is accompanied by relatively low accumulation of the bioactive hormone JA-Ile. In plants, high JA-Ile levels typically trigger JAZ degradation, leading to growth inhibition, known as the classic “growth-defense trade-off” (Thines et al., 2007; Johnson et al., 2023). Therefore, the observed transcript-metabolite decoupling may represent a potential “signal buffering” mechanism. We hypothesize that by limiting the accumulation of bioactive JA-Ile despite high precursor gene expression, CS2022 could prioritize auxin-mediated rapid elongation to escape deep soil, potentially avoiding the growth penalties associated with excessive defense activation. As previously reported (Chung et al., 2010; Zhai et al., 2013; Xiao et al., 2025), the underlying mechanisms behind this decoupling phenomenon may involve regulation at multiple levels, including post-transcriptional, translational, and post-translational regulation.

However, as this study is based on steady-state omics data, further functional verification is required for confirmation, such as quantifying JAZ protein stability or pathogen response kinetics.

### Lipid remodeling: an adaptive strategy for hypoxia

Finally, the deep-sowing environment often imposes hypoxic stress (Ma et al., 2020). The enrichment of sphingolipids and cuticular wax biosynthesis pathways in turquoise module aligns with adaptations to hypoxic environment (**Figure 6A**). Sphingolipids are essential for maintaining plasma membrane integrity and ion homeostasis under low-oxygen stress (Vishal and Kumar, 2018). Concurrently, the synthesis of cuticular waxes and very-long-chain fatty acids facilitates the formation of hydrophobic barriers on the coleoptile surface, a known mechanism in flood-tolerant plants to enhance gas exchange underwater (Shi et al., 2025). Therefore, the lipid remodeling observed in CS2022 is likely to be a proactive adaptation to ensure seedling survival in waterlogged, hypoxic conditions, rather than just a developmental by-product. Although these metabolic associations align with hypoxia adaptation signatures, they are currently correlative and warrant causal validation.

## Conclusion

In summary, CS2022 exhibits superior emergence vigor through a multi-layered strategy: (1) enhanced sensitivity to cytokinins and amino acids for rapid metabolic activation; (2) hormonal homeostasis via GA precursor accumulation and ABA deactivation; (3) suppression of defense-induced growth arrest; and (4) lipid remodeling for hypoxia tolerance. These findings outline a correlative network and pinpoint metabolic targets for breeding high-vigor rice. However, conclusions are drawn from only two contrasting varieties, and some responses may be genotype-specific. Future studies using RIL or natural populations are needed to validate these pathways and dissect the underlying QTLs via GWAS.

## Data Availability

The data presented in the study are deposited in the NCBI GEO repository (accession number: GSE322568) and MetaboLights repository (accession number: MTBLS13952).

# Supplementary material for: Integrated metabolome and transcriptome profiling demonstrates dynamic regulatory roles of hormones in direct-seeding rice
**Source:** Front Plant Sci. 2026 Mar 10;17:1767519. doi: 10.3389/fpls.2026.1767519
**Supplement:** Supplementary file 2

**
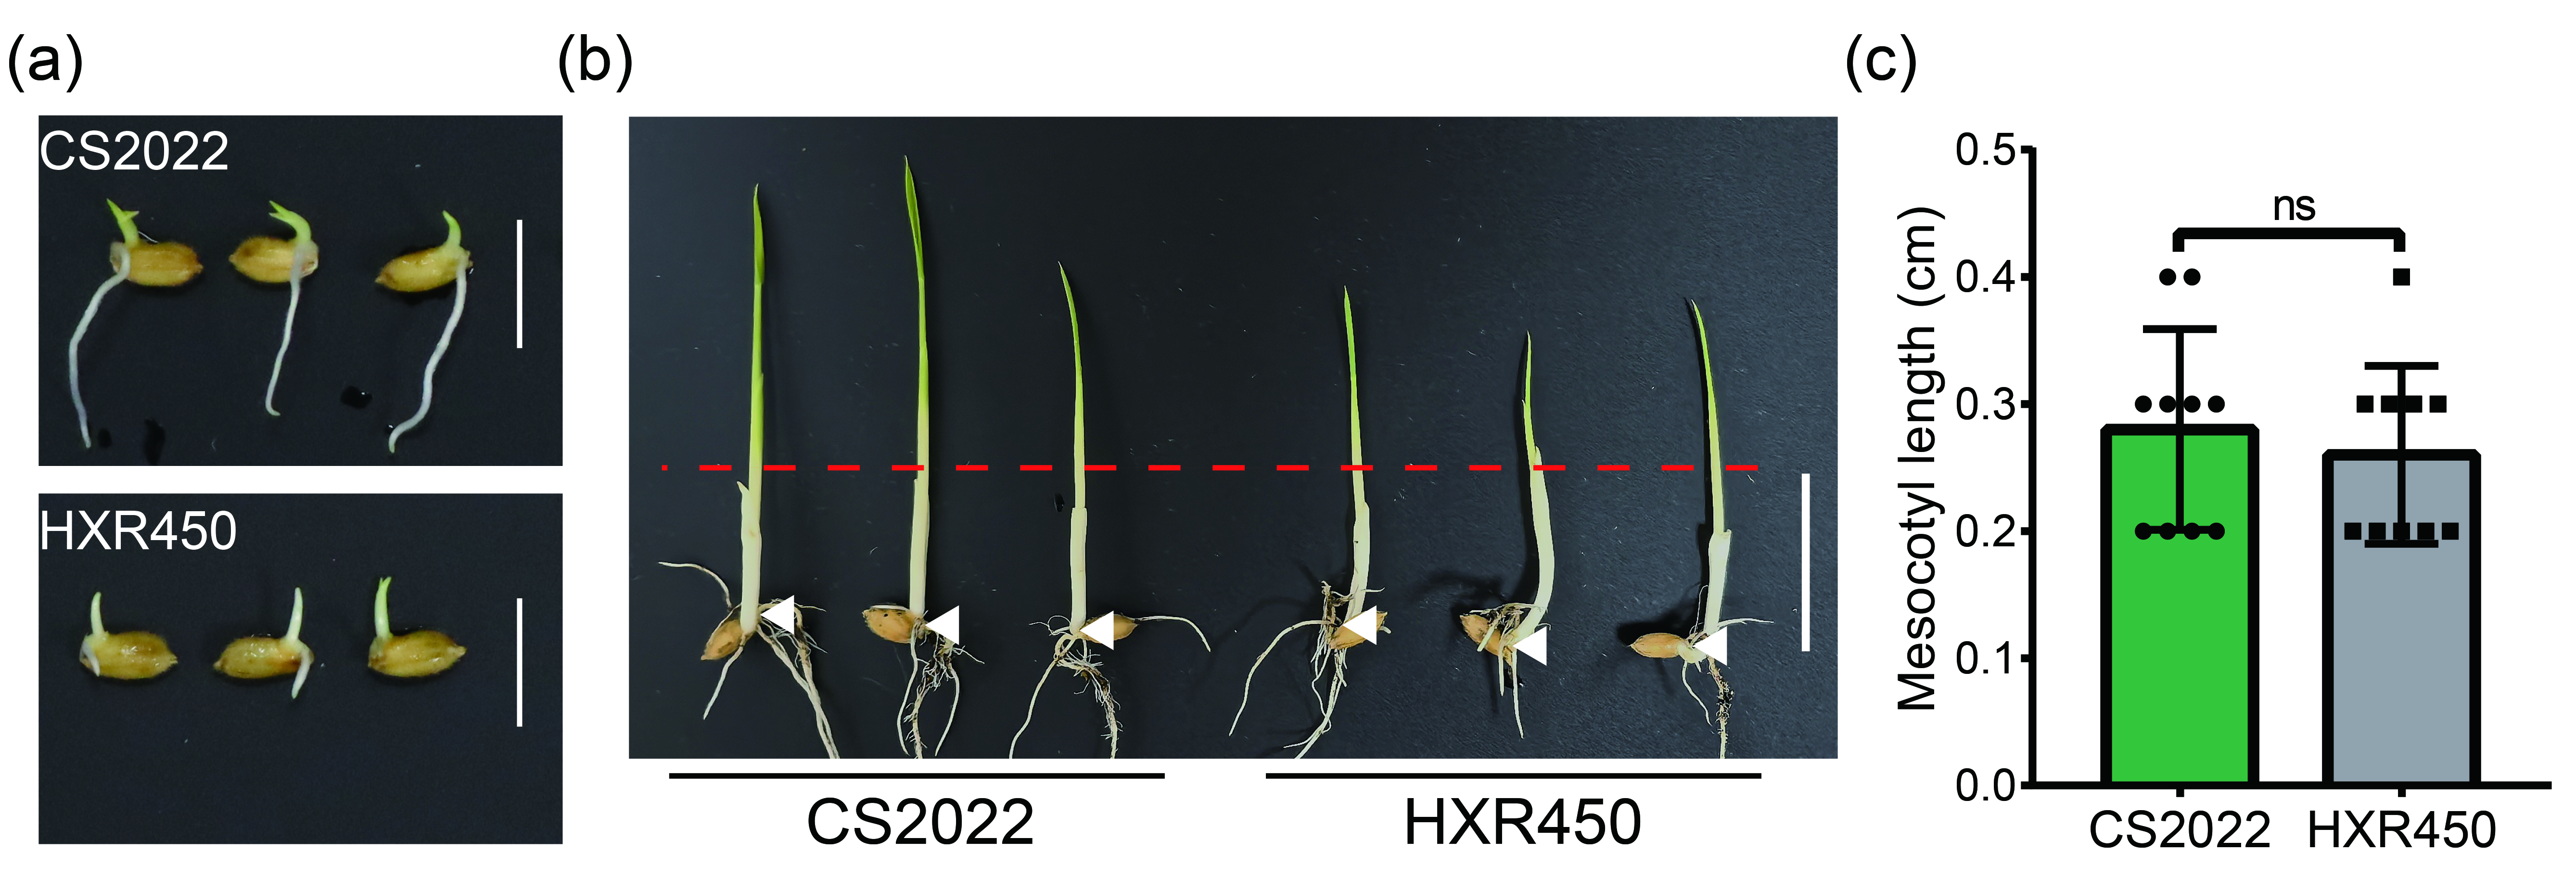
Supplementary figure 1. Comparison of seed germination and seedling emergence of CS2022 and HXR450**

(a) Shoot and root development of CS2022 and HXR450 seeds after two days of germination induction. Scale bar = 1 cm. (b) The image of seedlings of CS2022 and HXR450 5 DAS. The arrowheads point to the coleoptile nodes. The red dotted line indicates the position of the soil surface. The scale bar is 2 cm. (c) Statistical comparison of the mesocotyl length of CS2022 and HXR450 5 DAS. Values are means ± SD, n = 10. The dots show each value. Data were analyzed by Student’s *t* tests, Ns means not significant.

**
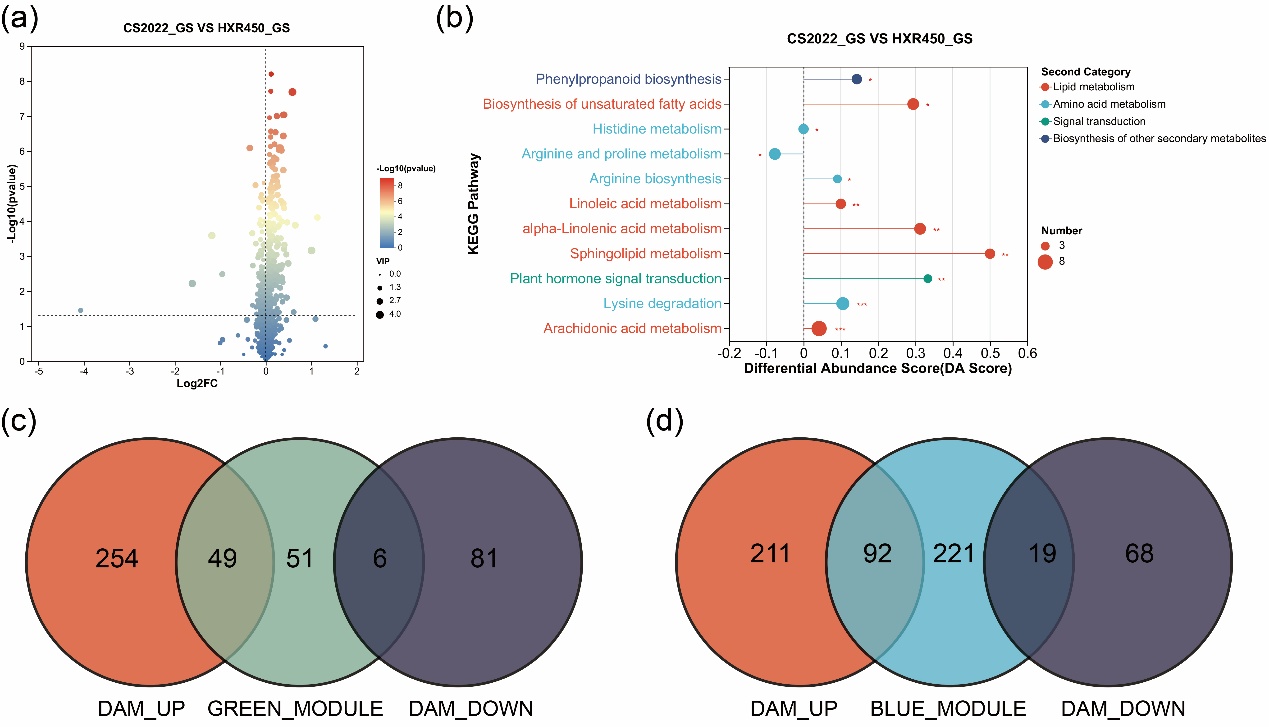
Supplementary figure 2. Comparison of metabolite levels of CS2022 and HXR450 germinating seeds**

(a) Volcano plot of differentially accumulated metabolites in CS2022 and HXR450 germinated seeds. The horizontal coordinate is the value of the fold change of the difference in metabolite content between the two groups, and the vertical coordinate is the value of the statistical test for the difference in the change in metabolite content. The values of the horizontal and vertical coordinates are logarithm zed. Each point in the graph represents a specific metabolite, and the size of the point indicates the VIP value. (b) Differential abundance (DA) scores for CS2022 and HXR450 germinating seed metabolites. Different metabolic pathways are indicated by different color fonts. 1 and -1 represent that all identified metabolites in the pathway are up-regulated and down-regulated, respectively. The size of the dot represents the number of metabolites. (c-d) Venn diagram of metabolites in germination-related modules, up-regulated DAMs and down-regulated DAMs.

**
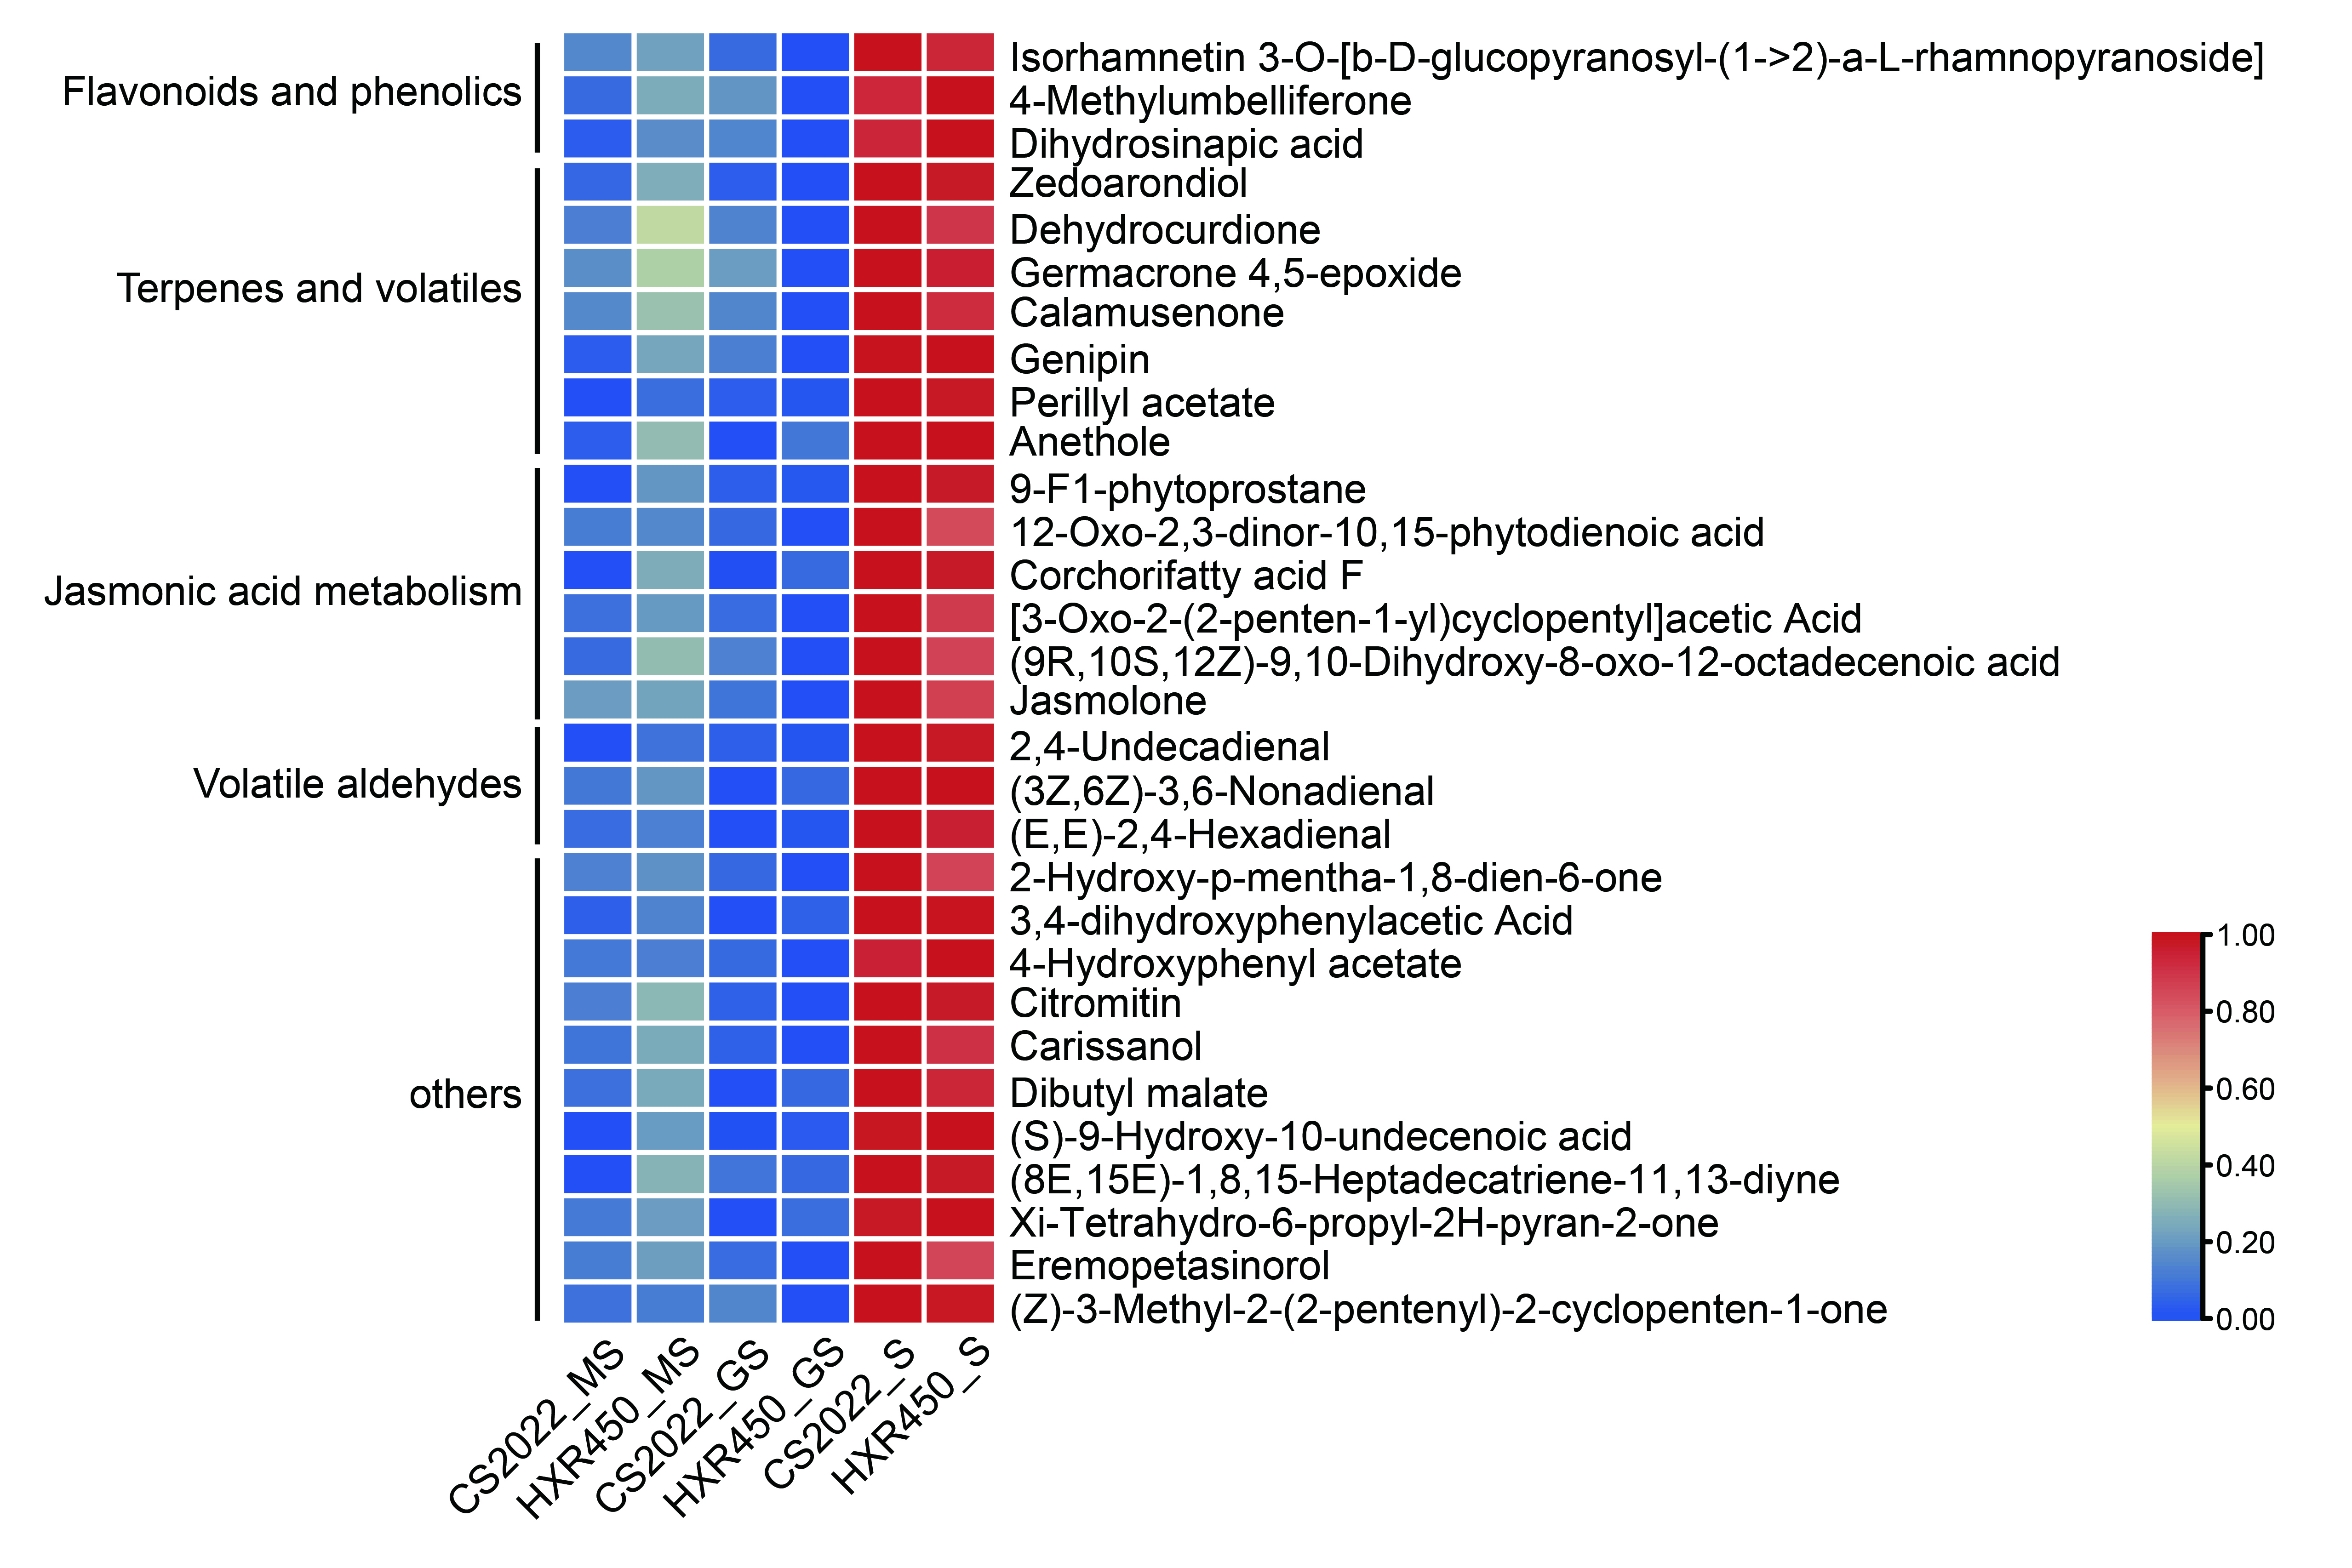
Supplementary figure 3. Heatmap of hub metabolites of CS2022 and HXR450 in the turquoise module**

Metabolites are annotated according to their pathways. Data has been normalized.

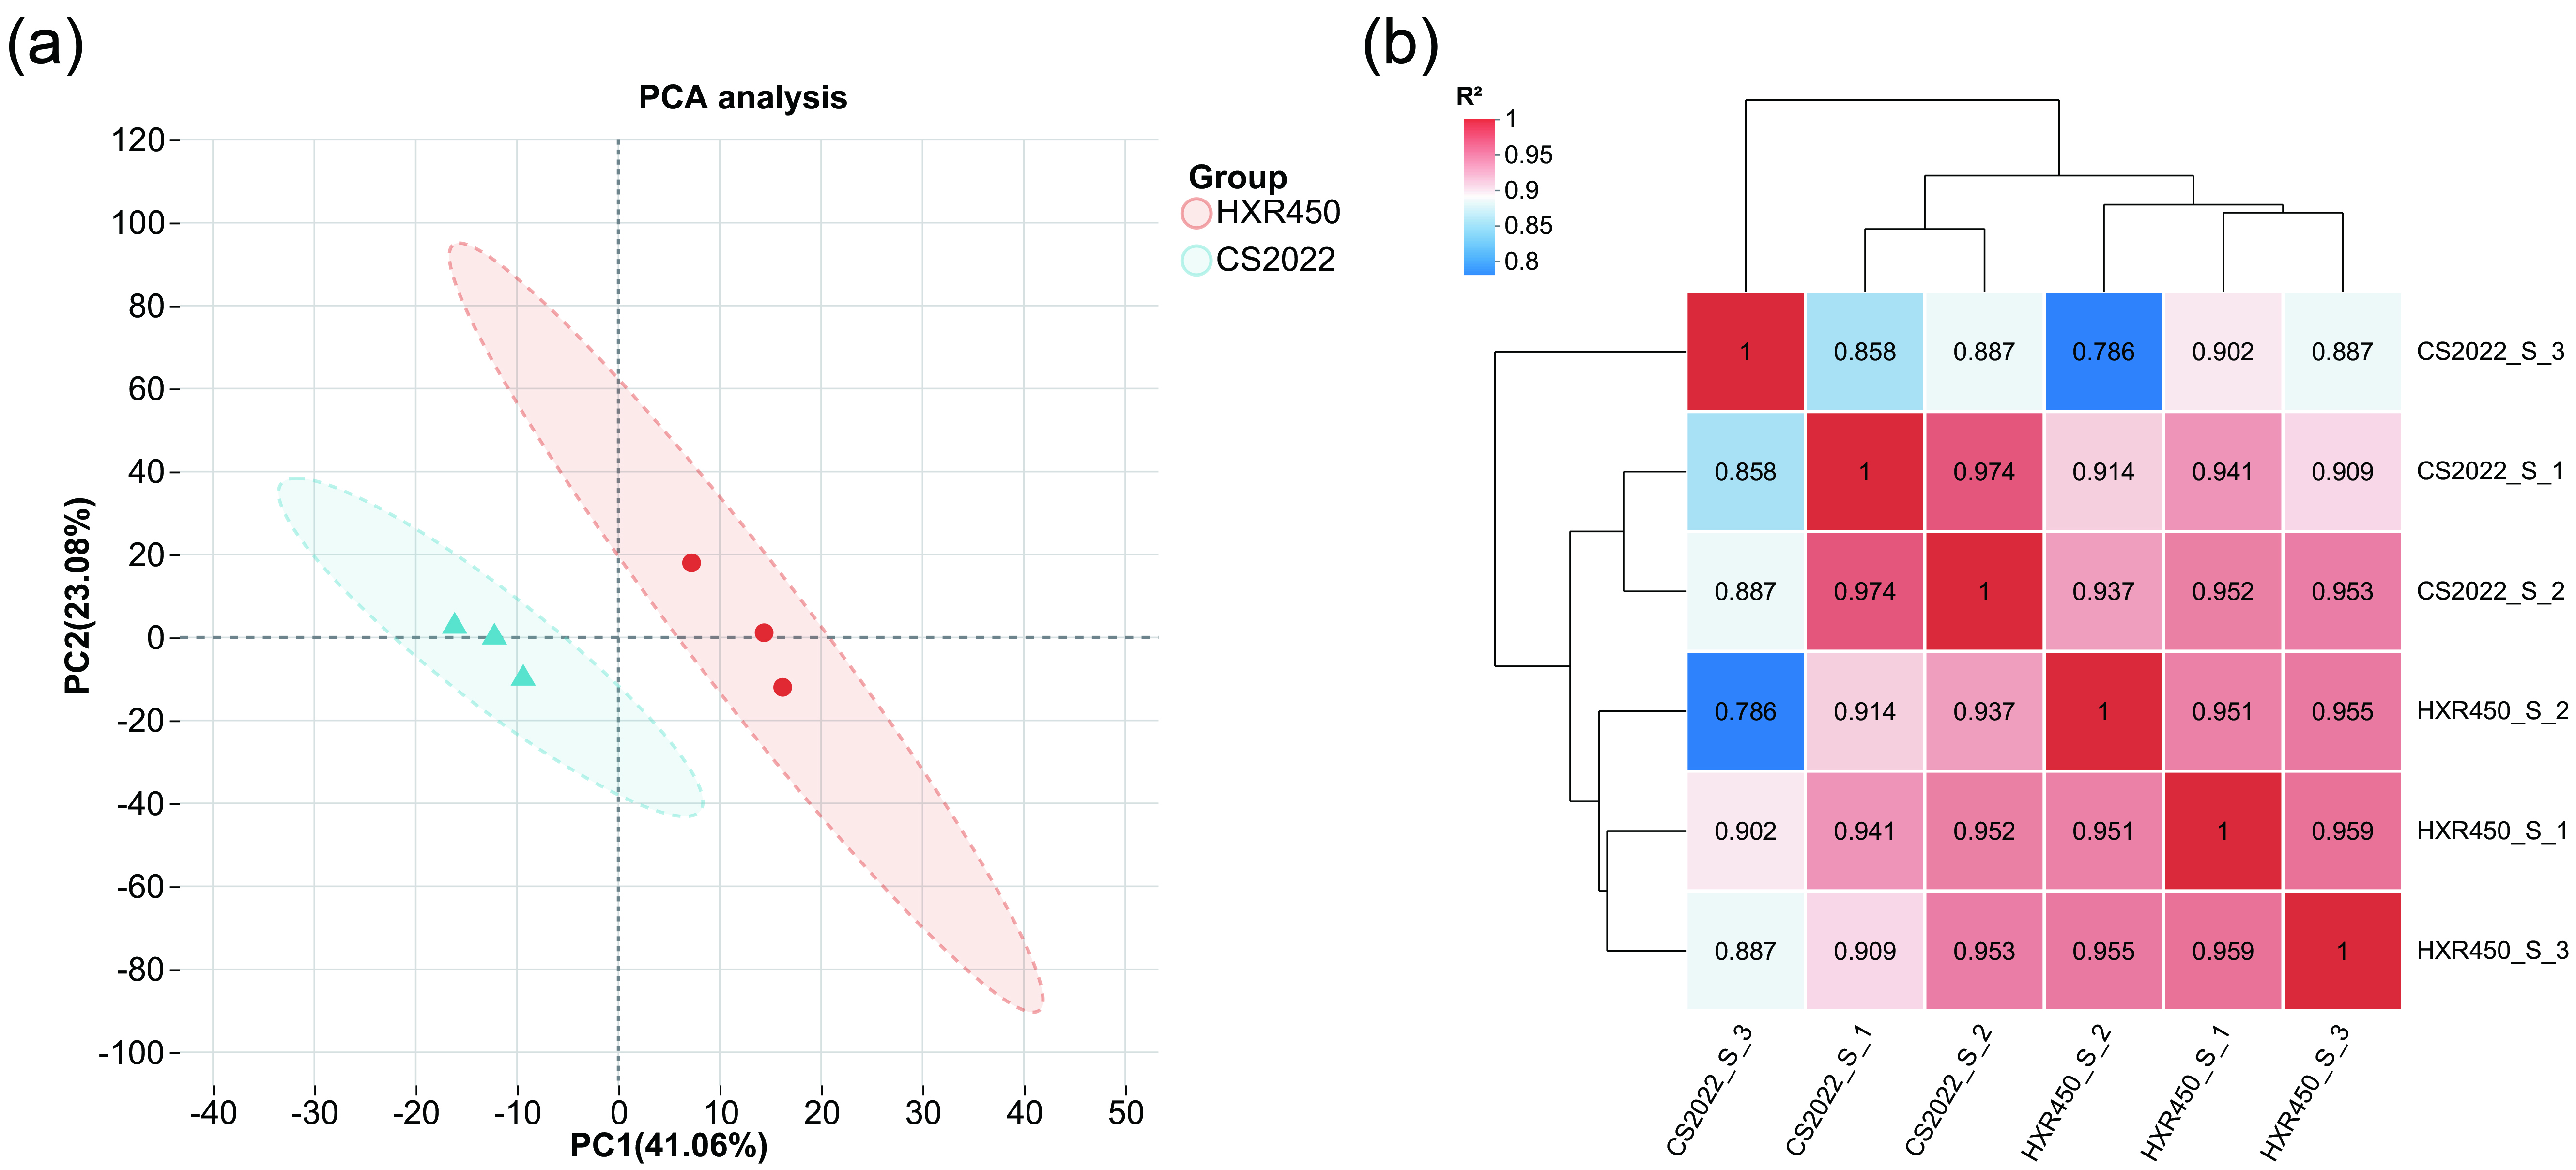
**Supplementary figure 4. Principal component analysis (PCA) and correlation heatmap of transcriptomic profiling of CS2022 and HXR450 seedlings**

(a, b) The PCA results (a) showed significant separation between the two varieties, and the correlation heat map (b) results indicated a high degree of association between the replicates.

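On untransformed FPKM of all genes, where the most abundant transcripts weigh most, CS2022 replicate 3 stood apart from its own variety. Pearson's r was 0.859 between CS2022 replicates 1 and 3 and 0.888 between replicates 2 and 3, against 0.974 between replicates 1 and 2 and 0.951 between the HXR450 replicates. Pairs of different varieties gave r from 0.786 to 0.953, so on this scale the varieties were not separated. LOC_Os05g11320, a metallothionein-like protein that binds metal ions, was at 703.5, 1977.66 and 8224.22 FPKM in CS2022 replicates 1 to 3 and at 4042.4 and 1316.42 FPKM in HXR450. The expressed protein LOC_Os01g10400 was at 3560.61, 4460.31 and 13775.1 FPKM and at 5061.75 and 1316.39 FPKM. Beyond the first components of the PCA, PC3 and PC4 held 14.2% and 11.8% of the variance. These correlations are across genes, which are not replicates.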

**
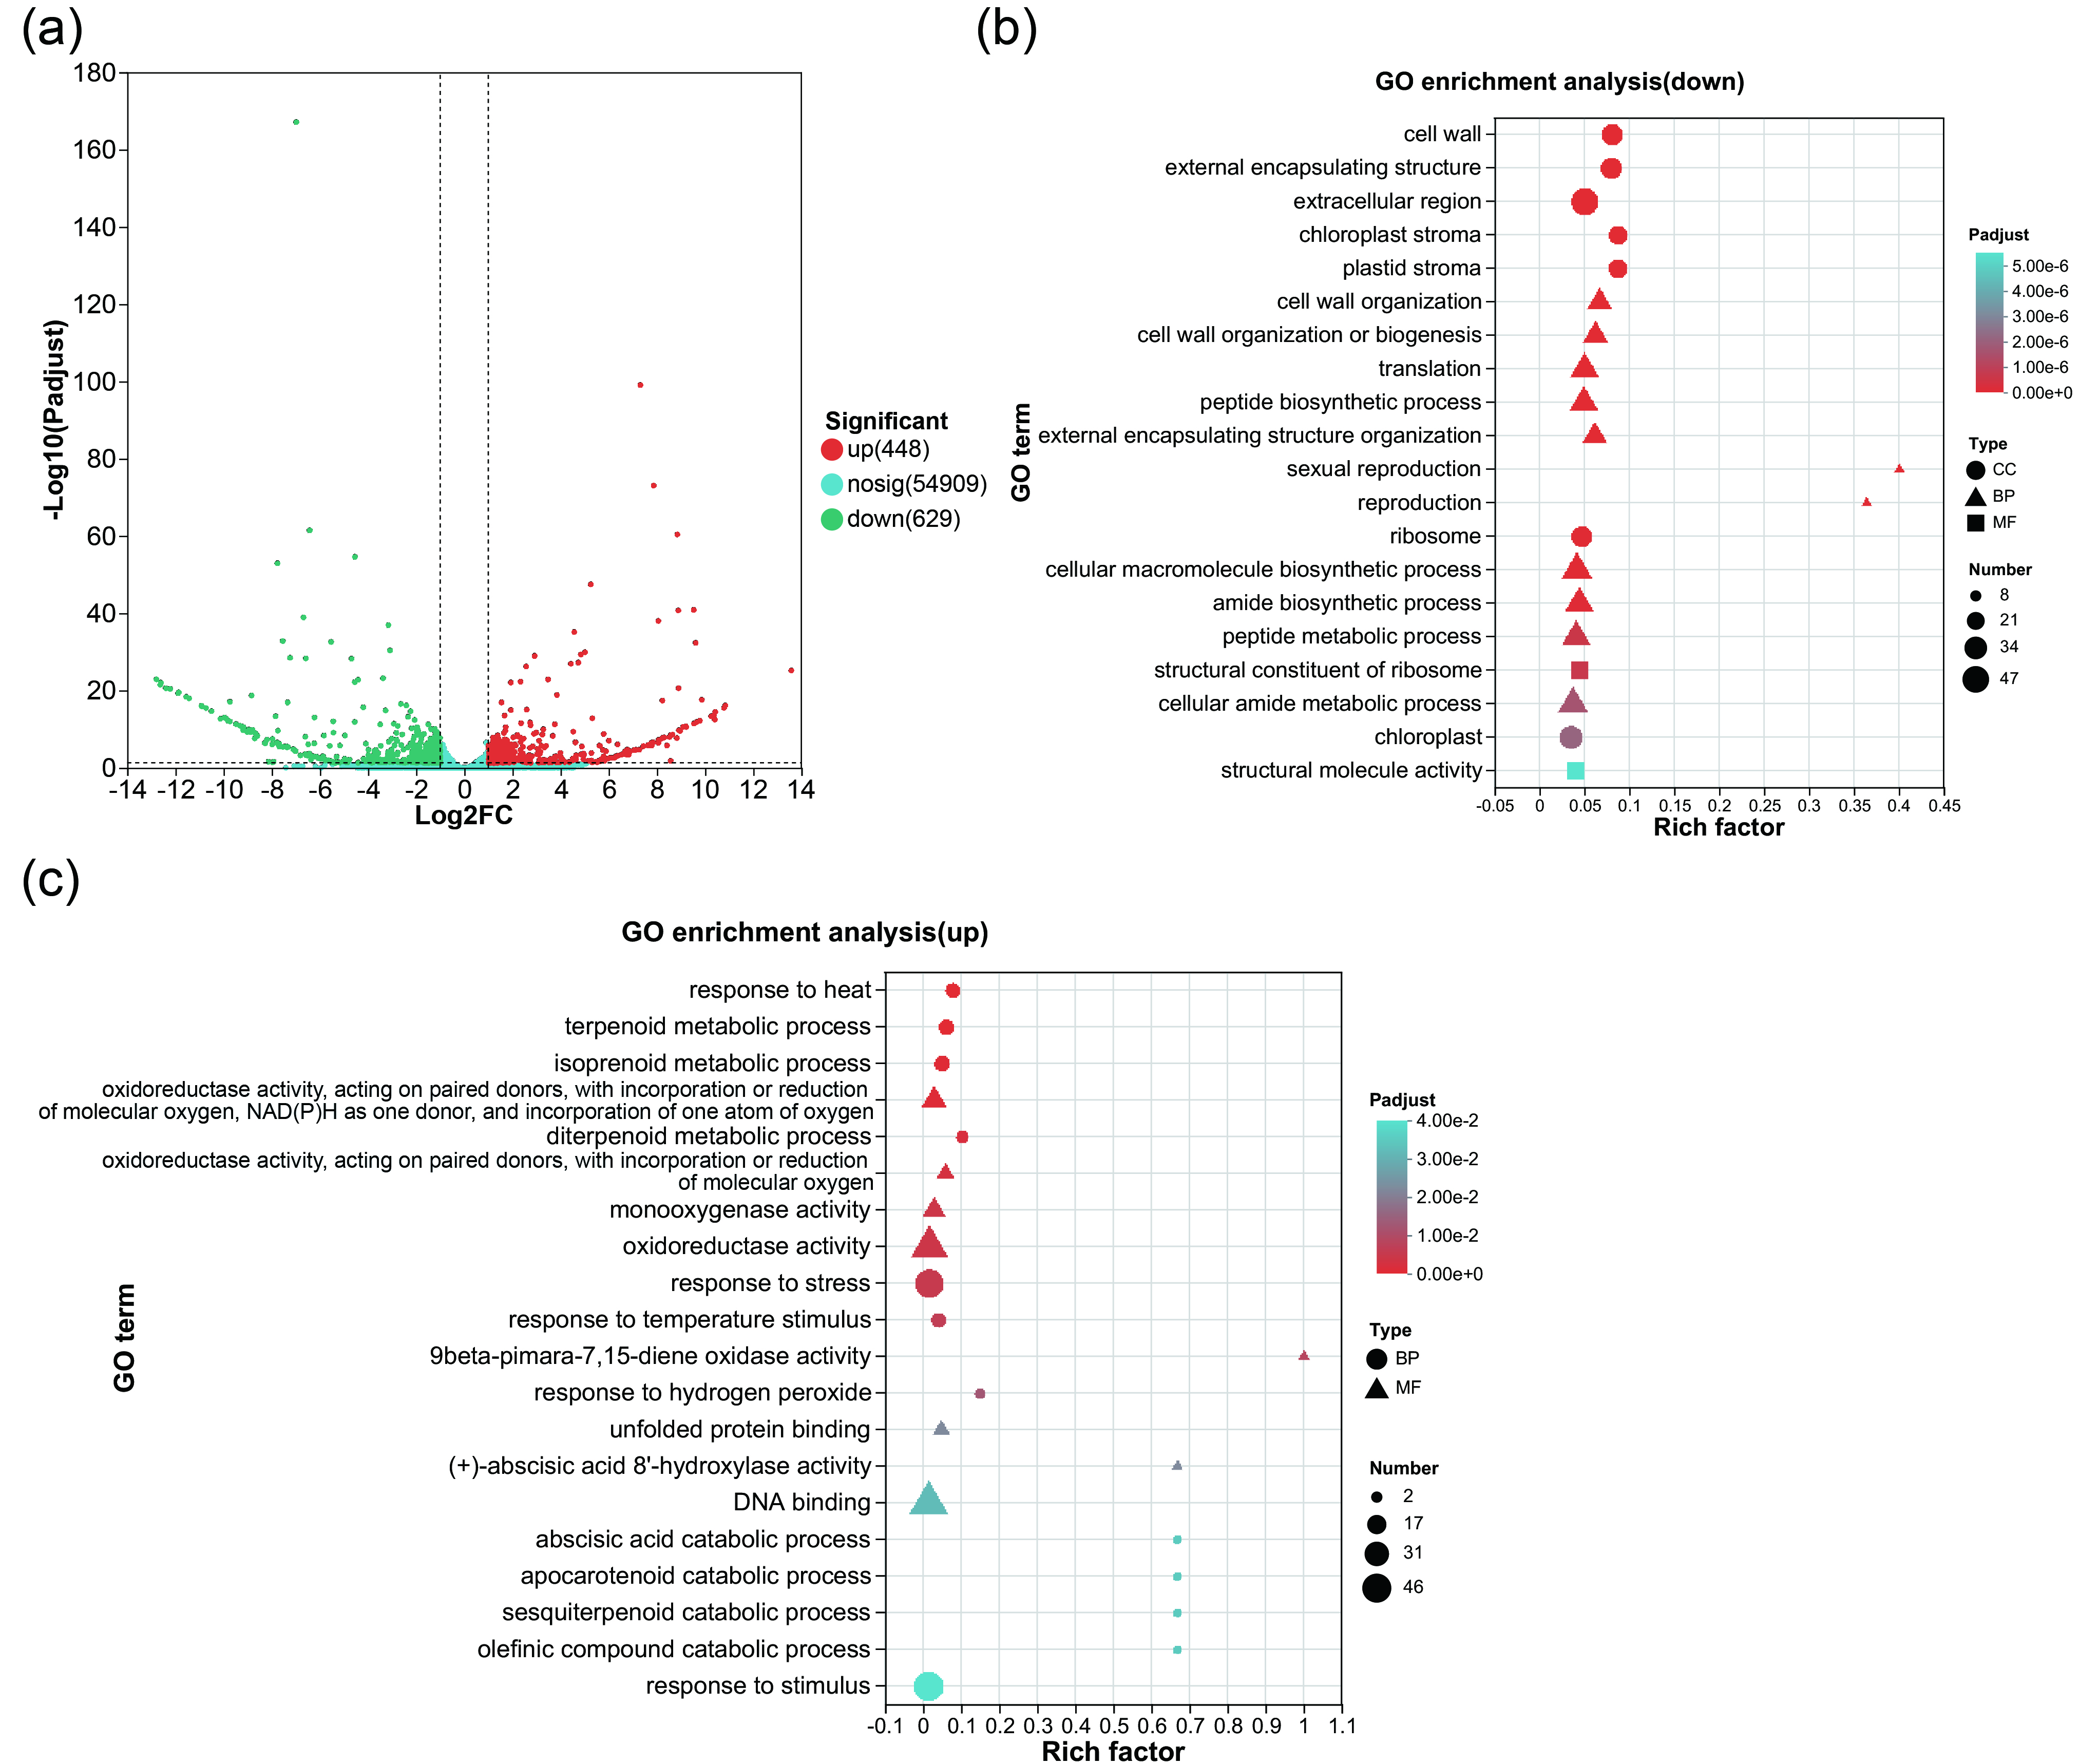
Supplementary figure 5. Volcano plot of DEGs in CS2022 and HXR450 seedlings and GO enrichment analysis of DEGs**

1. Volcano plot of DEGs in CS2022 and HXR450 seedlings. 

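A volcano plot sets the log2 fold change of each gene against the size of its p value, and the screening criteria take genes past both limits. With an adjusted p under 0.05 from limma and no limit on the fold change, 170 genes were higher and 142 lower in CS2022. An unadjusted p under 0.05 was reached by 4050 genes, of which 2368 were higher and 1682 lower. Of these, 499 higher and 425 lower genes also had an absolute log2 fold change of at least 1, that is, a fold change of at least 2.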

The DEG screening criteria is *P* adjust ≤ 0.05 and |FoldChange| ≥ 2. (b-c) GO enrichment analysis of down-regulated (b) and up-regulated (c) DEGs.

**
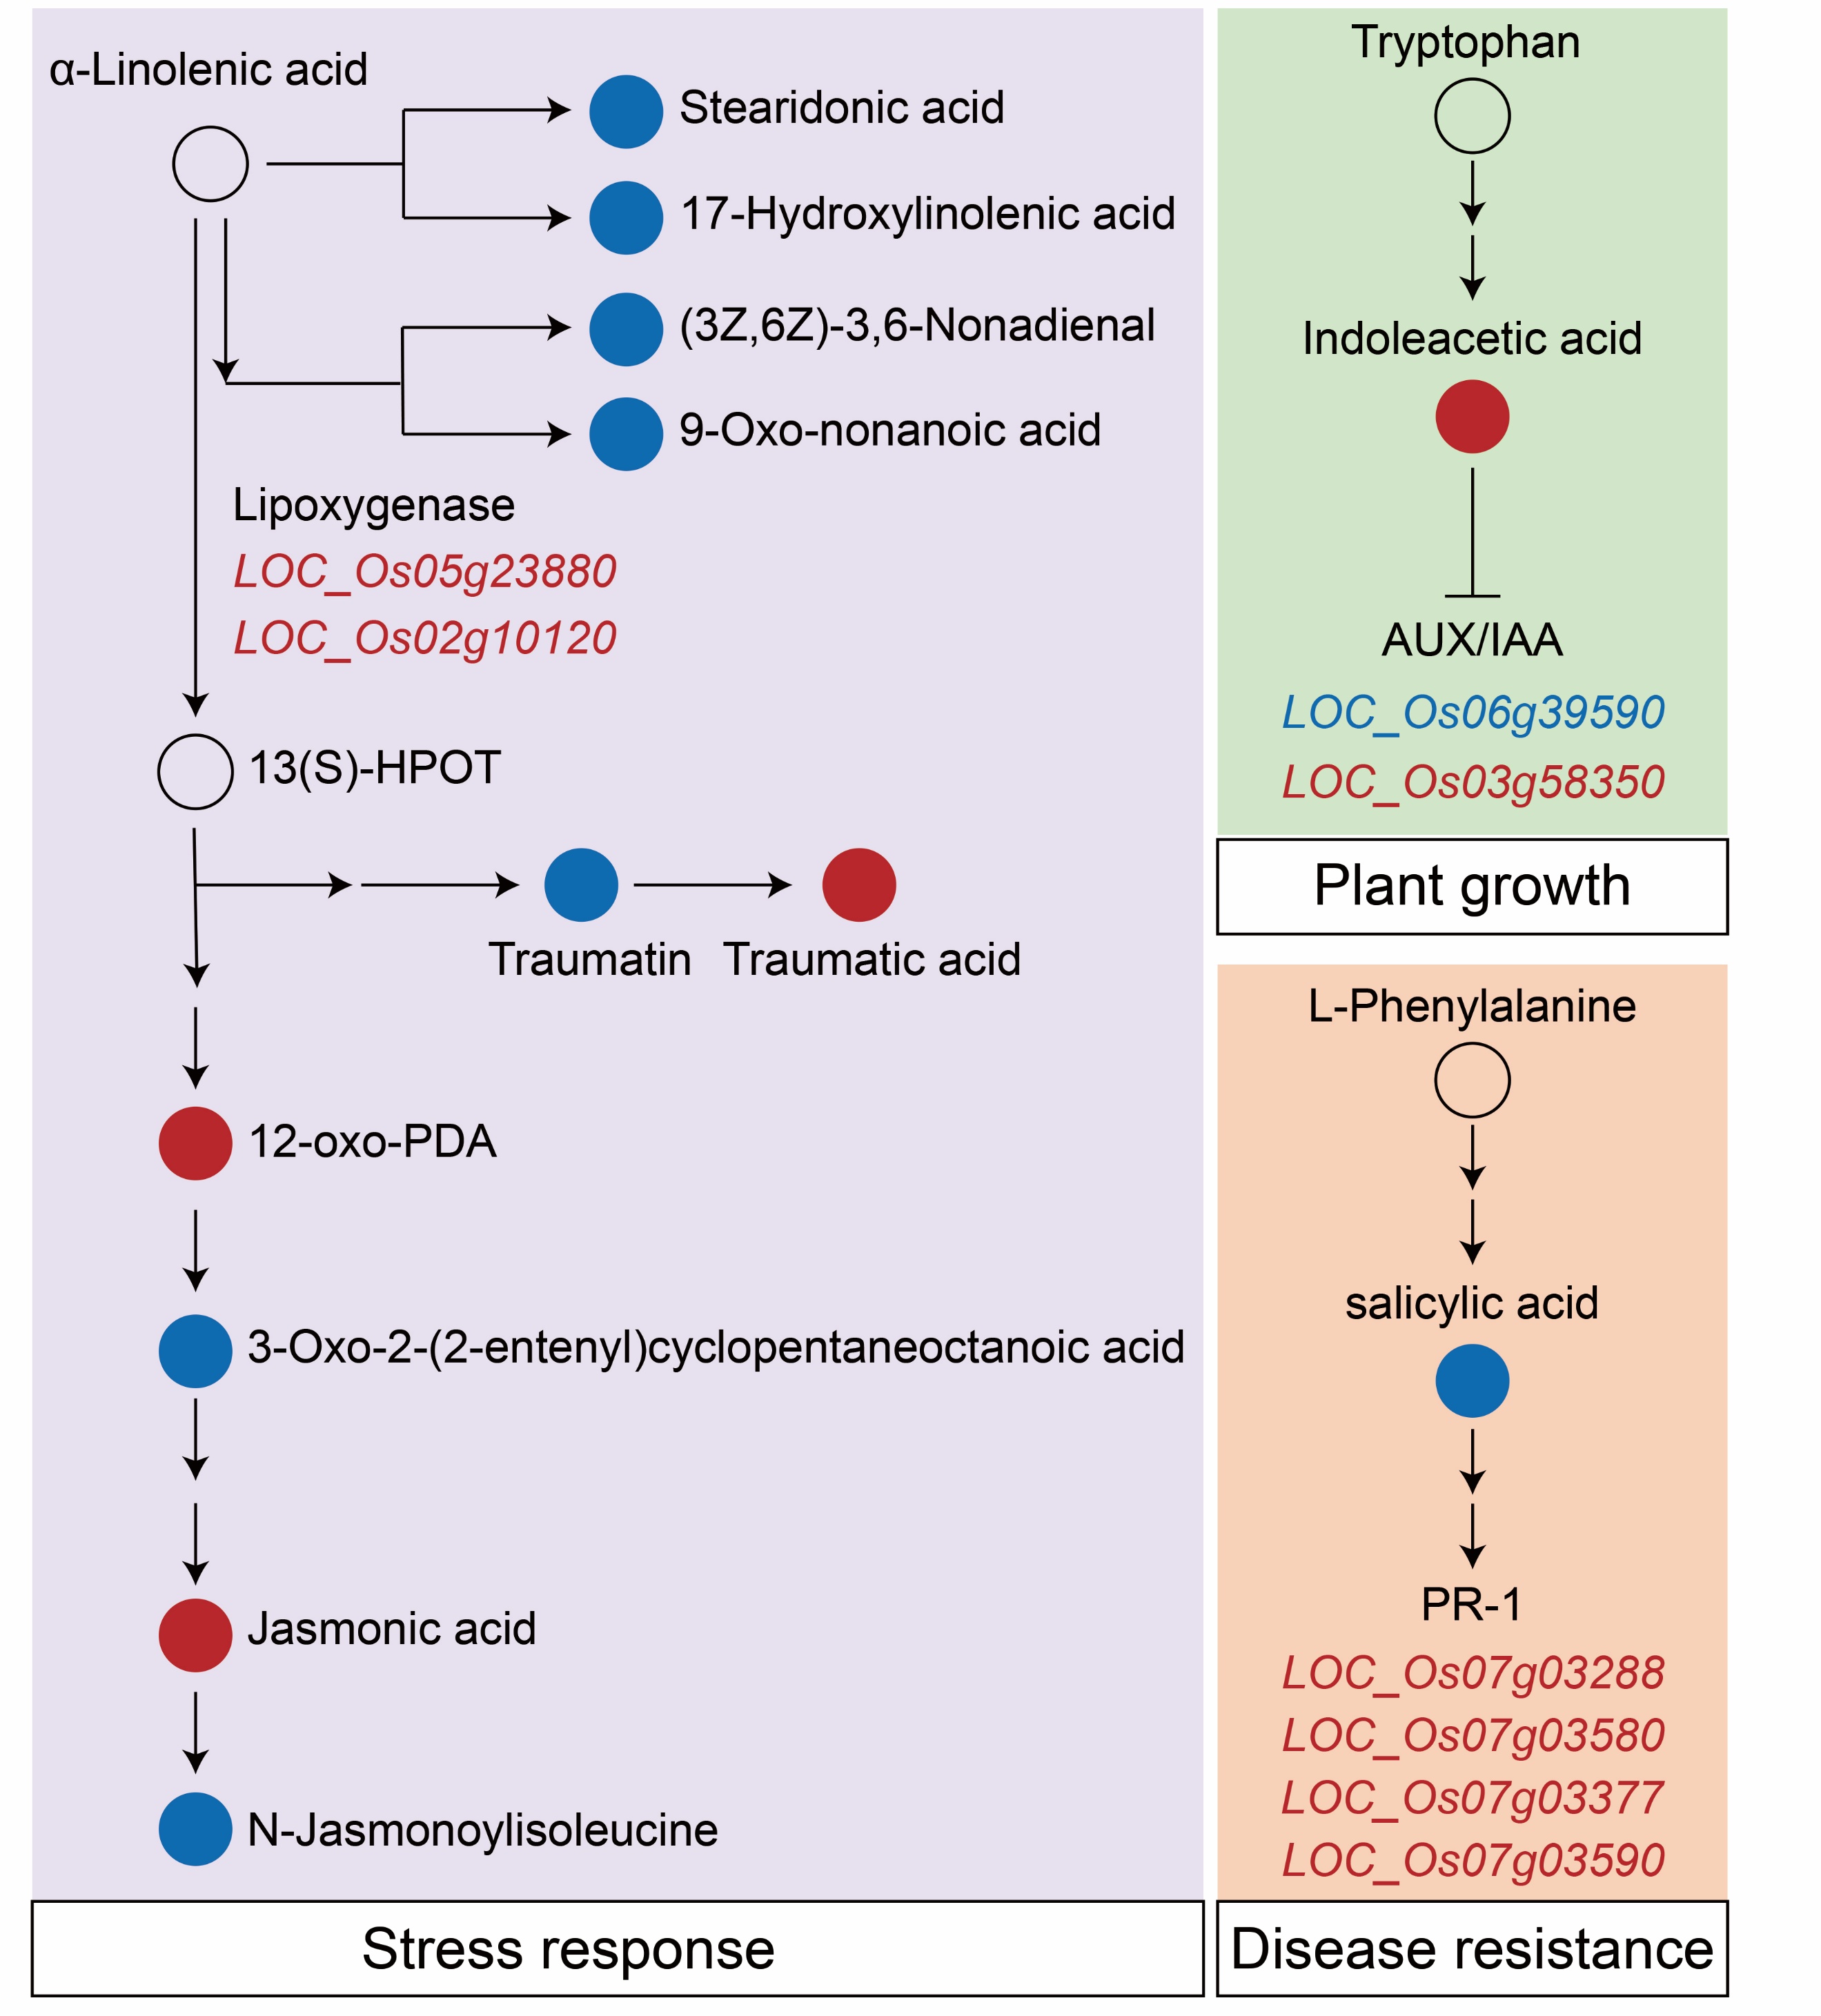
Supplementary figure 6. Plant hormones synergistically regulate seedling establishment**

Co-expression analysis of metabolites and genes related to plant hormone synthesis and signaling transduction pathways. Dots represent metabolites. Red dots indicate metabolites whose abundance were up-regulated in CS2022 seedlings relative to HXR450, while blue dots indicate down-regulation. Red gene symbols denote genes whose expression is up-regulated in CS2022 seedlings, and blue symbols denote down-regulated genes.

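The map joins the metabolites and genes of hormone synthesis and signalling, and the colours give the direction in CS2022. Of the 12 genes that Figure 9D assigns to plant hormone signal transduction, chosen by the study on these samples and so not independent evidence, 7 were higher and 5 lower in CS2022. Among them 1 was a DEG, 8 passed when adjusted over the list alone and 11 had an unadjusted p under 0.05 from limma. The DEG was LOC_Os12g41650, a helix-loop-helix transcription factor, at 20.9 ± 5.69 FPKM (SD, n = 3) in CS2022 and 6.14 ± 1.00 (n = 2) in HXR450 (log2 fold change 1.59, SE 0.24, adjusted p = 0.0437). The protein phosphatase 2C genes LOC_Os09g15670 and LOC_Os01g62760, of a family that holds ABA signalling down, had log2 fold changes of -1.87 and -1.24 (adjusted p = 0.110 and 0.25). LOC_Os03g18600, a cyclase/dehydrase family protein, was at 45.4 ± 13.1 and 19.6 ± 9.69 FPKM (log2 fold change 1.21, adjusted p = 0.170), OsSAUR24 (LOC_Os06g04590) at 3.77 ± 1.58 and 11.1 ± 3.37 (log2 fold change -1.37, adjusted p = 0.122), and LOC_Os08g36970, an expressed protein, at 4.83 ± 0.599 and 8.75 ± 0.580 (adjusted p = 0.0983). The call of LOC_Os12g41650 ended whichever of the 5 libraries was left out and under 11 of 16 alternatives in all, with TMM factors, median-of-ratios factors and quantile normalization among them, and its adjusted p ran from 0.0409 to 0.198 over the alternatives.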

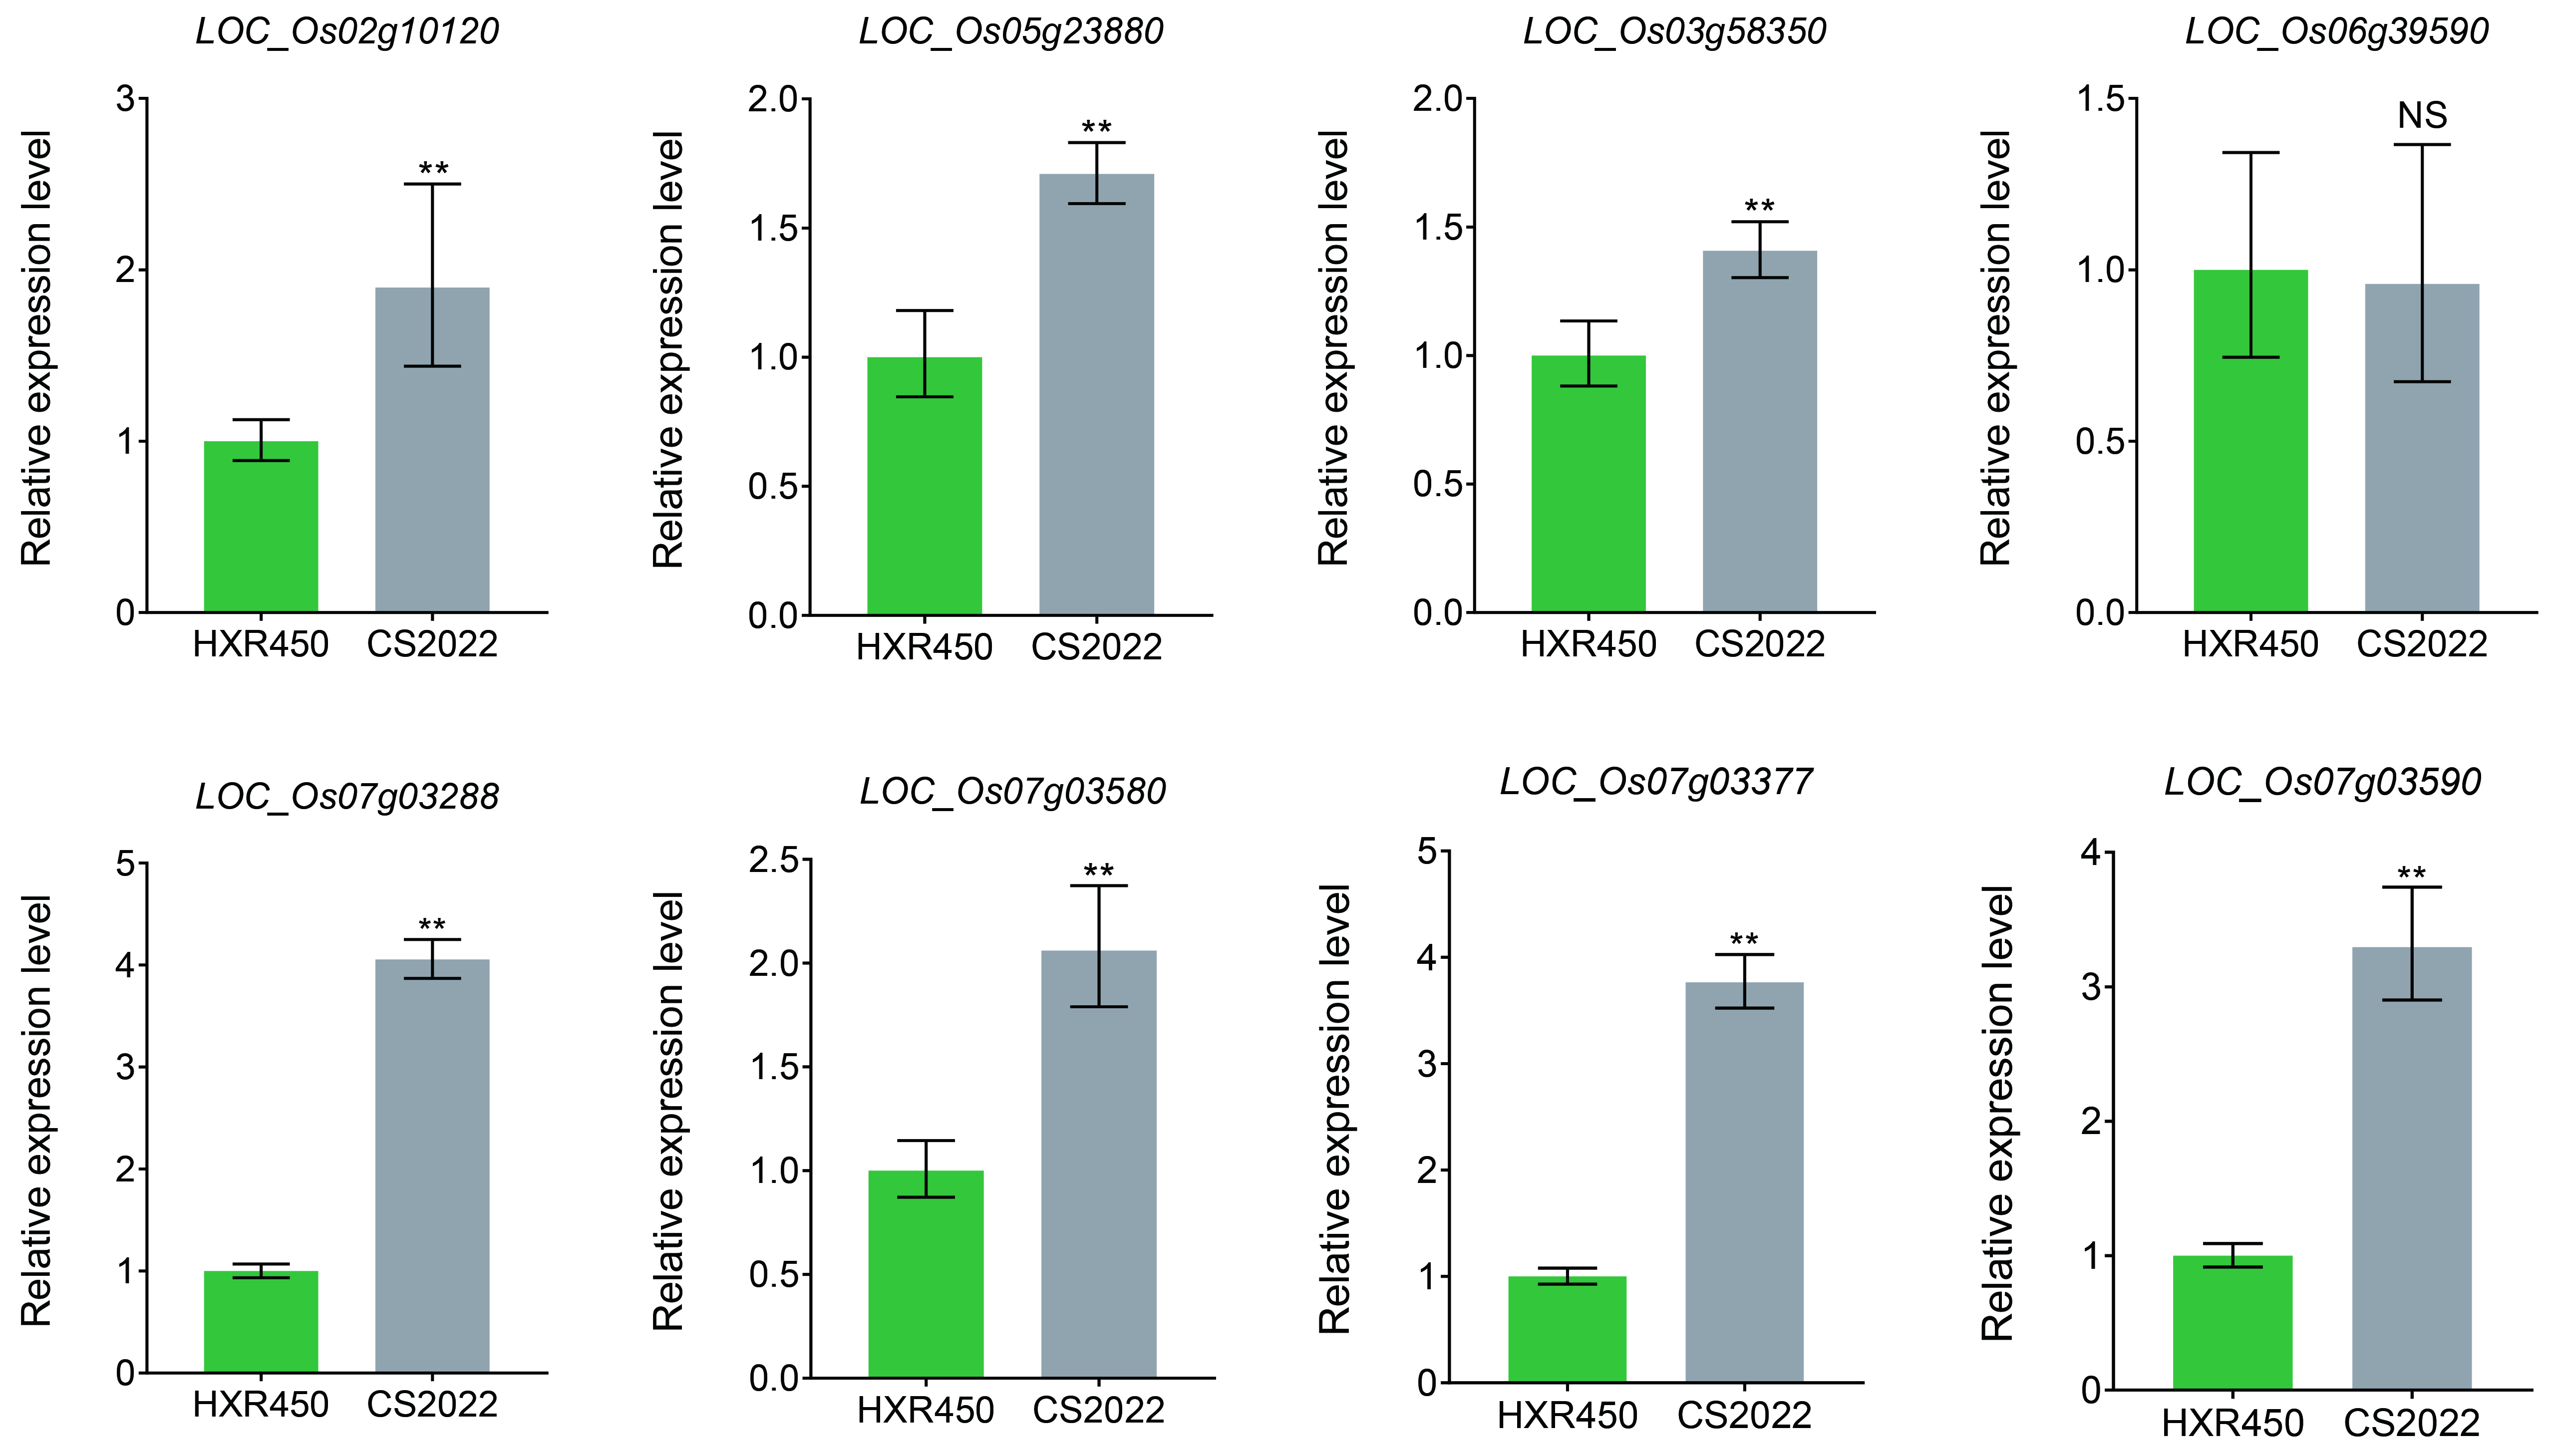
**Supplementary figure 7. qRT-PCR validation of the selected 8 gene expression levels**

Data are mean ± SD (n = 3). Student’s t-test was carried out (***P* < 0.01).

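In qRT-PCR, a transcript is copied from RNA into DNA and amplified, and its level is read relative to a reference gene, here UBIQUITIN. The values are relative levels per gene and are not on the scale of FPKM, so the direction and the spread between replicates can be set beside the sequencing data but not the size of a level. The sequenced levels of LOC_Os07g03288 and LOC_Os07g03377 are identical in every library, so the sequencing data do not tell the transcripts of these genes apart.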

How the deposited data were processed for this re-analysis (not part of the article)

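Transcript levels were measured in seedlings of the rice varieties CS2022 and HXR450 at 5 DAS, in 3 libraries of CS2022 and 2 of HXR450. Samples were grouped by the variety that their labels give. The third HXR450 library was not analysed here, so its column of values was not used, nor were 2 other columns of values. Only the transcriptome was analysed: metabolites, hormone contents, germination and qRT-PCR have no values here.

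The authors extracted RNA with TRIzol, made stranded libraries from polyadenylated RNA, and compared the clean reads with the IRGSP-1.0 genome. Their processing notes name fastp, HISAT2 and StringTie, without versions in the text at hand, and the deposited values are labelled as FPKM from RSEM. The authors found DEGs with DESeq2, which needs the counts of fragments, and tested GO and KEGG terms. The values used here are these FPKM, rounded by the authors to 2 decimals and with no scaling between libraries beyond the total. Genes carry LOC_Os identifiers and descriptions. A reference gene table matched 0 of the 55986 identifiers, so no coordinates are given.

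Depth per library is unknown, since FPKM do not hold counts. A depth relative to CS2022 replicate 1 was estimated from the smallest steps of low values, in 10 choices of genes made after the values were seen. It was 0.984 to 1.05 for CS2022 replicate 2, 1.07 to 1.14 for CS2022 replicate 3 and 0.936 to 0.942 for HXR450 replicate 2, with 95% bootstrap bounds over all choices of 0.594 to 1.50, 0.753 to 1.45 and 0.930 to 1.09. For HXR450 replicate 1 the estimates ran from 0.641 to 1.35, so its depth was not determined. No counting interval can be given for a single value.

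Genes with at least 1 FPKM in at least 2 libraries (22240) were compared on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (eBayes with a trend on the mean, prior degrees of freedom 3.32). The thresholds were a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and an absolute log2 fold change of at least 1. All adjusted p values of genes are from limma. At an unadjusted p under 0.05, 2368 of all 22240 genes tested were higher and 1682 lower. Counts of a list at this p are to be read against these shares. The fit was tested on simulated data of 21812 genes, drawn as normal values with the spread fitted here and no effect of replicate number. Changed genes were picked among those with a mean log2(FPKM + 1) above 2. With 50 genes changed at each size, 70% were recovered at a log2 fold change of 1.5, 82% at 2, 96% at 3 and 100% at 5, with 12 false calls. The shares recovered do not cover genes of lower mean. Of the genes tested, 35 share all their values with another gene.

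Gene lists were fixed by words of the descriptions before the data were examined, and 25 held members: JA biosynthesis, JA signalling, Aux/IAA and auxin response, pathogenesis-related proteins, GA, diterpenoid phytoalexins, carotenoid and ABA metabolism, heat shock and protein folding, antioxidant enzymes, cytosolic ribosome, organelle ribosome, cell wall, phenylpropanoid and lignin, flavonoid, cutin, suberin and wax, photosynthesis, hypoxia and fermentation, starch mobilisation, cell division, cytokinin, WRKY and MAPK, NB-ARC, transposon-related, and endosperm and root markers. A list of organelle-encoded transcripts had no members and was left out. Each list was tested for over-representation among higher and among lower genes with Fisher's exact test (two-sided, adjusted over 50 combinations), against all genes tested, and for a shift relative to other genes with camera (preset correlation 0.01, adjusted over 25 lists). The lists are not the GO and KEGG terms of the paper. Camera calls were repeated with an estimated correlation and with fry, which tests whether the genes of a list move one way and does not compare them with other genes. The median and the mean log2 fold change differ in sign for JA biosynthesis, JA signalling, organelle ribosome, cutin, suberin and wax, and WRKY and MAPK, and the median and the camera direction differ for JA signalling, Aux/IAA and auxin response, antioxidant enzymes, organelle ribosome, WRKY and MAPK, and root markers.

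The genes named in the text were chosen by a rule written before the data were examined: every gene identifier in the text or Figure 9D of the paper, the 12 largest rises and 12 largest falls among DEGs without overlap between varieties, with a mean of at least 5 FPKM in the higher variety and a described function, and up to 4 genes of smallest adjusted p in each list. The paper's figures had been seen by then. All called genes of the heat shock list and the most abundant genes that set CS2022 replicate 3 apart were named after their values were seen. A gene's function is given from its description and general knowledge, and is left out where unsure.

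PCA used centred, unscaled values of the genes tested. Correlations between libraries used the same values, and the paper does not name the scale of its own. Alternatives were pseudocounts of 0.1 and 0.01, no filter, a filter of 5 FPKM, TMM factors (an unweighted version with trims of 30% and 5%), median-of-ratios factors, quantile normalization, no trend, robust eBayes, array weights, replicate number as a block, no fold limit, and leaving out each library. For PCA and correlations other scales and gene sets were used, and leaving out libraries in the PCA was added after seeing the data. Leaving out an HXR450 replicate with the genes of all libraries kept was also added then, since the filter otherwise drops genes near 0 in CS2022. Splits of the samples into other groups were not counted, since HXR450 has fewer than 3 libraries.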

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

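The test for stretches of the genome, the levels of 0.1 and 1 FPKM, the window of 10 genes and the fits with the genes of all libraries kept were chosen after the results were seen, while the other tests in this part were written down before their results.

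The paper does not discuss genes that are nearly absent in one variety: 44 DEGs higher in CS2022 had a mean under 0.1 FPKM in HXR450 (31 listed at 0 in both libraries) and 53 lower DEGs one under 0.1 FPKM in CS2022 (40 listed at 0 in all 3), with 17 of these 97 on chromosome 8, 17 on chromosome 12 and 16 on chromosome 11. A pair of libraries of the same variety held 99 to 129 genes under 0.1 FPKM in one library and at least 2 FPKM in the other, below the 201 to 251 of pairs of different varieties. The counts for different varieties include genes of the 97, which were picked for such a difference. The comparison therefore does not decide whether too few reads for genes of low level explain them. Of the 97 genes, 54 had another of them within 10 tested genes on the chromosome, against a median of 8 and an upper 95% bound of 17 in random sets matched on level and description (permutation p = 1e-04, the smallest that 10000 sets can give), which is consistent with stretches of the genome that differ between the varieties or from the reference. Regulation of neighbouring genes is consistent with the tables too, since 41 of 141 called genes of at least 1 FPKM in both varieties also lay within 10 tested genes of another, against a median of 16 and a bound of 28 (permutation p = 2e-04), so clustering does not favour one of these explanations. No sequence of either variety was at hand, and the pattern was found and tested on the same data.

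Transposon-related genes, which the paper does not discuss, held 17 of the higher DEGs and 18 of the lower ones among 718 tested (Fisher's exact test, adjusted p = 4.0e-04 and 7.1e-06; 27 and 30 when adjusted over the list alone), with 11 lower DEGs without CS2022 replicate 3 (6.7e-05), 3 higher ones without HXR450 replicate 2 (0.570), 6 without CS2022 replicate 3 (0.154), 7 without CS2022 replicate 1 (0.0741) and 6 without HXR450 replicate 1 (0.0240), and with 8 higher ones under the block (0.392). With no filter neither direction was over-represented (8 higher and 18 lower DEGs, adjusted p = 1 for both), with adjusted p values over the alternatives from 2.0e-05 to 1 and from 2.1e-07 to 1. Without either HXR450 replicate, 17 of the 18 lower DEGs were not tested, since genes near 0 in CS2022 failed the filter, so these settings do not tell whether they stay. With the genes of all libraries kept, 7 lower and 5 higher DEGs were called without HXR450 replicate 1 (adjusted p = 0.0181 and 0.0306), and 6 and 3 without HXR450 replicate 2, past the threshold in neither direction (0.0729 and 0.817). Transposon-related DEGs are in part the same as the nearly absent genes of the paragraph above, which lay close together on chromosomes. Fisher's exact test takes genes as independent, so its p values here may be too small. The retrotransposon gene LOC_Os12g18400 was at 49.55, 67.08 and 48.17 FPKM in CS2022 and listed at 0 in HXR450, LOC_Os08g24000 at 85.5 ± 32.2 FPKM in CS2022 and 0.185 ± 0.205 in HXR450, LOC_Os07g14514 at 0.0533 ± 0.0462 in CS2022 and 60.6 ± 2.75 in HXR450, and the transposon gene LOC_Os12g22810 at 0 in CS2022 and at 17.71 and 22.43 FPKM in HXR450.

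Cell division genes, outside those the paper discusses, were higher in CS2022 at an unadjusted p under 0.05 in 61 cases and lower in 3 of 177 tested, with 0 DEGs by limma over all genes or adjusted over the list alone. As a group they rose relative to other genes (camera, adjusted p = 6.4e-06, from 1.9e-08 to 0.0162 over the alternatives; p = 0.319 with an estimated correlation), with a median log2 fold change of 0.35, and the count of higher genes was 17 without HXR450 replicate 1, 33 without CS2022 replicate 1 35 without CS2022 replicate 2 and 46 with TMM factors. The histone genes LOC_Os09g38020 and LOC_Os07g36130 were at 469.6 ± 56.7 and 129 ± 27.4 FPKM in CS2022 and at 214 ± 32.6 and 55.4 ± 7.93 in HXR450 (adjusted p = 0.0615 and 0.0616; called with the block, the first also with quantile normalization, up to 0.216 and 0.215 over the alternatives), the cyclin gene LOC_Os08g37390 at 15.3 ± 1.90 and 8.30 ± 0.318 (adjusted p = 0.0770), and the cyclin-dependent kinase gene LOC_Os12g23700 at 2.16 ± 0.280 and 8.96 ± 4.26 (adjusted p = 0.0633).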

How the results depend on the processing

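The alternatives in this part were set before the data were examined, except leaving out libraries in the PCA and leaving out an HXR450 replicate with the genes of all libraries kept, which were chosen after seeing the data. Counts of higher and lower genes (159 and 127) stayed within 1.5 times under 11 of 19 alternatives each. Without a filter (34296 genes tested) 71 genes were higher, 81 were lower with a pseudocount of 0.01, and with replicate number as a block 100 were higher and 79 lower, of which 75 and 59 were shared with the counts above. No source pairs the replicates, and this block leaves 1 residual degree of freedom, although the difference of replicate 2 from replicate 1 correlated between the varieties over genes (r = 0.296). Leaving out 1 library gave 20 to 114 higher and 3 to 93 lower genes; fewer libraries were tested, and a lone HXR450 library was assumed to vary like the others. Without either HXR450 replicate 70 of the 127 lower DEGs failed the filter and were not tested. With the genes of all libraries kept, 28 were higher and 47 lower without HXR450 replicate 1, and 22 higher and 39 lower without HXR450 replicate 2, with 3 and 0 lists over-represented. Of the genes the paper names, 5 were called, 2 with a pseudocount of 0.01, 0 without a filter, 3 without a trend, 2 with the block and 0 to 2 when a library was left out. Lists over-represented numbered 3, with 0 without a filter, 1 with the block and 0 to 4 when a library was left out. The heat shock list had an adjusted p of 1 without a filter, without CS2022 replicate 1 or 3 and without either HXR450 replicate (0.00864 to 1 over left-out libraries), the transposon list 1 without a filter in both directions, and among lower genes also 1 without either HXR450 replicate (3.8e-05 to 1 over left-out libraries), where the filter removed 17 of its 18 lower DEGs, so that this value does not tell whether they stay. Lists with a shift numbered 5, with 0 by an estimated correlation, 0 by fry and 3 to 8 when a library was left out. PC1 and PC2 held 38.5% and 30.2% with unit variance per gene, 46.1% and 25.4% with all genes, 50.1% and 22.9% with a pseudocount of 0.1, and 52.1% to 59.2% and 24.9% to 29.9% when a library was left out. The lowest squared correlation within a variety, 0.921, became 0.958 with all genes, 0.737 on untransformed FPKM, 0.881 with a pseudocount of 0.1 and, not squared, 0.960. Apart from the smaller number of genes or libraries tested, the cause was not tested. DESeq2 or edgeR on counts was not run, since counts cannot be recovered from FPKM, and keeping only annotated identifiers was not run, since all are annotated. Of 138 genes covered by the naming rule, 6 changed sign under an alternative; none of these is a DEG and none is given in the text. The unknown depth limits what can be said of genes near 0.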

Differences from the paper's values

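The correlation on untransformed FPKM without squaring is the only one of the tests in this part chosen after the results were seen. The paper reports 1077 DEGs at the same thresholds of adjusted p and fold change, and 286 were found here. The paper's 448 up-regulated and 629 down-regulated genes stand against 159 and 127. None of the alternatives set before the data were examined brought these within 1.5 times of the paper's counts: the totals ran from 23 to 312, the higher genes from 20 to 170 and the lower genes from 3 to 169. The counts here come from limma on FPKM of 5 libraries, and those of the paper from DESeq2 on its repeats. The paper gives R² above 0.858 between repeats and names no scale: the lowest here is 0.921 as a squared correlation of log2(FPKM + 1), and 0.859 as Pearson's r, not squared, on untransformed FPKM, where its square is 0.737.

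The paper presents the 24 genes of Figure 9D and the text as DEGs. All 24 had the direction it gives, and 5 were DEGs here. A pseudocount of 0.1 also called LOC_Os07g03288 and LOC_Os07g03377 (adjusted p = 0.0495, from 0.0495 to 0.247 over the alternatives), TMM factors, median-of-ratios factors and quantile normalization each called LOC_Os07g38440 (0.0443, 0.0467 and 0.0470, up to 0.226 over the alternatives), and replicate number as a block called LOC_Os04g02754 (0.0478, up to 0.427 over the alternatives).

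The lists here follow descriptions and are wider than, or different from, the terms of the paper. It states that up-regulated genes are enriched in carotenoid biosynthesis. The list here held 1 higher DEG, against 0.100 expected by chance, and 0 lower (Fisher's exact test for higher genes, p = 0.0956, adjusted p = 0.956). Its downward shift by camera is a different measure, over all 14 genes, and had p = 0.206 with an estimated correlation. It also states enrichment of higher genes in diterpene, MAPK and plant-pathogen pathways, whose lists of diterpenoid, WRKY and MAPK, and pathogenesis-related genes held 0 DEGs by limma, and the last had an upward shift by camera with a pseudocount of 0.1 (adjusted p = 0.0461), TMM factors (0.0237), median-of-ratios factors (0.0228), quantile normalization (0.0287), the block (0.00454), without CS2022 replicate 3 (0.00193) and without HXR450 replicate 1 (0.0118), within a range of 0.00193 to 0.370, but p = 0.335 with an estimated correlation. By chance, 0.0286, 0.672 and 0.658 higher DEGs were expected in the diterpenoid, WRKY and MAPK, and pathogenesis-related lists, so their 0 decides little. The paper states that lower genes are enriched in ribosome, flavonoid and cutin, suberin and wax pathways. These lists held 0 lower DEGs each, with 24, 9 and 7 lower genes at an unadjusted p under 0.05. Chance alone gives 0.337 lower DEGs in the flavonoid list and 0.297 in the cutin, suberin and wax list, so their 0 decides little too. In the cytosolic ribosome list, 0 lower DEGs did not differ from chance (Fisher's exact test, p = 0.410). The cytosolic ribosome list had a median log2 fold change of 0.14 and shifted upward with the block (camera, adjusted p = 5.7e-04) and without HXR450 replicate 2 (0.00920), within a range of 5.7e-04 to 0.747, with a direction that changed over the alternatives. With an estimated correlation, camera gave the cytosolic ribosome list p = 0.921 in the main fit. Of the paper's own 3 genes of cutin, suberine and wax, which the list of that pathway does not hold, all 3 were lower and 2 were DEGs, LOC_Os04g28520 and LOC_Os10g34480. With TMM factors there were 2 lower DEGs of the cytosolic ribosome, 1 of organelle ribosomes and 1 of cutin, suberin and wax, and with median-of-ratios factors 2 of the cytosolic ribosome, none of these an over-representation. For the cell wall, which it also gives as lower, the list shifted downward (p = 0.383 with an estimated correlation) but held 0 lower DEGs, except without HXR450 replicate 1, where 6 were over-represented among the lower genes (Fisher's exact test, adjusted p = 4.3e-08, up to 1 over the alternatives). Only 0.891 lower DEGs of the cell wall list were expected by chance. Heat shock genes and the phenylpropanoid list had the direction the paper gives, although the heat shock list did not pass the test of a shift (camera, adjusted p = 0.365). The heat shock over-representation ended with the block, both smaller pseudocounts, quantile normalization and no filter. The phenylpropanoid shift ended with the block and without CS2022 replicate 1 (camera, p = 0.0848 with an estimated correlation). The JA signalling list held 0 DEGs, and the paper found none among its JA pathway genes. Only 0.0715 higher and 0.0571 lower ones were expected in it by chance, so this decides little.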

Other observations

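The tests of abundant genes, of depth and of ribosomal protein genes in this part were all chosen after the results were seen.

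Genes of photosynthesis, which capture light and fix carbon, fell as a group in CS2022 relative to other genes (66 genes, camera, adjusted p = 0.0160; p = 0.259 with an estimated correlation), with a median log2 fold change of -0.10. CS2022 replicates 1 and 3 were lower (median level centred per gene -0.101 and -0.142), while replicate 2 (0.118) was above both HXR450 libraries (0.0385 and 0.0439). None was a DEG by limma or past the threshold when adjusted over the list alone, and 1 was higher and 6 lower at an unadjusted p under 0.05, among them the chlorophyll A-B binding protein LOC_Os09g26810 (42.1 ± 3.91 FPKM (SD, n = 3) in CS2022 and 68.2 ± 15.6 (n = 2) in HXR450, adjusted p = 0.147). These counts were 0 higher and 3 lower without CS2022 replicate 1, 3 and 6 without CS2022 replicate 2, and 1 and 10 with TMM factors. The shift was not past the threshold without CS2022 replicate 1 (adjusted p = 0.0500), CS2022 replicate 3 (0.0805) or HXR450 replicate 1 (0.0794) or with the block (0.0721), and its adjusted p ran from 0.00330 to 0.0805 over the alternatives.

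None of 37 genes of hypoxia and fermentation, 19 of starch mobilisation, 16 endosperm markers and 4 root markers was a DEG by limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 6 higher and 1 lower genes of hypoxia and fermentation (3 and 3 without CS2022 replicate 3), none of starch mobilisation, 2 higher and 2 lower endosperm markers and no root marker. The sucrose synthase gene LOC_Os07g42490, which splits sucrose, was at 5.53 ± 1.33 FPKM in CS2022 and 2.37 ± 1.24 in HXR450 (adjusted p = 0.171), and the alpha-amylase gene LOC_Os09g28420, which breaks down starch, at 29.3 ± 25.2 and 49.2 ± 8.56 (log2 fold change -1.02, adjusted p = 0.411). Without CS2022 replicate 1 this gene was a lower DEG (log2 fold change -1.66, adjusted p = 0.0457, up to 0.677 over the alternatives). The late embryogenesis abundant gene LOC_Os01g21250, among the endosperm markers, was at 719.5 ± 152 and 361 ± 139.6 FPKM (adjusted p = 0.166). Starch mobilisation had a median log2 fold change of -0.36 and a camera adjusted p of 0.124, downward (p = 0.286 with an estimated correlation). The adjusted p was 0.0293 without CS2022 replicate 1, 0.0485 without CS2022 replicate 3, 0.0280 without HXR450 replicate 2 and 0.00356 with the block, within a range of 0.00356 to 0.472 over the alternatives.

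CS2022 replicate 3 stands apart from its variety on untransformed FPKM. Several values point away from a lower depth of this library: it had 29162 genes above 0, against 29014 and 28379 in CS2022 replicates 1 and 2 (exact McNemar test, p = 0.0228 and 6.9e-34), its depth estimates ran from 1.07 to 1.14 times replicate 1, and its log2 r² with replicate 1, 0.946, was the highest of all pairs. It stays open, since this was the last of 4 tests tried, whose limit of 0.05 divided by 4 the first p misses, and the bounds of the estimates (0.753 to 1.45) reach below 1. Between CS2022 replicates 1 and 3, 2 of the 10 genes most abundant in the other 3 libraries were at least 2-fold apart, against 385 of 9944 genes of 1 to 10 FPKM (Fisher's exact test, one-sided, p = 0.0552; 0.00796 with the 10 genes of highest mean over all libraries, which replicate 3 helps to pick). Without the 10 genes of highest mean over all libraries, Pearson's r of CS2022 replicates 1 and 3 rose from 0.859 to 0.9546. It was still below the 0.9589 of the HXR450 replicates, the lowest pair of the same variety without replicate 3. This closed 95.4% of the gap to the lowest such pair, so most of the gap on this scale lay in these 10 genes. Whether a few abundant genes are the whole reason stays open too, and no biological explanation was tested.

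Ribosomal protein genes of the cytosolic list lower at an unadjusted p under 0.05 were 1 of the 126 described as 40S or 60S and 23 of the other 137 (Fisher's exact test, two-sided, p = 1.7e-06). The 24 lower genes among the 263 of the list were near the share over all genes tested, 1682 of 22240. Members with no stated compartment may belong to organelle ribosomes, but the split was chosen from these genes, so this stays open. A scaling difference between libraries moves all genes alike, and one that lowers CS2022 is argued against by the median log2 fold change of all genes tested, 0.08, which stayed above 0 whichever library was left out (0.041 to 0.129). This was the third test tried, since selection or the direction of the scaling largely fixed the outcome of the first 2. A difference of the varieties in plastid development was not tested.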
